# The chemical reprogramming of unipotent adult germ cells towards authentic pluripotency and *de novo* establishment of imprinting

**DOI:** 10.1093/procel/pwac044

**Published:** 2022-11-17

**Authors:** Yuhan Chen, Jiansen Lu, Yanwen Xu, Yaping Huang, Dazhuang Wang, Peiling Liang, Shaofang Ren, Xuesong Hu, Yewen Qin, Wei Ke, Ralf Jauch, Andrew Paul Hutchins, Mei Wang, Fuchou Tang, Xiao-Yang Zhao

**Keywords:** reprogramming, spermatogonial stem cell, tetraploid complementation, imprinting

## Abstract

Although somatic cells can be reprogrammed to pluripotent stem cells (PSCs) with pure chemicals, authentic pluripotency of chemically induced pluripotent stem cells (CiPSCs) has never been achieved through tetraploid complementation assay. Spontaneous reprogramming of spermatogonial stem cells (SSCs) was another non-transgenic way to obtain PSCs, but this process lacks mechanistic explanation. Here, we reconstructed the trajectory of mouse SSC reprogramming and developed a five-chemical combination, boosting the reprogramming efficiency by nearly 80- to 100-folds. More importantly, chemical induced germline-derived PSCs (5C-gPSCs), but not gPSCs and chemical induced pluripotent stem cells, had authentic pluripotency, as determined by tetraploid complementation. Mechanistically, SSCs traversed through an inverted pathway of *in vivo* germ cell development, exhibiting the expression signatures and DNA methylation dynamics from spermatogonia to primordial germ cells and further to epiblasts. Besides, SSC-specific imprinting control regions switched from biallelic methylated states to monoallelic methylated states by imprinting demethylation and then re-methylation on one of the two alleles in 5C-gPSCs, which was apparently distinct with the imprinting reprogramming *in vivo* as DNA methylation simultaneously occurred on both alleles. Our work sheds light on the unique regulatory network underpinning SSC reprogramming, providing insights to understand generic mechanisms for cell-fate decision and epigenetic-related disorders in regenerative medicine.

## Introduction

Reprogramming describes the process of reverting the cell fate of differentiated cells to a pluripotent state and provides therapeutic potential for regenerative medicine. For the last half-century, great success had been achieved by the development of somatic cell reprogramming by nuclear transfer (Gurdon and Byrne, 2003; Byrne et al., 2007), transcription factors overexpression (Takahashi and Yamanaka, 2006; Takahashi et al., 2007), or chemical induction (Hou et al., 2013; Zhao et al., 2015) of pluripotency. However, although many regulatory networks and biological processes have been investigated in reprogramming, and many novel methods have been developed based on these insights, incomplete and defective patterns of epigenetic reprogramming remain a common occurrence in reprogramming (Li et al., 2010; Samavarchi-Tehrani et al., 2010; Takikawa et al., 2013; Zhao et al., 2015, 2018; Matoba et al., 2018; Yagi et al., 2019). This suggests there are several unknown mechanisms that remain to be characterized. Amongst the many reprogramming strategies, CiPSCs was a breakthrough, as it avoided the use of oocytes or genetic manipulation, making cell fate transitions potentially easier to control in a cost-effective and nonimmunogenic way (Hou et al., 2013). However, tetraploid complementation, the gold standard test for pluripotency and developmental potency, had been confirmed in embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) but not in CiPSCs (Zhao et al., 2009). This hints at functional deficiencies, likely epigenetic, in CiPSCs that compromises their full pluripotency capability.

Spermatogonial stem cells (SSCs) locate in the testis and initiate continuous spermatogenesis, these SSCs can be well maintained *in vitro* for several passages (Kanatsu-Shinohara et al., 2003). Intriguingly, in culture, a tiny majority of SSCs spontaneously convert to germline-derived pluripotent stem cells (gPSCs), in a form of non-transgenic reprogramming (Kanatsu-Shinohara et al., 2004; Guan et al., 2006; Ko et al., 2009). Interestingly, the spontaneous way of SSCs reprogramming is quite different from other cell fate transitions triggered by extra induction, suggesting distinct regulatory mechanisms in this biological process. However, the extremely low efficiency (about 0.05%) of spontaneous SSC reprogramming hinders the investigation of this unique phenomenon and the underlying mechanisms (An et al., 2017; Jeong et al., 2017), thus an efficient SSC to gPSC reprogramming system is urgently required. More importantly, the fully pluripotency of gPSCs had not been verified by the most stringent test for pluripotency, which stimulated us to improve the developmental potency of gPSCs.

In this study, we established a highly efficient (4.2%) SSC reprogramming system that can generate gPSCs via chemical induction. These gPSCs can form a complete mouse in tetraploid complementation assays, confirming their true pluripotency. Further, we showed that SSC reprogramming traversed through an inverted route of *in vivo* germ cell development and the chemical-induced gPSCs had correct imprinting status using single-cell multi-omics (transcriptome and DNA methylome) analysis. Our work shows the sophisticated regulatory network in cell fate transitions and the critical importance of the accurate re-establishment of imprinted pattern during reprogramming.

## Results

### Reconstruction of SSC reprogramming roadmap by single-cell RNA sequencing

Functional SSCs were established from postnatal day (PND) 5.5 *Oct4*-EGFP mice (also known as OG2, expression of EGFP is under the control of *Oct4* promoter) (Szabó et al., 2002), feature genes expression (GFRa1, ZBTB16, DDX4, and OCT4) and spermatogenesis potency of SSCs were carefully investigated (Fig. S1A and S1B). Spontaneous SSC-reprogramming efficiency has been reported to vary across laboratories, hence we adopted a relatively efficient and reproducible system created by Ko et al. (2009). After 16–20 days of cultivation without passaging, *Oct4*-EGFP positive (OG(+)) colonies with typical ESC morphology appeared amongst the SSC colonies. gPSCs were then established by transferring the ESC-like colonies to ground state ESC culture medium (2iL) (Ying et al., 2008). Thus, reprogramming in SSC medium and ESC medium were designated as the early and late stage of SSC reprogramming, respectively (Fig. 1A and 1B). We confirmed that key pluripotent markers (OCT4, NANOG, and SSEA1) were activated, and the germ cell marker DDX4 was silenced in gPSCs (Fig. S1C). Chromosome integrity and differentiation potential of gPSCs were examined by karyotype- and teratoma formation assays, respectively (Fig. S1D and S1E). Furthermore, developmental potency was corroborated by both germline transmission and chimera formation (Fig. S1F–I). We confirmed that gPSCs derived from mouse SSCs possessed pluripotency comparable to ESCs.

**Figure 1.**
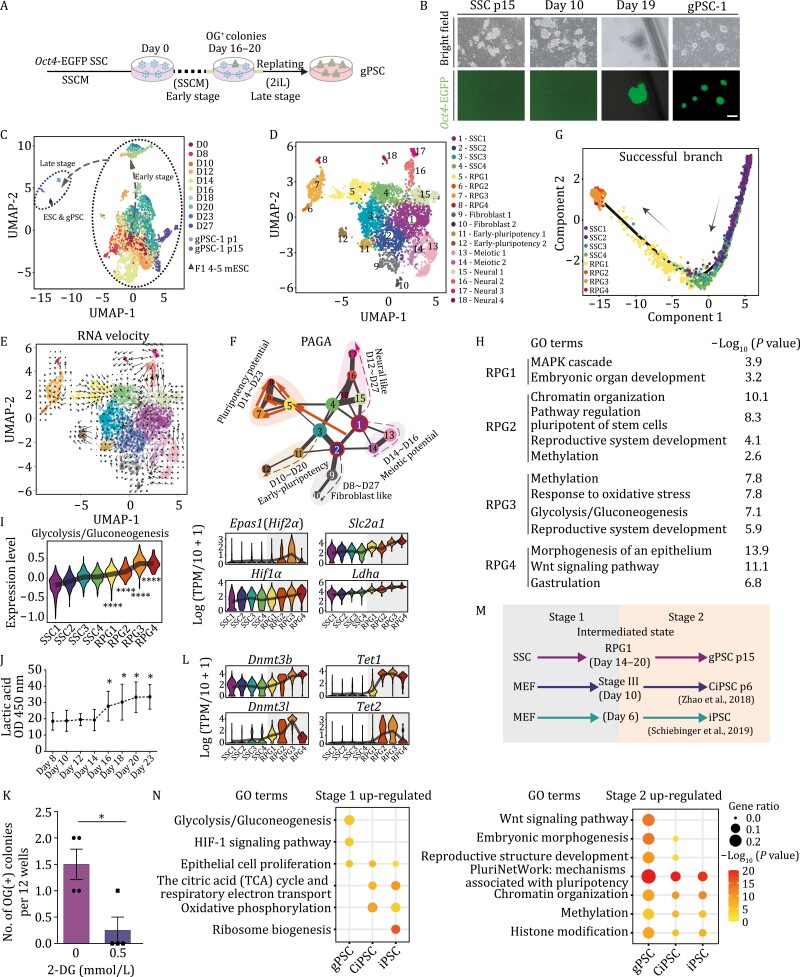
Single-cell RNA-sequencing roadmap of SSC reprogramming. (A) Schematic for the reprogramming of SSC. Days 16–20, *Oct4*-EGFP positive (OG(+)) colonies appeared. SSCM, spermatogonial stem cell culture medium. (B) Bright field (top) and fluorescence images (bottom) of *Oct4*-EGFP SSCs (days 0 and 10), *Oct4*-EGFP positive (OG(+)) colonies in the early stage of reprogramming (day 19), and gPSC-1 (p1) in the late stage of reprogramming. Scale bar, 200 μm. (C) Uniform manifold approximation and projection (UMAP) plot showing the transcriptome data of reprogramming cells, gPSCs, and ESCs. Reprogramming cells are colored by the day of reprogramming. (D) UMAP plot showing the transcriptome data of reprogramming cells from day 0 to day 27, cells are colored by clusters identified from graphed-based unsupervised clustering. (E) UMAP plot showing the RNA velocity vector field of the early stage of SSC reprogramming. (F) PAGA analysis showing the trajectories of the early stage of SSC reprogramming, each circle represents an individual cluster, the size of circles indicates the number of cells in clusters. (G) Cell trajectory of the successful branch of SSC reprogramming, inferred by Moonocle2. Arrows indicate the developmental order of these cells. (H) Enriched GO terms and *P* values of differential expressed genes of RPG1/2/3/4 clusters. (I) Violin plots showing the expression level of KEGG pathway ‘Glycolysis/Gluconeogenesis’ (mmu00010) and representative glycolysis-related genes. Dunn’s non-parametric test was performed for pairwise multiple comparison of activity between adjacent clusters, *P* values were adjusted by Bonferroni method, ****P < 0.0001. (J) Extracellular lactic acid level plotted over time during SSC reprogramming. Unpaired two-tailed Student’s *s*-test, *P < 0.05. (K) Bar plot showing the number of OG(+) colonies on day 23 of SSC reprogramming treated with 2-DG at different concentration. Unpaired two-tailed Student’s *t*-test, *P < 0.05. (L) Violin plots showing the expression levels of DNA methylation related genes. (M) Schematic showing the stage division of gPSC-, CiPSC-, and iPSC-reprogramming. (N) Bubble plots showing GO terms and their representative genes upregulated in stage 1 (left) and stage 2 (right) of three reprogramming processes, corresponding to (M). GO terms and representative genes are indicated by colors. See also Figs. S1 and S2.

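Single cells were profiled by a modified STRT-seq, a plate-based method in which each cell receives a barcode and each cDNA molecule a unique molecular identifier (UMI), so that PCR copies of 1 molecule count once. The authors deposited UMI counts per gene and cell without normalization. SSCs (spermatogonial stem cells) under reprogramming in the original condition, the one used before the chemical screen, gave 46 libraries of 96 barcodes each. They came from 10 time points, with 1 library each on days 0, 8 and 10, 3 on day 12, 6 each on days 14 and 16, 7 on day 18, 9 on day 20, 7 on day 23 and 5 on day 27. Batch B1 gave 36 of these libraries over 10 days and batch B2 gave 10 over 4 days. Passage 1 and passage 15 of the line gPSC-1 and the mouse ESCs gave 1 library each, so no test of these lines was possible. Each library of the original condition held between 15975410 and 34609591 UMIs with a median of 25269340, and the libraries of gPSC p1, gPSC p15 and ESCs held 14035664, 10833720 and 14807169 UMIs. The cells had been picked by mouth pipette from SSC- and PSC-like colonies, so a share of cells describes the collected cells and not the culture.
Cells of 1 library are not independent replicates. Raw UMI counts were therefore summed per library and per cell class of the authors' annotation, wherever a library held at least 5 cells of the class, and these sums were compared across libraries with edgeR's quasi-likelihood test after TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute natural-log fold change of at least 1, the thresholds printed in Fig. 5A. Lists of genes were compared with camera (limma), with the correlation between genes estimated from the libraries. These classes, tests and thresholds were set before the data were examined. Expression is given as CPM, the count of a gene scaled to a common library total, with TMM, as mean ± SD over libraries. Libraries of the same batch and day are not stated to be separate cultures, and sums per batch and day served as an alternative. The authors defined the classes on the same transcriptomes, so a comparison of classes describes them and is not an independent test of them.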

To decipher the sophisticated regulatory networks during SSC reprogramming, 4,464 individual cells from two batches of SSC reprogramming at ten different time points (from day 0 to day 27), together with gPSCs, ESCs were collected for scRNA-seq analysis (modified STRT-seq) (Figs. 1C, S1J and S1K; Table S1) (Dong et al., 2018). On average, 8348 expressed genes and 267,298 UMIs (unique molecular identifiers) were detected in each cell after quality control (Fig. S1L). 

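Over the 4464 cells, 8349 genes (SD 1451, median 8508) were detected per cell with at least 1 UMI, and the mean of the UMIs was 267298.5 with a median of 258483.5 and a range from 3628 to 989830. Counting a gene as detected from 2 UMIs on, the alternative that moved these means most, gave 6974 genes per cell. Mitochondrial UMIs made up 1.01% of a cell's UMIs on average and at most 4.85%. The median UMIs per cell differed between libraries, from 166128 to 371213. Day 0 cells had 177735.5 UMIs and 7225 genes on average, the cells of day 23 had 297452.7 UMIs and 8838 genes, and shares of cells with a UMI were therefore compared after thinning to a fixed number of UMIs.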

We first performed UMAP (uniform manifold approximation and projection) and graph-based clustering on single cells in the SSC medium, and 18 clusters were detected (Figs. 1D, S1K and S1M). 

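In the authors' annotation of the 4339 cells of the original condition, the 4 SSC clusters held 818, 499, 494 and 454 cells. The clusters of the successful branch, named RPG1 to RPG4 for reprogramming, held 333, 47, 261 and 33 cells. Fibroblast 1 and 2 held 182 and 39 cells, early-pluripotent 1 and 2 held 119 and 77, meiotic 1 and 2 held 144 and 361, and neural 1 to 4 held 271, 117, 61 and 29. Depth differed between them, with a median of 149268 UMIs per cell in SSC1 and 378770.5 in SSC3, and of 65379 in neural 4. The cells of a class were unevenly spread over libraries and batches. All 47 RPG2 cells came from batch B2, as did 186 of the 196 early-pluripotent cells, whereas 219 of the 221 fibroblast cells and 30 of the 33 RPG4 cells came from batch B1. At least 5 cells of the class were present in 36 libraries for SSC1-4, in 7 for RPG1, 3 for RPG2, 8 for RPG3 and 2 for RPG4, and in 5, 3, 6 and 12 libraries for the fibroblast, early-pluripotent, meiotic and neural classes.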

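Marker expression was read per class from the sums of each library, with *Oct4* listed as *Pou5f1* and *Ccn2* as *Ctgf* in the files. *Zbtb16* (chromosome 9 of GRCm38, 48654297 to 48836222) had 112 ± 35.9 CPM (SD, n = 36 libraries) in SSC1-4 and 4.27 ± 2.60 (n = 3) in RPG2, and between 92.4 and 121 CPM in the fibroblast, early-pluripotent, meiotic and neural classes. *Dazl* (chromosome 17, 50279395 to 50293636) had 809 ± 178 CPM in SSC1-4, 772 ± 93.8 (n = 7) in RPG1 and 117 ± 41.9 (n = 8) in RPG3, and *Dmrt1* had 270 ± 79.9, 189 ± 52.7 and 23.4 ± 12.1 CPM. *Pou5f1* (chromosome 17, 35506018 to 35510772) had 4.07 ± 5.59 CPM in SSC1-4, 38.3 ± 29.9 in RPG2, 39.4 ± 22.7 in RPG3 and 3.40 ± 0.667 (n = 3) in the early-pluripotent class. *Nanog* reached 314 ± 85.7 CPM in RPG2 and 208 ± 34.3 in RPG3, and *Sox2* 372 ± 123 and 302 ± 45.1.
In the fibroblast class (n = 5 libraries), *Col12a1* had 49.9 ± 63.6 CPM, *Col5a2* 74.9 ± 71.9 and *Ctgf* 99.0 ± 179, against 2.02 ± 3.11, 1.13 ± 1.28 and 1.85 ± 2.62 CPM in SSC1-4. Day 27 replicate 5, whose 6 fibroblast cells all belonged to cluster 2, had 163 CPM of *Col12a1* and 418 of *Ctgf*, and the other libraries between 16.6 and 31.2 and between 7.28 and 33.1. In the meiotic class (n = 6), *Spo11* had 11.0 ± 1.25 CPM against 5.04 ± 3.22 in SSC1-4. *Dpep3* had 27.2 ± 28.7 against 12.9 ± 14.9, with 82.5 CPM in day 16 replicate 6 and between 3.89 and 29.1 in the other libraries. *Esrrb* and *Dppa2* in the early-pluripotent class, at 5.54 ± 5.71 and 12.6 ± 4.27 CPM, differed from SSC1-4, at 4.07 ± 3.43 and 11.5 ± 6.66, by less than the spread between libraries. In the neural class (n = 12), *Nr2f1* had 10.0 ± 20.4 CPM and was detected in 5 libraries, *Foxp2* had 5.14 ± 8.20 and *Msx1* 8.71 ± 13.4, each with a spread above its mean.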

Expression of well-defined marker genes was used to identify the cell type or cell type bias within each cluster, including SSC-specific genes (*Zbtb16*, *Dazl*, and *Dmrt1*) (Schrans-Stassen et al., 2001; Costoya et al., 2004; Zhang et al., 2016), pluripotent genes (*Oct4*, *Nanog*, and *Sox2*) (Zhou et al., 2016), fibroblast specific genes (*Col12a1*, *Col5a2*, and *Ccn2*) (Schiebinger et al., 2019), meiosis-related genes (*Spo11* and *Dpep3*) (Romanienko and Camerini-Otero, 2000; Xie et al., 2019), early-pluripotent genes (*Esrrb*, *Dppa2*, and low level of *Oct4*) (Zhao et al., 2018), and neuro-related genes (*Nr2f1*, *Foxp2*, *Pitx2*, and *Msx1*) (Schiebinger et al., 2019). Based on these genes, we designated the 18 clusters as SSC1-4, reprogramming 1-4 (RPG1-4), fibroblast 1-2, early-pluripotent 1-2, meiotic 1-2, and neural 1-4 (Figs. 1D and S1N).

We next used RNA velocity, Monocole2, and partition-based graph abstraction (PAGA) analysis, to reconstruct the developmental trajectories (Figs. 1E, 1F, and S2A–C) (Trapnell et al., 2014; La Manno et al., 2018; Wolf et al., 2019). Briefly, a subset of SSCs acquired fibroblast identity (clusters 9 and 10); from day 10 to day 20, early-pluripotent features were gained in a group of SSCs (clusters 11 and 12); simultaneously, SSCs with neural characteristics appeared from day 12 to day 27 (clusters 15 to 18); some other SSCs could transiently express meiosis related genes from day 14 to day 16 (clusters 13 and 14); notably, a group of cells diminished SSC signatures and obtained pluripotent characters from day 14 to day 23 (clusters 5 to 8) (Figs. 1F and S2D).

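Counted per day, 94 of 95 cells of day 0 were SSC1-4 (98.9%) and 0 were RPG1-4, which allows a share of up to 3.16%. Day 8 held 86 fibroblast cells of 87 (98.9%) in 1 library, and day 10 held 53.8% SSC1-4, 40.9% fibroblast and 3.23% early-pluripotent cells. On day 12, 27.6% of the cells were early-pluripotent, all from the library of batch B2, where they made up 82.98%. The meiotic class made up 494 of 571 cells of day 16 (86.5%, exact binomial 95% interval 83.4 to 89.2, and 64.2% to 96.9% over the 6 libraries). The neural class made up 386 of 473 cells of day 27 (81.6%, interval 77.8 to 85.0, and 59.4% to 93.8% over the 5 libraries) and 4.49% of those of day 20. RPG1-4 together made up 5.30% of the cells of day 12 (8 RPG2 and 7 RPG3 cells, all in replicate 2), 8.30% of those of day 14, 0 of the cells of day 16, 29.0% on day 18, 29.3% on day 20, 25.1% on day 23 and 1.27% on day 27. The spread over libraries was wide, from 0 to 100% on day 18 and from 0 to 97.8% on day 20. All RPG1-4 cells of days 12 and 18 came from batch B2, and all those of days 20, 23 and 27 from batch B1. The series over days therefore does not describe 1 culture. The intervals cover counting error only. Taking each batch alone moved these shares most, and in batch B2 the SSC1-4 share of day 12 was 1.06% in place of 65.7%.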

### Hallmarks of the roadmap of SSC reprogramming

Among these cell-fate transition trajectories, we designated the route with pluripotent signatures (SSC1-4 and RPG1-4) as the successful reprogramming branch, whilst all other routes were classified as failed branches (Figs. 1G and S2E). Gene ontology (GO) analysis was performed on the differentially expressed genes (DEGs) in either successful- or failed reprogramming branches, respectively. ‘Embryo development’, ‘pluripotent stem cell’ as well as ‘chromatin modification’ related GO terms were enriched in the successful reprogramming branch; meanwhile, ‘extracellular matrix organization’, ‘meiotic division’ and ‘neural differentiation’ related events were occurred in the failed reprogramming branches (Figs. 1H and S2F; Table S2).

Intriguingly, glycolysis-metabolism-related terms (‘glycolysis/gluconeogenesis’) were enriched in the successful branch, and glycolysis related genes (including *Hif1a*, *Epas1* (*Hif2a*), *Slc2a1*, *Ldha*) were upregulated from SSC1 to RPG4, suggesting the activation of glycolysis during SSC reprogramming (Fig. 1H and 1I). Indeed, lactic acid was elevated after day 16 (Fig. 1J), and addition of 2-deoxy-d-glucose (2-DG, a glycolysis inhibitor) (Kanatsu-Shinohara et al., 2016), suppressed the emergence of gPSCs as measured by OG(+) colonies (Fig. 1K); importantly, glycolysis activation was mainly observed in the successful branch but not in the failed branches (Fig. S2G), implying a vital correlation between glycolysis and successful reprogramming. 

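For these genes, the 4 RPG classes were compared with SSC1-4 over the 46 libraries of the original condition. *Slc2a1* (chromosome 4 of GRCm38, 119108711 to 119137983), which encodes a glucose transporter, had 107 ± 52.4 CPM in SSC1-4, 226 ± 77.2 in RPG1, 205 ± 60.3 in RPG2, 576 ± 166 in RPG3 and 701 ± 119 in RPG4. Its log2 fold changes over SSC1-4 were 1.06 (SE 0.23, adjusted p = 0.00135, edgeR), 0.92 (SE 0.33, adjusted p = 0.0243), 2.41 (SE 0.21, adjusted p = 3.0e-18) and 2.69 (SE 0.33, adjusted p = 1.59e-10). The adjusted p for RPG2 became 0.2315 without day 14 replicate 5, 0.0548 without day 14 replicate 6 and 0.131 with sums per batch and day. *Ldha* (chromosome 7, 46841475 to 46855627), the gene of lactate dehydrogenase A, rose by 0.96, 1.11, 1.96 and 2.00 on the log2 scale from 319 ± 83.7 CPM in SSC1-4 (adjusted p = 2.47e-07, 1.08e-06, 5.13e-26 and 1.74e-13, edgeR). *Hif1a* (chromosome 12, 73901375 to 73947530) rose by 0.26 in RPG1 (adjusted p = 0.360), 0.89 in RPG2 (0.000276), 0.97 in RPG3 (2.78e-09) and 1.02 in RPG4 (0.000696). Its adjusted p was 0.0909 in RPG2 without day 12 replicate 2 and 0.339 in RPG4 without day 20 replicate 2. *Epas1* (chromosome 17, 86753700 to 86833410) rose by 0.36 in RPG1 (adjusted p = 0.733), 1.94 in RPG2 (0.00249, and 0.124 without day 14 replicate 6) and 3.41 in RPG3 (3.44e-14), and was lower in RPG4 by -1.11 (0.381), at 2.46 CPM against 5.10 ± 3.63 in SSC1-4. In the RPG3 cells of day 12 replicate 2, a library with 7 such cells, *Slc2a1* was at 197 CPM, *Ldha* at 746 and *Epas1* at 161, outside the 542 to 714, 1150 to 1437 and 27.5 to 62.7 CPM of the other 7 libraries. In RPG1, *Epas1* was at 16.1 CPM in day 18 replicate 3 and at 2.98 to 8.38 elsewhere, and *Ldha* at 676 CPM in day 23 replicate 2 and at 607 to 623 elsewhere.
A list of 18 enzymes from glucose to lactate (*Hk1*, *Hk2*, *Gpi1*, *Pfkl*, *Pfkm*, *Pfkp*, *Aldoa*, *Aldoc*, *Tpi1*, *Gapdh*, *Pgk1*, *Pgam1*, *Eno1*, *Eno2*, *Eno3*, *Pkm*, *Ldha*, *Ldhb*) stood in for the KEGG pathway, whose members the paper places in a sheet of Table S2 that is not analysed here. Its median log2 fold change over SSC1-4 was 0.40 in RPG1 (15 of 18 higher), 0.67 in RPG2 (14 of 18), 1.16 in RPG3 (16 of 18) and 1.08 in RPG4 (16 of 18). The camera p adjusted over the 8 classes tested was 0.0179, 0.102, 0.0179 and 0.0254. Over all genes tested, 7, 12, 15 and 9 members were higher at an adjusted p below 0.05, and 11, 12, 16 and 12 when adjusted over the list alone. The library as a block moved the test most, with a camera adjusted p of 0.817 in RPG1 and 0.737 in RPG3, each over 2 libraries that hold at least 5 cells of both classes, at medians of 0.18 and 1.09 on the logCPM of that fit. In the same libraries without the block the medians were the same and the adjusted p was 0.697 and 0.557. By library, with 1 CPM added and against SSC1-4 of libraries without RPG2-4, the median in RPG1 was -0.14 and -0.09 on day 18 and between 0.40 and 0.49 on days 20 and 23, and in SSC1-4 it was 0.46 in day 20 replicate 8 and 0.20 in day 23 replicate 1. In RPG4 the camera adjusted p was 0.0982 without day 20 replicate 1 and 0.0594 without *Pkm*, *Aldoa* and *Gapdh*, the 3 most abundant members.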

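In the failed branches, the median log2 fold change of the 18 glycolytic enzymes over SSC1-4 was -0.28 in the fibroblast class (4 of 18 higher), -0.38 in the early-pluripotent class (2 of 18) and -0.18 in the meiotic class (2 of 18). Their camera adjusted p was 0.179, 0.102 and 0.102. At an adjusted p below 0.05 over all genes, 0, 1 and 2 members were lower in these classes, and 4, 2 and 4 when adjusted over the list alone. In the 5 libraries that hold both meiotic cells and SSCs, the meiotic median on logCPM was 0.28, with and without the library as a block. Over all libraries it was -0.15 on that scale, so its sign depends on the libraries. The fibroblast and early-pluripotent medians stayed below 0 in shared libraries, at -0.16 and -0.10. In the neural class all 18 members were higher, with a median of 0.41 and a camera adjusted p of 0.0073, and 11 members had an adjusted p below 0.05 over all genes and when adjusted over the list alone. The camera adjusted p of the neural class was 0.707 with the library as a block, over the 10 libraries that hold both classes, and 0.548 in the same libraries without the block. The median on logCPM was 0.13 in both and 0.43 over all libraries. Under fry, the calls in RPG1, RPG3, RPG4 and the neural class held and RPG2 was called too, with an adjusted p of 0.000163. Under camera with the correlation between genes preset at 0.01, all 8 classes were called. A difference between the successful and the failed branches was not tested as such.

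**Figure D1:**
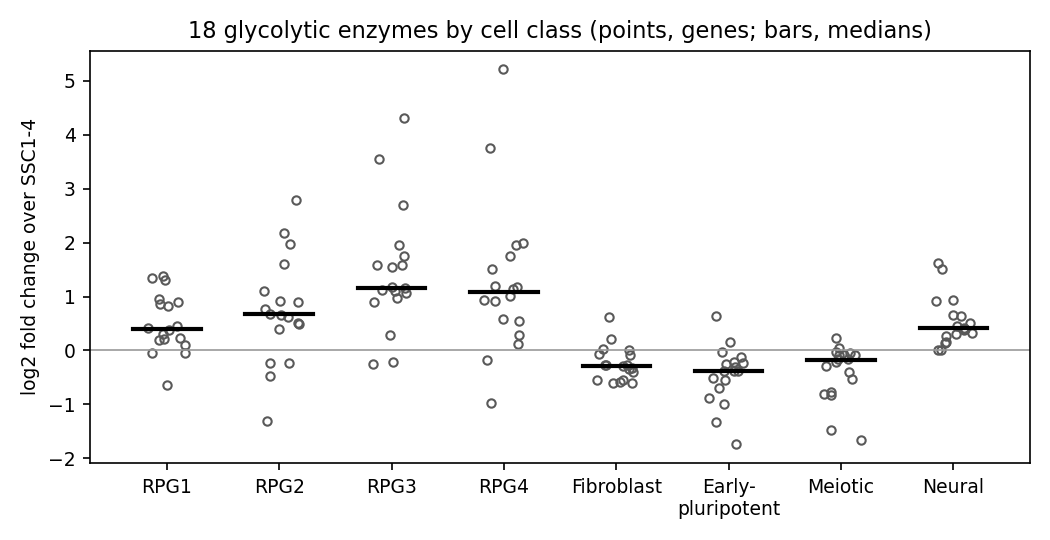
Log2 fold change over SSC1-4 of each of the 18 glycolytic enzymes (points) in the 4 RPG classes and the 4 failed classes, with the median as a bar. The medians lie at 1.16 in RPG3 and 1.08 in RPG4, at 0.41 in the neural class and below 0 in the fibroblast, early-pluripotent and meiotic classes.

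From these branches, together with lactic acid over time and the effect of 2-DG on OG(+) colonies, which are not analysed here, the paper proposes a vital correlation between glycolysis and successful reprogramming.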

Recent studies have identified an intimate link between metabolic processes and epigenetic control, as many metabolic processes provide and control reaction substrates for epigenetic modifications in cell fate transitions (Ly et al., 2020; Tarazona and Pourquie, 2020). In our study, epigenetic regulation related GO terms (‘methylation’) and genes (*Dnmt3b*, *Dnmt3l*, *Tet1*, *Tet2*) were enriched in the successful branch of SSC reprogramming (Fig. 1H and 1L; Table S2). Moreover, the expression of both glycolysis- and DNA methylation-related genes was positively correlated with the pluripotent features from RPG1 to RPG4, suggesting the direct or indirect regulation of glycolytic-metabolism and DNA methylation/demethylation in SSC reprogramming (Fig. S2H; Table S2).

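*Dnmt3b* (chromosome 2 of GRCm38, 153649450 to 153687730), the gene of a de novo DNA methyltransferase, was at 68.3 ± 22.8 CPM in SSC1-4 and changed by a log2 fold change of 0.26 in RPG1 (adjusted p = 0.426, edgeR), 1.64 in RPG2 (7.12e-10), 2.78 in RPG3 (1.88e-31) and 2.79 in RPG4 (3.09e-18). *Dnmt3l* (chromosome 10, 78041947 to 78063622), at 12.6 ± 7.79 CPM in SSC1-4, rose by 1.503 in RPG1 (0.00297), 2.87 in RPG2 (4.93e-08) and 5.30 in RPG3 (9.64e-28), and by 0.32 in RPG4 (0.742), where it was at 16.5 ± 0.982 CPM in 2 libraries. With sums per batch and day its change in RPG4 was -0.27 and its adjusted p in RPG1 was 0.125, and without day 14 replicate 6 its adjusted p in RPG2 was 0.0676. *Tet1* (chromosome 10, 62804570 to 62908996), which encodes a 5-methylcytosine dioxygenase, was at 8.77 ± 5.77 CPM in SSC1-4 and rose by 1.10 in RPG1 (0.0310, and 0.0629 with the batch as a covariate), 5.37 in RPG2 (1.46e-24), 5.57 in RPG3 (7.57e-32) and 4.61 in RPG4 (3.73e-17). *Tet2* (chromosome 3, 133463679 to 133545139), at 1.76 ± 2.70 CPM in SSC1-4, rose by 0.97 in RPG1 (0.389), 4.88 in RPG2 (1.84e-10) and 5.37 in RPG3 (1.56e-16), and by 2.22 in RPG4 (0.0630, and 0.0414 with DESeq2's size factors). Against SSC1-4 of libraries without RPG2-4 and with 1 CPM added, RPG1 differed by 1.32 for *Dnmt3l*, 0.96 for *Tet1* and 0.72 for *Tet2* on the log2 scale. SSC1-4 mixed with transcripts of the RPG2-4 cells of the same library, at the level of 27 marker genes of RPG3 in RPG1, correspond to 1.22, 1.47 and 1.01, and for the 8 DNA methylation genes to a median of 0.22 where 0.14 was observed.
Over *Dnmt1*, *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Tet1*, *Tet2*, *Tet3* and *Tdg*, the list in the paper's methods, the median log2 fold change was 0.13 in RPG1, 1.43 in RPG2, 1.98 in RPG3 and 0.72 in RPG4, with 4, 5, 6 and 7 of the 8 genes higher. No class passed camera, with an adjusted p of 0.667, 0.4898, 0.071 and 0.125, whereas fry called RPG2 at an adjusted p of 0.0263, RPG3 at 9.84e-19 and RPG4 at 5.17e-05. At an adjusted p below 0.05 over all genes, 2, 5, 5 and 2 members were higher and 0, 2, 2 and 1 lower. When adjusted over the list alone, 2, 5, 5 and 3 were higher and 1, 2, 2 and 1 lower. The medians of the failed classes lay between -0.15 and 0.26.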

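A score per cell was taken as the mean ln(CPM/10 + 1) over a list, and the score of 6 pluripotency genes (*Pou5f1*, *Nanog*, *Sox2*, *L1td1*, *Utf1*, *Dppa3*) was correlated with that of the glycolytic enzymes and of the DNA methylation genes across the RPG1-4 cells of each library. The 10 libraries with at least 10 RPG cells held 661 of them. Pearson's r with the glycolysis score was 0.691 on average, from 0.145 to 0.874, and with the DNA methylation score 0.749, from 0.0812 to 0.881. Each mean r of these scores was taken on Fisher's z scale (arctanh of r) and transformed back. It is not the arithmetic mean of r, and it gives more weight to high values. Both were positive in 10 of 10 libraries (two-sided exact sign-flip permutation test over libraries, p = 0.00195 for each, the smallest p that 10 libraries allow, also after adjustment over the 2 relations). Among 1000 random lists matched on mean expression, the glycolysis list ranked at percentile 99.6 and the DNA methylation list at 100. The libraries of batch B1 gave 0.756 and 0.850 and those of batch B2 0.614 and 0.595, with 5 libraries each and an exact p of 0.0625, the smallest that 5 allow. Restricting the cells to 1 class moved r most. Within RPG3 cells alone the mean r was 0.156 for glycolysis (exact p = 0.172) and 0.115 for DNA methylation (exact p = 0.328) over 254 cells. Within RPG1 cells alone it was 0.232 (exact p = 0.0469, positive in 6 of 7 libraries) and 0.284 (exact p = 0.0156, 7 of 7), over 321 cells.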

This comprehensive roadmap of SSC reprogramming to gPSCs will allow us to explore the unique and common events between SSC reprogramming and other reprogramming processes, including CiPSC and iPSC (Fig. 1M, see Methods) (Zhao et al., 2018; Schiebinger et al., 2019). Though few genes simultaneously activated or silenced among these three reprogramming processes, ‘epithelial cell proliferation’ and ‘pluripotency network’ were identified as the common events in all three reprogramming processes. Of note, the enrichment of glycolysis-related genes in the first stage of SSC reprogramming was apparently distinct with the relatively activation of ‘oxidative phosphorylation’ and ‘TCA cycle’ in MEF reprogramming (Figs. 1N and S2I; Table S3). 

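For the first stage, RPG1 was compared with SSC1-4 on the glycolysis genes that Table S3 lists as upregulated (*Eno2*, *Hk2*, *Ldha*, *Pfkl*, *Pgk1*, *Slc2a1*, *Slc2a3*, *Tpi1*, *Pfkp*). All 9 were higher in RPG1, with a median log2 fold change of 1.06 and a camera adjusted p of 2.58e-04. At an adjusted p below 0.05, 7 were higher over all genes tested and 9 when adjusted over the list alone. The paper chose the list on these cells, so neither is independent evidence. With the library as a block, over the 2 libraries with both classes, the camera adjusted p was 0.428.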

Particularly, the downregulation of ‘spermatogenesis’- and ‘DNA methylation involved in gamete generation’-related genes were only observed in SSC reprogramming, which was due to the different origin of initial cells (Fig. S2J; Table S3).

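On the 12 genes that Table S3 lists for spermatogenesis among those downregulated in this stage (*Sox3*, *Stra8*, *Sycp3*, *Wt1*, *Xlr*, *Pxt1*, *Shcbp1l*, *Tex15*, *Brdt*, *Sohlh1*, *Nanos3*, *Adcy10*), all 12 were lower in RPG1 than in SSC1-4. The median log2 fold change was -1.27 and the camera adjusted p 1.04e-05, and 9 were lower at an adjusted p below 0.05 over all genes and 12 when adjusted over the list alone. The list comes from these cells and is not independent evidence. The camera adjusted p with the library as a block was 0.356. MEF reprogramming data were not used here.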

### A high-efficient SSC reprogramming system developed by a five-chemicals combination

In order to improve the SSC reprogramming system, we carried out small-molecule screening by adding 185 candidate small molecules chosen according to our single cell analysis as well as previous studies (Table S4) (Takashima et al., 2013). Interestingly, SGC707 (a PRMT3 inhibitor), vitamin C (a DNA demethylation related chemical), (–)-Epigallocatechin Gallate (EGCG, a natural product regulating DNA methyltransferase), Daphnetin (a natural coumarin derivatives inhibiting protein kinase), PTFα1 (a p53 inhibitor), and tauroursodeoxycholic acid (TUDCA, an anti-apoptosis chemical) were identified to significantly improve the efficiency of SSC reprogramming, respectively (Fig. 2A and 2B) (Takashima et al., 2013). To preserve the genomic integrity of gPSCs, PTFα1 was excluded in the subsequent studies. We then asked if the combination of all these five chemicals, SGC707, vitamin C, EGCG, Daphnetin, and TUDCA (named 5C hereafter) could synergistically improve the efficiency of SSC reprogramming. Notably, in the early stage of reprogramming, approximately 80–100 times more OG(+) colonies as well as significant elevation of lactic acid were observed in 5C treatment than in the control (Fig. 2C–F). Of note, 5C treatment not only significantly improved reprogramming efficiency, but also accelerated the reprogramming progress, as OG(+) and ESC-like colonies could be detected as early as day 10 (Fig. 2E). Moreover, the number of gPSC colonies with 5C treatment was nearly 1000 times more than the control after replating to ESC medium in the late stage of reprogramming (Fig. 2C and 2G).

**Figure 2.**
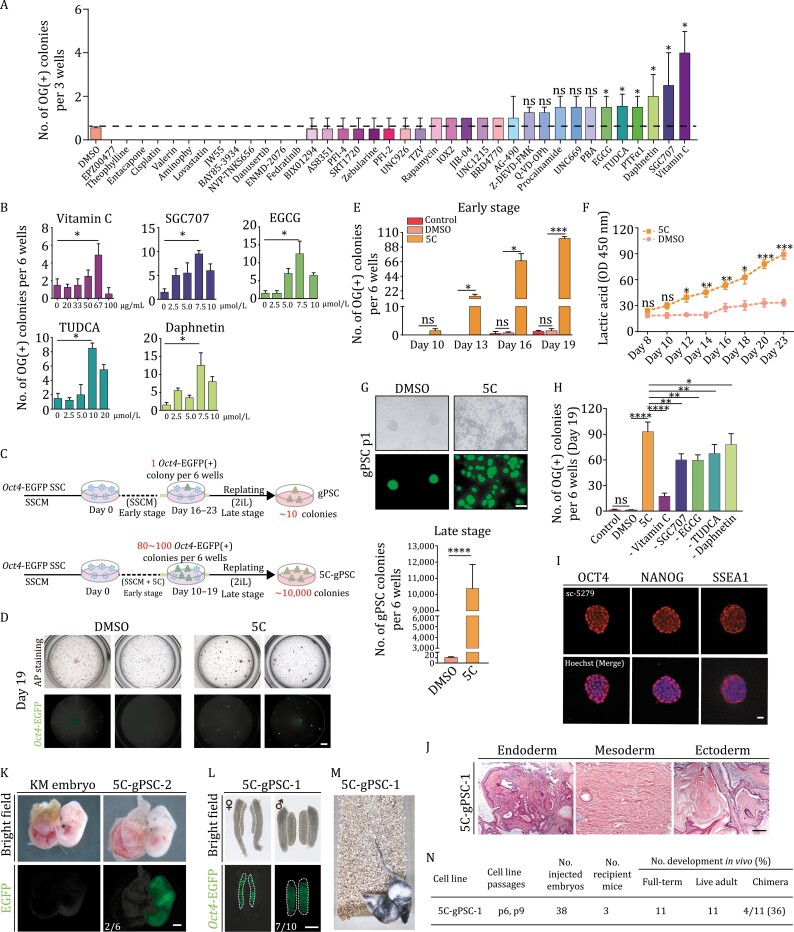
A robust SSC reprogramming system induced by small-molecule compounds. (A) Bar plots showing the number of OG(+) colonies on day 19 treated with individual chemical at 10 µmol/L or 50 μg/mL during SSC reprogramming. Unpaired two-tailed Student’s *s*-test was performed between DMSO and each chemical group, *P < 0.05. ns, not significant. (B) Bar plots showing the numbers of OG(+) colonies on day 19 treated with individual chemical at different concentration. Unpaired two-tailed Student’s *t*-test, *P < 0.05. (C) Schematic of SSC reprogramming with the original (top) and 5C (bottom) treatments. (D) AP staining (top) and fluorescence images (bottom) showing the reprogramming cells on day 19 in DMSO and 5C groups. Scale bar, 50 μm. AP staining, alkaline phosphatase staining. (E) Bar plot showing the number of OG(+) colonies at different time points in DMSO and 5C groups. (F) Line chart showing the extracellular lactic acid level plotted over time in DMSO and 5C groups. Unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant. (G) Bright field and fluorescence images (top) of gPSCs (p1) from DMSO and 5C groups, respectively. Bar plot (bottom) showing the numbers of gPSC colonies (p1) from these 2 groups. Unpaired two-tailed Student’s *t*-test; ****P < 0.0001. (H) Bar plot showing the numbers of OG(+) colonies on day 19 in the indicated groups, the original condition (control), DMSO, 5C and 5C withdrawing different chemicals. Unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ****P < 0.0001, ns, not significant. (I) Immunofluorescence of OCT4, NANOG and SSEA1 (red) in 5C-gPSC-1. Scale bar, 20 μm. (J) H&E staining of paraffin sections of teratoma derived from subcutaneous injection of 5C-gPSC-1 into nude mice. Scale bar, 100 μm. (K) Bright field and fluorescence images showing E12.5 embryo of KM mouse and chimaera embryo produced by the diploid blastocyst injection of CAG-EGFP 5C-gPSC-2, 2 out of 6 embryos were chimaeras after blastocyst injection. Scale bar, 2 mm. (L) Bright filed and fluorescence images of the E12.5 genital ridges derived from diploid blastocyst injection of 5C-gPSC-1, 7 out of 10 pairs of genital ridges were GFP positive after blastocyst injection. Scale bar, 500 μm. (M) Chimaeras produced from B6D2F1 (black coat color) 5C-gPSC-1. (N) Summary of chimeric assays of diploid blastocyst injection using 5C-gPSC-1.

We next evaluated if each chemical in 5C cocktail was necessary or sufficient for the high efficiency of gPSC reprogramming, by withdrawal experiments. The results indicated that all those chemicals contributed to increasing the efficiency of reprogramming, and vitamin C was a dominant one but it could not substitute the other four chemicals in 5C (Fig. 2H and 2B). Finally, we confirmed the pluripotency of gPSCs derived from 5C treatment (5C-gPSCs) by marker genes expression, teratoma formation, germline transmission, and chimera formation (Fig. 2I–N). Thus, 5C-gPSCs are functionally comparable to ESCs.

### 5C-gPSCs displayed superior developmental potency and less growth deficiency than gPSCs, as determined by tetraploid complementation

Besides the efficiency improvement, we also wondered whether the chemical treatment was beneficial to the developmental potency of gPSCs. To this end we performed tetraploid complementation assay (‘gPSC 4N-comp’). When *Oct4*-EGFP PSCs were injected into tetraploid ICR blastocysts, normal E12.5 fetus and live pups could be developed from 5C-gPSCs, gPSCs, and ESCs (Figs. 3A, S3A, and S3B; Table 1). Simple sequence length polymorphism (SSLP) and transgenic analyses followed by PCR confirmed the lineage of the tetraploid complementation mice (Fig. 3B and 3C; Table S4). Additionally, all of the *Oct4*-EGFP 4N-comp mice were black B6D2F1 males; when mated with white ICR females, gPSC, 5C-gPSC and ESC 4N-comp mice could produce OG(+) blastocysts with normal morphology and offspring with a uniform brown coat color (Figs. 3D, 3E, and S3C–E). Collectively, these data demonstrated the developmental pluripotency of 5C-gPSCs and gPSCs to produce 4N-comp mice.

**Table 1.** Development of tetraploid complementation.

Cell line	No. of passages	No. of transferred embryos (A + B)	No. of normal embryos at E12.5 (%A)	No. of implantation site (%B)	No. of embryos arrested 10.5–18.5 (%B)	No. of full-term pups (%B)	No. of pups died within 4 days postnatal (%FT)	No. of pups surviving beyond 4 days (%FT)
F1-5 ESC	p7, p11	88	—	4 (4.5)	40 (45.5)	13 (14.8)	5 (38.5)	8 (61.5)
		(0 + 88)						
F1-6 ESC	p6	31	6 (19.4)	—	—	—	—	—
		(31 + 0)						
5C-gPSC-S4	p7, p15	179	1 (3.1)	50 (34.0)	69 (46.9)	9 (6.1)	4 (44.4)	5 (55.6)
		(32 + 147)						
5C-gPSC-S2	p14	192	4 (8.3)	4 (2.8)	46 (31.9)	7 (4.9)	3 (42.9)	4 (57.1)
		(48 + 144)						
gPSC-S2	p10, p11, p14, p17	330	3 (1.8)	42 (26.3)	57 (35.6)	6 (3.8)	5 (83.3)	1 (16.7)
		(170 + 160)						
gPSC-S3	p10	112	0	13 (81.3)	3 (18.7)	0	0	0
		(96 + 16)						
gPSC-S4	p15, p20	96	—	30 (31.3)	12 (12.5)	0	0	0
		(0 + 96)						
R-1 CiPSC	p7, p17, p22, p24	240	3 (18.8)	89 (39.7)	59 (26.3)	0	0	0
		(16 + 224)						
K-2 CiPSC	p6, p8, p9, p11, p14, p16	364 (115 + 249)	0	73 (29.3)	80 (32.1)	0	0	0
D-1 CiPSC	p3, p7	149	—	48 (32.2)	40 (26.8)	0	0	0
		(0 + 149)						

A, E12.5; B, E19.5; FT, full term.

**Figure 3.**
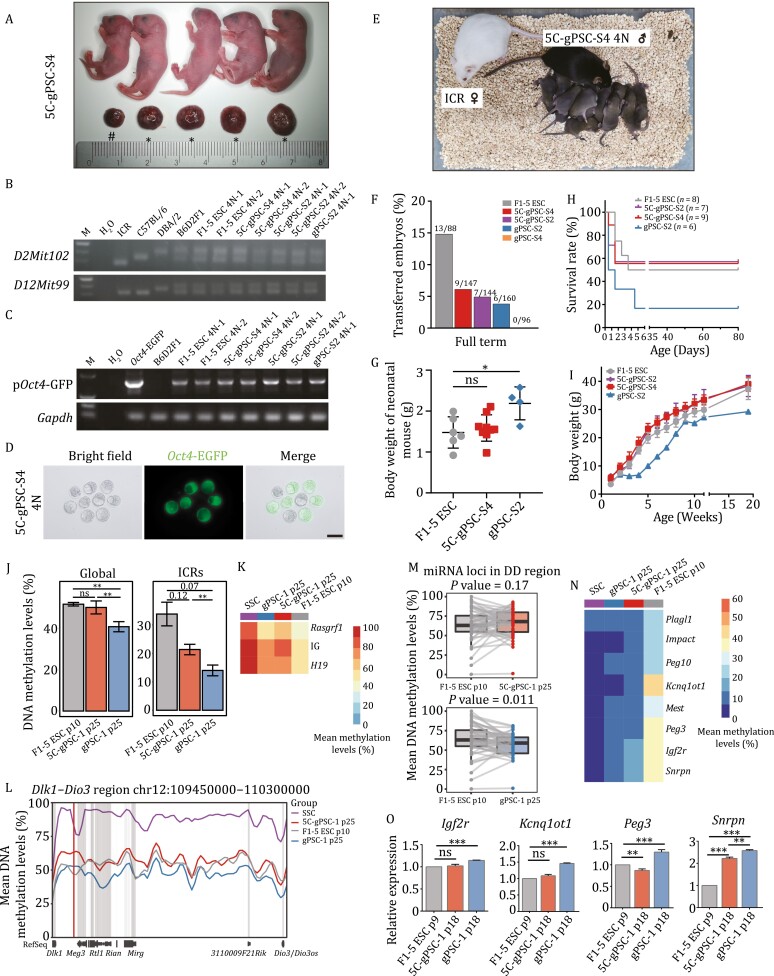
5C-gPSCs had true pluripotency identified by tetraploid complementation assay. (A) 5C-gPSC 4N-comp pups and their corresponding placentae. Note: * Pups survived beyond 4 days postnatal; # Pup died within 4 days postnatal. (B) Simple sequence length polymorphism (SSLP) analysis for lineage identification covers markers from different chromosomes, and the 4N-comp mice showed a polymorphic pattern similar with that from the F1-5 ESC, 5C-gPSC-S4, or gPSC-S2 cells originating from B6D2F1 mice, and different from the ICR, C57, or DBA mice. M denotes molecular mass marker. (C) Genotyping analysis of *Oct4*-EGFP from F1-5 ESC, 5C-gPSC-S4, or gPSC-S2 4N-comp mice. (D) Bright field (left), fluorescence (middle) and merged (right) images of E3.5 *Oct4*-EGFP blastocysts flushed from an ICR female mouse mated with an 5C-gPSC-S4 4N-comp mouse. Scale bar, 100 μm. (E) An 11-week-old 5C-gPSC-S4 4N-comp mouse with a uniformly black coat and its F_1_ progeny from its mating to an ICR female mouse. (F) Bar plot showing the developmental rate of full-term 4N-comp pups derived from PSCs, numbers of animals obtained per total number of transferred embryos are shown. Groups are indicated by colors. See Table 1 for details. (G) Dot plot showing the body weight of 4N-comp mice born by Caesarean section in this study on day 0 postnatal. Groups are indicated by colors. Unpaired two-tailed Student’s *t*-test, *P < 0.05, ns, not significant. (H) Survival curves of 4N-comp mice obtained in this study. n, total numbers of 4N-comp mice derived from each group. Groups are indicated by colors. (I) Growth curves of 4N-comp mice obtained in this study at the indicated weeks postnatal. Groups are indicated by colors. (J) Bar plot showing the DNA methylation level of the whole genome (left) and total ICRs (right) in ESCs (p10), 5C-gPSCs (p25), gPSCs (p25), respectively. Unpaired two-tailed Student’s *t*-test, *P* values were shown above the lines, **P < 0.01, ns, not significant. (K) Heatmaps showing the mean methylation levels of the paternal ICRs in SSCs (p20), gPSCs (p25), 5C-gPSCs (p25), ESCs (p10). The color key from dark blue to red indicates low to high levels, respectively. (L) Line plot shows the mean methylation levels of *Dlk1-Dio3* region in SSCs (p20), 5C-gPSCs (p25), ESCs (p10), gPSCs (p25), respectively. Grey shadows indicate gene regions, the red shadow indicates IG-*Gtl2* ICR region. (M) Box plots show the mean DNA methylation levels across gene bodies (from transcription start site (TSS) to transcription end site (TES)) and the 50-bp flanking regions of each miRNA encoded locus in *Dlk1-Dio3* region in ESCs, gPSCs and 5C-gPSCs. One dot represents an miRNA encoded locus, the same loci in distinct PSCs are connected by grey lines. Paired two-tailed Student’s *t*-test was performed between ESCs and other PSCs. (N) Heatmaps showing the mean methylation levels of the maternal ICRs in SSCs (p20), gPSCs (p25), 5C-gPSCs (p25), ESCs (p10). The color key from dark blue to red indicates low to high levels, respectively. (O) qPCR analysis of relative expression of *Igf2r*, *Kcnq1ot1*, *Peg3*, and *Snrpn* normalized to the geometric mean of *Rps2* and *Gapdh* in ESCs, gPSCs, and 5C-gPSCs. Unpaired two-tailed Student’s *t*-test, **P < 0.01, ***P < 0.001, ns, not significant. See also Fig. S3.

Though gPSCs and 5C-gPSCs could both support intact embryo development of 4N-comp mice, the chance to get viable offspring from gPSCs was lower than that of 5C-gPSCs (0% and 3.8% vs. 4.9% and 6.1%; Fig. 3F, Table 1). Furthermore, 4N-comp mice derived from gPSCs showed heavier neonatal body weight, much lower survival rate and growth curve than that from 5C-gPSCs and ESCs (Fig. 3G–I; Table 1). These deficiencies suggested that gPSC 4N-comp mice harbored some epigenetic disorders, as previously reported (Choi et al., 2017; Li et al., 2017; Yagi et al., 2017). DNA methylation analysis by bisulfite-sequencing demonstrated that the proper methylation level of whole genome and total imprinting control regions (ICRs) were observed in ESCs and 5C-gPSCs, but not in gPSCs (Figs. 3J and S3F). Specifically, the paternal imprinting reprogrammed from SSCs to both gPSCs and 5C-gPSCs (Fig. 3K). Previously, it had been verified the closely correlation between the silencing of paternal imprinted *Dlk1-Dio3* region (DD region) as well as miRNAs in this cluster and the developmental potency of iPSCs (Liu et al., 2010; Stadtfeld et al., 2010). In our study, the DNA methylation of DD region and miRNAs encoded locus in this cluster preserved a relatively moderate level in ESCs and 5C-gPSCs; however, significant hypomethylation of DD regions and miRNA locus were observed in gPSCs (Fig. 3L and 3M). Besides, the methylation status of maternal imprinting control regions (ICRs) was partially reset in 5C-gPSCs, but not in gPSCs, meanwhile, specific maternal imprinted genes overexpression (*Igf2r*, *Kcnq1ot1*, *Peg3*, and *Snrpn*) were observed in gPSCs (Figs. 3N, 3O, and 7E). Together, these data suggested a positive-correlation between proper imprinting status of 5C-gPSCs and their subsequent developmental and growth advantages in tetraploid-derived mice.

**Figure 4.**
A reversed developmental trajectory of germ cell in SSC reprogramming. (A) UMAP plot showing the integration of single-cell transcriptome data from successful branch of SSC reprogramming (DMSO- and 5C groups), mouse *in vivo* germ cells and gonadal somatic cells from E6.5 to PND5.5. Grey dots indicate *in vivo* germ cells or germline somatic cells, colored dots or triangles with black outline indicate reprogramming cells or ESCs. (B) Scmap projection of the successful branch of SSC reprogramming (left, 5C group; right, DMSO group) and mouse *in vivo* germ cells. The color key from bright yellow to dark blue indicates low to high ratio of projected cells. SPG, spermatogonia; *in vivo* GC dev., *in vivo* germ cell development. (C) Heatmap showing the expression of DEGs of *in vivo* germ cell development and their expression dynamics in SSC reprogramming, GO terms enriched in both processes were highlighted. (D) Violin plots showing the expression levels of canonical marker genes of *in vivo* germ cells in the successful branch of SSC reprogramming. (E) Immunofluorescence of *Oct4*-EGFP (green) co-stained with RHOX5 (top, red) and L1TD1 (bottom, red), respectively, in domed colonies during SSC reprogramming. Scale bar, 50 μm. (F) Immunofluorescence of *Oct4*-EGFP (green) co-stained with PRDM14 (pink) and TFAP2C (red) in domed colonies during SSC reprogramming. Scale bar, 50 μm. (G) Immunofluorescence of *Oct4*-EGFP (green) co-stained with OTX2 (red) in domed colonies during SSC reprogramming. Scale bar, 50 μm. (H) Immunofluorescence of *Oct4*-EGFP (green) co-stained with PRDM14 (pink) and OTX2 (red) in domed colonies at different time points during SSC reprogramming. Note, * The diameters of detected colonies. Scale bar, 50 μm. (I) Boxplot showing the number of PRDM14(+)OTX2(–), PRDM14(+)OTX2(+), PRDM14(–)OTX2(+) colonies (left) and their percentage (right) in OG(+) colonies at different time points during SSC reprogramming, corresponding to Fig. 4H. See also Fig. S4.

**Figure 5.**
Identification of key regulators in SSC reprogramming. (A) Volcano plots showing differentially expressed genes (DEGs, | log (fold change) | ≥ 1, adjusted *P* < 0.01) in RPG1/2/3/4. Red and blue dots indicate upregulated and downregulated genes, respectively. Transcription factors are highlighted in bold. (B) Heatmap showing the regulon activities from SCENIC analysis in the successful branch of SSC reprogramming and representative enriched GO terms of indicated regulons. The color key from blue to red indicates low to high regulon activity. (C) Heatmaps showing the expression pattern of *Rhox5* related genes, target genes of *Prdm14* and *Otx2*, respectively. The color key from blue to red indicates low to high expression level. (D) Schematic of the gene editing by CRISPR-CasRx in SSC reprogramming. (E) Fluorescence images (left) and boxplot (right) showing the number of OG(+) colonies reprogrammed from empty vector (sgNC)–, vectors targeting *Rhox5* (sg*Rhox5* 1# and sg*Rhox5* 2#)-transfected SSCs in 5C condition on day 19. Scale bar, 50 μm. Unpaired two-tailed Student’s *t*-test, **P < 0.01, ***P < 0.001. NC, negative control. (F) (i) Immunofluorescence of *Oct4*-EGFP (green) co-stained with PRDM14 (top, pink), TFAP2C (top, red), and OTX2 (bottom, red) in domed colonies reprogrammed from sgNC- and sg*Rhox5* 2#-transfected SSCs, respectively. Scale bar, 50 μm. (ii) Dot plots showing the intensity of PRDM14, TFAP2C, and OTX2 corresponding to (i), Unpaired two-tailed Student’s *t*-test, ****P < 0.0001. See also Fig. S5.

**Figure 6.**
Single-cell methylation sequencing of the early stage of SSC reprogramming. (A) UMAP plot based on the transcriptome data of DMSO- or 5C-induced reprogramming cells. Cells are colored by clusters, colored dots or triangles with black outline indicate single cells selected for DNA methylation analysis. (B) Bar plots showing the expression and DNA methylation level of representative genes in SSC and RPG1/2/3/4, respectively. (C) Multidimensional scaling (MDS) analysis on the DNA methylome data of SSC reprogramming cells, SSC, mouse *in vivo* germ cells (Seisenberger et al., 2012) and sperm (Wang et al., 2014). Three background colors indicate distinct unsupervised clusters (see Fig. S6F). (D) Boxplots showing the global DNA methylation dynamics during DMSO (left) and 5C (middle) induced reprogramming processes and *in vivo* germ cells (right). Unpaired two-tailed Student’s *t*-test was performed in corresponding clusters of DMSO and 5C groups, respectively, *P < 0.05. (E) Boxplots showing the DNA methylation dynamics of indicated genomic features during DMSO and 5C induced reprogramming processes, respectively. (F) Boxplots showing the mean DNA methylation dynamics of paternal (left) and maternal (right) ICRs during DMSO and 5C induced reprogramming, respectively. The DNA methylation level of ICRs in sperm was the reference for other samples (Wang *et al*., 2014). (G) Boxplots showing the DNA methylation dynamics of representative paternal ICRs during DMSO and 5C induced reprogramming processes as well as sperm (Wang *et al*., 2014), respectively. (H) Enriched GO terms in the upregulated genes and representative genes of RPG2 and RPG3 from 5C group than that from control and DMSO groups. See also Fig. S6.

**Figure 7.**
DNA methylation dynamics of the late stage of SSC reprogramming. (A) Three-dimensional MDS analysis on the DNA methylome (1-kb windows) of SSCs, ESCs, different passages of gPSCs, 5C-gPSCs and CiPSCs. Three background colors indicate distinct unsupervised clusters (see Fig. S7D). (B) Boxplots showing the global methylation dynamics of SSCs, ESCs, different passages of gPSCs and 5C-gPSCs. Unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ns, not significant. (C) Western blot analysis of the protein levels of DNMT3B, DNMT1, and UHRF1 in different passages of gPSCs and 5C-gPSCs (left). Bar plot showing the grayscale intensity analysis of DNMT3B, DNMT1, and UHRF1, with ACTIN as the internal control (right). Unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant. (D) Boxplots showing the DNA methylation level of maternal and paternal ICRs in sperm (Wang *et al*., 2014), SSCs, ESCs, different passages of gPSCs and 5C-gPSCs. (E) Boxplots showing the DNA methylation level of representative maternal ICRs in sperm (Wang *et al*., 2014), SSCs, ESCs, different passages of gPSCs and 5C-gPSCs. N.D., not detected. (F) Lollipop methylation diagrams showing the DNA methylation level of *Impact* ICR in gPSCs and 5C-gPSCs (p5 and p25) by sequencing reads in single CpG site resolution on paternal or maternal alleles. The DNA methylation level of ICRs in SSC and ESC was the reference for other samples. White and black dots indicate unmethylated and methylated CpG sites, respectively. (G) Proportion of DNA methylation levels of individual allele-specific sequencing read of ICRs (*Impact*, *Peg10*, and *Snrpn*) in p25 gPSCs and 5C-gPSCs. Number of covered reads for each allele was listed. (H) Bar plot showing the DNA methylation level of the whole genome (left) and total ICRs in CiPSCs (p6, Zhao *et al*., 2018), R-1 CiPSCs (p5 and p25), K-2 CiPSCs (p5 and p25), respectively. Unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01, ns, not significant. (I) Boxplots showing the DNA methylation level of maternal and paternal ICRs in ESCs and different passages of CiPSCs. (J) Summary of the study. SSCs underwent imprinting demethylation in the early stage and *de novo* methylation of one of the two alleles in the late stage of 5C-induced SSC reprogramming. Biallelic methylation status of parental ICRs in SSCs converted to monoallelic methylation status in 5C-gPSCs through this stepwise spontaneous reprogramming. This imprinting reprogramming was apparently distinct with that of *in vivo* development, as ICRs demethylation from ICM to PGC and re-methylation of both alleles in spermatogonia and immature oocytes, and imprinting maintenance in somatic cell differentiation. ICR, imprinting control region; ICM, inner cell mass. See also Fig. S7.

### SSCs were reprogrammed to a pluripotent state along a reversed germline differentiation trajectory

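scTrio-seq2 separates the RNA of a cell from its nucleus, and here its transcriptome arm, counted in UMIs like the STRT-seq libraries, was used. DMSO is the solvent control, and 5C is the combination of 5 small molecules found to raise the efficiency of reprogramming. The authors deposited UMI counts per gene and cell for 8 samples treated with 5C and 5 treated with DMSO. Each 5C sample held between 5881566 and 10724925 UMIs with a median of 7002204, and each DMSO sample between 3889964 and 8062911 with a median of 6350375. The classes are those the authors predicted with scPred from the STRT-seq cells, and counts were summed per sample and class with at least 5 cells. The 5C cells were collected on days 12, 14 and 16, and the DMSO cells on days 0, 20 and 24, so treatment and day of collection are confounded and a difference between 5C and DMSO is also a difference between days. The sample numbers of the 5C and DMSO samples are not stated to pair them. RPG2 had 3 samples with 5C and 1 with DMSO and was reported without a test. The paired methylomes were not analysed here.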

To further decode the regulatory mechanism by which gPSCs achieved reprogramming, scRNA-seq was performed throughout the SSC reprogramming process induced by 5C and under control conditions (Fig. S4A–C; Table S1). Previously, the enrichment of GO terms related to ‘reproductive system development’ and ‘gastrulation’ in the successful branch suggested a correlation between SSC reprogramming and embryonic germ cell development (Fig. 1H). Thus, to integrate the analysis we included data from mouse male germ cells and somatic cells in the genital ridge or testis from embryonic day (E) 6.5 to postnatal day (PND) 5.5 (Zhao et al., 2021). Intriguingly, single cells from the successful reprogramming branch fitted much better with the *in vivo* germ cells, compared to gonadal somatic cells and embryonic stem cells after data integration (Figs. 4A, S4D, and S4E). In depth analysis suggested that regardless of the SSC reprogramming conditions, SSC1/2/3/4 resembled undifferentiated- and differentiating spermatogonia, and a subpopulation of RPG1 shared features with mitotic arrest primordial germ cell (mitotic arrest PGC); signatures of RPG2 were comparable to mitotic- and migrating PGC, and RPG3/4 acquired representative characteristics of the epiblasts (Figs. 4B and S4F) (Kiselev et al., 2018).

Furthermore, the upregulation of 836 genes out of 1425 stage-specific DEGs of *in vivo* germ cell development were captured in the corresponding clusters during SSC reprogramming, reflecting the acquisition of fetal germ cell (FGC) features and the loss of spermatogenesis signatures in this reprogramming process (Fig. 4C; Table S5). For instance, pluripotent markers *L1td1*, *Rhox5*, *Sox2*, and *Nanog* first expressed in RPG1; PGC marker genes *Prdm14*, *Dppa3*, *Bmp4*, and *Tfap2c* were predominantly expressed in RPG2; epiblast-related markers *Eomes*, *Otx2*, *Fgf5*, and *Fgf15* were exclusively expressed in RPG3/4 (Figs. 4D and S4G). 

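*L1td1* (chromosome 4 of GRCm38, 98726734 to 98738480) had 1.45 CPM in SSC1-4, 27.1 ± 20.4 in RPG1, 446 ± 53.2 in RPG2, 539 ± 120 in RPG3 and 338 ± 70.2 in RPG4. *Rhox5* had 5.26 CPM in SSC1-4, 61.6 in RPG1, 456 ± 78.5 in RPG2, 564 ± 246 in RPG3 and 29.5 in RPG4. *Nanog* (chromosome 6, 122707489 to 122714633) was at 2.27 ± 4.39 CPM in SSC1-4 and 13.1 ± 7.59 in RPG1, and *Sox2* (chromosome 3, 34650405 to 34652461) at 19.5 ± 19.3 and 60.6 ± 51.5. In RPG1, day 18 replicate 5 had 29.2 CPM of *Nanog*, against 7.08 to 13.3 in the other 6 libraries, and day 18 replicate 3 had 171 CPM of *Sox2*, against 26.6 to 78.6. Of the 333 RPG1 cells, 321 came from the 7 libraries that also held RPG3 cells, and other classes of libraries with RPG2-4 cells had the transcripts of RPG2-4 too, in 7 sums of SSC1-4, neural and early-pluripotent cells of which 3 come from these libraries. For 27 genes read as markers of RPG3, the level relative to RPG2-4 per unit of their share of the library's UMIs had a median of 0.121 in RPG1 and 0.120 in those sums. In day 20 replicate 8 it was 0.1303 in RPG1, 0.114 in SSC1-4 and 0.1704 in neural cells, and in day 23 replicate 1 it was 0.0716 in RPG1 and 0.0375 in SSC1-4. The medians in RPG1 and in the 7 sums were 0.133 and 0.0654 for *L1td1*, 0.142 and 0.100 for *Nanog*, and 0.248 and 0.0638 for *Sox2*, with ranges over libraries that overlapped. Within the 2 libraries that hold at least 5 cells of both classes, RPG1 exceeded SSC1-4 by a log2 fold change of 0.37 for *L1td1*, 0.20 for *Sox2* and 0.16 for *Nanog*.
Of the PGC markers, *Prdm14* (chromosome 1, 13113457 to 13127163) was at 0.652 CPM in RPG1, 47.2 ± 12.3 in RPG2, 7.21 ± 6.71 in RPG3 and 0.0957 in RPG4, with 22.2 in the RPG3 cells of day 23 replicate 2 and 0.723 to 8.16 in the other 7 libraries. *Dppa3* (chromosome 6, 122626410 to 122630272) was at 98.2 ± 41.5 CPM in SSC1-4, 665 ± 81.7 in RPG2, 314 ± 87.1 in RPG3 and 5.72 in RPG4. *Bmp4* (chromosome 14, 46383520 to 46390669) was at 139 ± 69.4 CPM in RPG2 and 98.5 ± 41.0 in RPG3, and at 4.11 ± 5.02 in RPG1, where day 18 replicate 5 had 15.3 and the others 0.957 to 3.38. *Tfap2c* (chromosome 2, 172549593 to 172558622) was at 252 ± 36.9 CPM in RPG2 and 38.9 ± 26.2 in RPG3. *Otx2* (chromosome 14, 48657677 to 48673819) was at 2.32 CPM in RPG2, 231 ± 74.2 in RPG3 and 108 ± 4.89 in RPG4. *Fgf5* (chromosome 5, 98254184 to 98277030) was at 34.4 ± 21.4 CPM in RPG3 and 190 ± 30.7 in RPG4. *Fgf15* (chromosome 7, 144896531 to 144900953) was at 41.0 ± 20.8 CPM in RPG3, with 87.0 in day 18 replicate 3 and 16.6 to 48.7 elsewhere, and at 19.8 ± 18.0 in RPG4, or 82.2 with all cells of RPG4 summed. *Eomes* (chromosome 9, 118478212 to 118486132) was at 94.0 ± 21.0 CPM in RPG4, 7.93 ± 4.31 in RPG3, 9.44 ± 7.37 in SSC1-4 and 30.3 ± 7.32 in the early-pluripotent class.

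**Figure D2:**
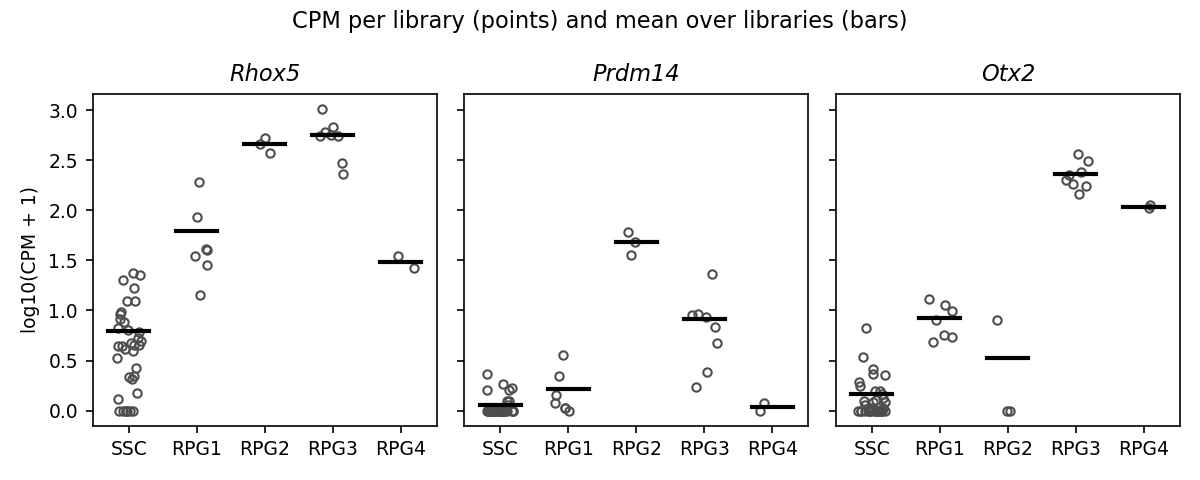
CPM of *Rhox5*, *Prdm14* and *Otx2* on a log10(CPM + 1) scale in each library (points) of SSC1-4 and RPG1 to RPG4, with the mean over libraries as a bar. *Prdm14* stands highest in RPG2 at 47.2 CPM, *Otx2* in RPG3 at 231 CPM, and *Rhox5* in RPG2 and RPG3.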

Immunostaining verified the expression patterns of these germ cell markers (RHOX5, L1TD1, PRDM14, TFAP2C, DPPA3, and OTX2) during SSC reprogramming (Figs. 4E–G and S4H). In addition, the expression of RPG2 specific marker (PRDM14) and RPG3/4 marker (OTX2) in OG(+) colonies during reprogramming also displayed mutually exclusive dynamics as determined by *in situ* immunostaining. The proportion of PRDM14(+)OTX2(–) colonies in OG(+) colonies declines from 93% on day 10 to 7% and 0% on day 13 and day 16, respectively; while the proportion of PRDM14(–)OTX2(+) colonies in OG(+) colonies increased from 0% on day 10 to 7% and 90% on day 13 and day 16, respectively; and the proportion peak of PRDM14(+)OTX2(+) colonies were observed on day 13 (Figs. 4H and 4I). Together, these data revealed that the successful branch of SSC reprogramming followed the typical features of reversed developmental trajectory during embryonic development, i.e., spermatogonia to PGCs and further to the epiblasts.

### The intermediate stages and key regulators during SSC reprogramming

Since RPG1/2/3/4 were identified as the pluripotent intermediated stages during SSC reprogramming, DEGs were analyzed for key regulators in these four clusters. Transcription factors (*Rhox5*, *Prdm14*, *Nr0b1*, and *Otx2*) and pluripotency-related genes (*L1td1*, *Utf1*, *Nanog*, and *Dppa3*) were significantly enriched in RPG1/2/3/4 cells (Fig. 5A; Table S6). Furthermore, transcription factor (TF) activity assessed by single-cell regulatory network inference and clustering (SCENIC) (Aibar et al., 2017; Van de Sande et al., 2020), identified regulons related to ‘stem cell proliferation and maintenance’, ‘reproductive structure development’ and ‘epithelial to mesenchymal transition’ in RPG1 to RPG4, which was in line with the features of *in vivo* germ cell development (Figs. 5B and S5A). 

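Over libraries, 160 genes were called between RPG1 (7 libraries, 7179664 to 15777564 UMIs) and SSC1-4 (36 libraries, 433094 to 34168335), of which 76 were higher in RPG1, among 16472 tested. Against RPG1, 2323 genes were called in RPG2 (1039 higher, 3 libraries), 2790 in RPG3 (1281 higher, 8 libraries) and 2220 in RPG4 (984 higher, 2 libraries). The library as a block moved the first count most, to 1 gene over 2 libraries with both classes (891 at an unadjusted p below 0.05, edgeR), and sums per batch and day gave 77, 530, 1346 and 548. The genes of Table S6 changed in the paper's direction in 19 of 19, 770 of 770, 908 of 908 and 632 of 632 cases present in both, though they were picked on the same cells. By fold change, *Platr10* (log2 fold change 4.50), *Nr0b1* (4.37) and *Fgf4* (4.37) led the genes higher in RPG1 than in SSC1-4, and *Nr2e1* (-4.93) and *Chrdl1* (-4.59) were among those lower. The 3 leading genes in RPG2 over RPG1 were *2700046A07Rik* (8.34), *Wnt7b* (8.21) and *Sct* (7.98), and in RPG3 over RPG1 *Gm42747* (6.78) and *Zic2* (6.31) were among the leading ones.
Of the named genes, *Prdm14* exceeded RPG1 in RPG2 by a log2 fold change of 6.29 (SE 0.85, adjusted p = 2.07e-05, edgeR), or 3.14 with an adjusted p of 0.169 with sums per batch and day. *Nr0b1* (chromosome X, 86191764 to 86195947) exceeded RPG1 by 4.44 in RPG2 (SE 0.53, adjusted p = 6.71e-06) and 4.81 in RPG3 (SE 0.44, 7.57e-09). *Otx2* rose by 4.97 in RPG3 (SE 0.28, 1.13e-11, higher in 7 of 7 libraries with both classes) and by 3.93 in RPG4 (SE 0.37, 5.19e-07, higher in 2 of 2). *Utf1* (chromosome 7, 139943789 to 139945112) rose by 2.57 in RPG2 (SE 0.25, 5.53e-07) and 2.87 in RPG3 (SE 0.19, 1.19e-10, 7 of 7). *L1td1* rose by 4.10 and *Dppa3* by 3.77 in RPG2 over RPG1, with adjusted p of 1.32e-06 and 2.91e-08. Between RPG1 and SSC1-4, *L1td1* rose by 4.13 (SE 0.63, adjusted p = 1.41e-05), *Nanog* by 2.56 (SE 0.57, 0.00347) and *Sox2* by 1.68 (SE 0.41, 0.0072). *Sox2* lost its call with DESeq2 (adjusted p = 0.0251), with sums per batch and day and in batch B1 alone (0.0819). *Nr0b1* and *Fgf4* lost theirs in batch B1 alone (0.0168 and 0.0309). On another scale, with 1 CPM added and against SSC1-4 of libraries without RPG2-4, RPG1 differed by 3.93 for *L1td1*, 2.87 for *Nanog*, 2.97 for *Nr0b1*, 3.52 for *Platr10* and 2.73 for *Fgf4*. Transcripts of the RPG2-4 cells of the same library correspond on that scale to 3.93, 2.59, 3.23, 3.41 and 2.78, at the median level of 27 marker genes of RPG3 in other classes of libraries with RPG2-4, a level not taken from RPG1. These 5 genes are among the 27. For *Sox2*, which is not, the values were 1.67 and 0.72, and for *Nr2e1* -1.895 and -0.04.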

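*Rhox5* lies on chromosome X of GRCm38 from 37804842 to 37808876. Its level was 62.5 ± 62.5 CPM (SD, n = 7 libraries) in RPG1 and 5.33 ± 6.20 (n = 36) in SSC1-4 when the 2 classes were scaled together, a log2 fold change of 3.46 (SE 0.49, adjusted p = 3.38e-06, edgeR). The RPG1 library of day 18 replicate 5 had 191 CPM, and the other 6 between 13.3 and 85.6. In batch B2 alone the log2 fold change was 3.69 with an adjusted p of 0.0572, from 2 RPG1 libraries. *Rhox5* was higher in RPG1 in 1 of the 2 libraries that hold at least 5 cells of both classes, where its log2 fold change was 0.04. Its level relative to RPG2-4, per unit of their share of the library's UMIs, was 0.234 in RPG1 (0.118 to 0.422 over 7 libraries) and 0.241 in other classes of libraries with RPG2-4 cells (0.116 to 0.567 over 7 sums, 3 of them from these libraries). With 1 CPM added, RPG1 differed from SSC1-4 of libraries without RPG2-4 by 3.62 on the log2 scale, where transcripts of RPG2-4 at the level of 27 marker genes of RPG3 in RPG1 correspond to 2.58.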

Of note, *Rhox5*, an essential TF for PGC differentiation (Neri et al., 2013), initiated its expression in RPG1; *Otx2* had been identified as a roadblock to limit entry of epiblast cells to the PGC in a precise temporal window (Zhang et al., 2018). Furthermore, *Rhox5* related genes, and target genes of *Prdm14* as well as *Otx2* were also activated in RPG1, RPG2, and RPG3/4, respectively (Fig. 5A and 5C; Table S6).

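For the lists of Table S6, RPG1 was compared with SSC1-4, and RPG2, RPG3 and RPG4 with RPG1. The 10 *Rhox5* related genes had a median log2 fold change of 0.17 in RPG1 (6 higher, 4 lower, camera adjusted p = 0.626), with 1 higher and 2 lower at an adjusted p below 0.05. With sums per batch and day the median was -0.008, and with the library as a block -0.20. In RPG4 over RPG1 their median was -4.21 (2 of 10 higher, camera adjusted p = 0.0118). The 43 *Prdm14* targets had a median of 2.29 in RPG2 (33 of 43 higher, camera adjusted p = 7.4e-04) and 2.65 in RPG3 (34 of 43, 5.6e-04). In RPG2, 27 were higher and 6 lower at an adjusted p below 0.05 over all genes, and 30 and 6 when adjusted over the list alone. In RPG4 the median was 0.10 (camera adjusted p = 0.786). They were also higher in RPG1 than in SSC1-4, by a median of 0.33 (27 of 43, 0.00436), with an adjusted p of 0.697 and the opposite direction in camera under the library block. Transcripts of the RPG2-4 cells of the same library, at the level of 27 marker genes of RPG3 in RPG1, correspond to a median of 0.26 with 1 CPM added, where 0.21 was observed. The 52 *Otx2* targets had a median of 1.55 in RPG3 (51 of 52 higher, camera adjusted p = 3.2e-04) and 0.79 in RPG4 (41 of 52, 0.0118). In RPG3, 48 were higher at an adjusted p below 0.05 over all genes and 50 when adjusted over the list alone, and in RPG4 20 and 21. With sums per batch and day the RPG4 value was 0.0975. With the library as a block, over libraries with both classes, the camera adjusted p was 0.157 for the *Prdm14* targets and 0.0822 for the *Otx2* targets in RPG3 (7 libraries), and 0.283 for the *Otx2* targets and 0.630 for the *Rhox5* related genes in RPG4 (2 libraries), so none of these was called. In RPG2 the *Otx2* targets had a median of 0.52 (40 of 52, 0.148). The paper chose members of these lists on the same cells.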

To examine the functions of the *Rhox5*, *Prdm14*, and *Otx2* in SSC reprogramming, the CasRx system was used to knockdown these genes in SSCs followed by reprogramming (Fig. 5D, Table S4) (Konermann et al., 2018). 

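In the 95 day 0 cells, collected before induction with a median of 179146 UMIs, 10 cells had a *Rhox5* UMI (10.5%, exact binomial 95% interval 5.16 to 18.5), with 3.198 CPM over the library (Poisson interval 2.403 to 4.173). *Prdm14* was detected in 0 of 95 cells, which allows up to 3.16% of cells with a UMI and up to 0.178 CPM in the sum, and does not limit the cells that express it below detection. *Otx2* was detected in 1 cell (1.05%, interval 0.0266 to 5.73), at 0.0592 CPM. Day 0 is 1 library, and the intervals cover counting error only. Over SSC1-4 of all days, with a median of 248474 UMIs per cell, the shares were 22.9%, 1.32% and 4.68%, and in the fibroblast class 19.0%, 0 and 6.33%. In comparison, *Prdm14* was detected in 61.7% of RPG2 cells, *Otx2* in 95.8% of RPG3 cells and *Rhox5* in 98.5% of RPG3 cells. After each cell was thinned to 10000 UMIs, *Rhox5* was detected in 1.06% of day 0 cells, *Prdm14* in 21.3% of RPG2 cells and *Otx2* in 71.5% of RPG3 cells. The 8 DMSO cells of day 0 had 0 UMIs of all 3 genes, which allows up to 37.5% of cells with a UMI.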

Since the expression of *Rhox5*, *Prdm14*, and *Otx2* was extremely low in mouse SSCs, the CasRx based gene knockdown was first validated in gPSCs on transcription and translation levels (Fig. S5B and S5C). Two independent knockdown SSC lines (nearly 50%–80% knockdown efficiency) targeting *Rhox5*, *Prdm14*, or *Otx2* were established respectively without affecting their proliferation and SSC characteristics (Fig. S5D–G). However, after reprogramming the numbers of OG(+) colonies were all dramatically decreased in *Rhox5*, *Prdm14*, or *Otx2* knockdown groups, compared to the non-targeting control (Figs. 5E and S5H), moreover, the PRDM14^+^, TFAP2C^+^, DPPA3^+^ and OTX2^+^ signals were significantly decreased in OG(+) colonies derived from *Rhox5*-knockdown SSCs, compared to control SSCs (Figs. 5F and S5I). These data indicated critical roles for *Rhox5*, *Prdm14*, and *Otx2* in SSC reprogramming.

### Global DNA demethylation and erasure of methylation of imprinting genes in the early stage of SSC reprogramming

It is known that DNA methylation reprogramming is a representative and essential event in germline development (Wang et al., 2014). To explore DNA methylation dynamics, 57 cells treated by DMSO or 5C were selected for single-cell whole-genome bisulfite sequencing (scWGBS) by scTrio-seq2 (single-cell triple omics sequencing 2) to determine the DNA methylation dynamics during SSC reprogramming (Figs. 6A, S4C, and S6A–C; Table S1) (Bian et al., 2018). Integrative analysis showed a correlation between promoter DNA methylation and gene expression in SSC reprogramming, particularly for genes related to the activation of pluripotency as well as PGC-related genes (*Oct4*, *Dppa3*, *Nanog*, *Prdm14*, *Zscan10*, *Gdf3*, and *Fbxo15*) and repression of spermatogenesis-related genes (*Dazl*, *Rhox13*, *Tm9sf5*, *Trim52*, *Sohlh2*, and *Rpl10l*) in RPG2/3/4 (Figs. 6B, S6D and S6E; Table S7).

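From the scTrio-seq2 transcriptomes, expression was taken as ln(CPM/10 + 1) of the sums per sample, averaged over 11 SSC samples, 4 of RPG2, 8 of RPG3 and 3 of RPG4 with at least 5 cells. *Nanog* was at 0.433 ± 0.351 in SSCs, 3.48 ± 0.412 in RPG2, 3.25 ± 0.135 in RPG3 and 1.70 ± 0.118 in RPG4. *Prdm14* was at 0.0472, 1.75 ± 0.305, 0.884 ± 0.271 and 0, *Pou5f1* (*Oct4*) at 0.338 ± 0.221, 1.21 ± 0.432, 1.36 ± 0.355 and 1.00 ± 0.154, and *Dppa3* at 2.08 ± 0.8901, 4.53 ± 0.183, 3.50 ± 0.696 and 2.78 ± 1.16. In SSCs treated with DMSO alone, *Dppa3* was at 3.32. *Zscan10*, *Gdf3* and *Fbxo15* were at 0.339 ± 0.220, 0.551 ± 0.211 and 1.03 ± 0.342 in SSCs and at 2.43 ± 0.309, 2.58 ± 0.251 and 2.76 ± 0.724 in RPG2. Of the spermatogenesis genes, *Dazl* was at 4.89 ± 0.0968 in SSCs, 2.84 ± 1.53 in RPG2, 2.51 ± 0.674 in RPG3 and 1.99 ± 1.88 in RPG4. *Rhox13* fell from 2.65 ± 0.347 in SSCs to 1.4996 ± 0.824 in RPG3, *Sohlh2* from 2.93 ± 0.239 to 1.22 ± 0.455, *Rpl10l* from 2.66 ± 0.246 to 1.59 ± 0.267 and *Trim52* from 0.854 ± 0.408 to 0.0802. *Tm9sf5* is not listed in the files under that symbol. Taking DMSO or 5C alone moved *Dazl* most, to 0.783 in RPG2 with DMSO and to 4.15 in RPG4 with 5C, each from 1 sample. No test was made, since these genes were chosen with the promoter methylation values. Promoter methylation was not analysed here.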

Hierarchical clustering and multidimensional scaling were performed, and our data were integrated with the DNA methylome profiles of E6.5 epiblast cells, *in vivo* germ cells from E9.5 to E16.5, and sperm (Seisenberger et al., 2012; Wang et al., 2014). From the perspective of the DNA methylome, RPG2 and RPG3 were categorized as comparable to PGCs; while RPG4, SSCs and sperm were clustered into a subgroup by multidimensional scaling (MDS) (Figs. 6C, S6F and S6G). Importantly, the level of global DNA methylation first declined from SSCs to RPG2/3, and was then elevated in RPG4, which was comparable to the *in vivo* germ cell DNA methylation dynamics that occurs between PGC E9.5 and E16.5 stages (Fig. 6D). Genomic features, including promoters, retrotransposons, and intragenic regions, were all demethylated in RPG2/3 and methylated in RPG4 (Figs. 6E, S6C and S6H). This indicated that genomic DNA was globally demethylated and then re-methylated during the RPG1/2/3/4 stages, and a feature of the 5C-RPGs was the enhanced demethylation that more closely matches the *in vivo* PGC development (Figs. 6D, 6E, and S6H). Importantly, we noticed that both paternal and maternal ICRs were also demethylated in RPG2/3, compared to SSCs and RPG1 (Figs. 6F, 6G, and S6I), which mirrored the imprinting erasure seen during *in vivo* PGC development. 

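Within each class, the 5C and DMSO samples were compared with edgeR, and the day of collection changes with the treatment in every comparison. In RPG3 cells, 274 genes were called (139 higher with 5C) among 11429 tested, from 6 samples with 5C (592771 to 4911283 UMIs) and 2 with DMSO (5457713 and 5491684). DESeq2 called 514. Leaving out either DMSO sample leaves 1, so the dependence of the count on each of them cannot be tested. In SSCs, 610 genes were called (299 higher) from 8 and 3 samples, 381 without DMSO replicate 4 and 401 without DMSO replicate 5. In RPG1, 91 were called (36 higher) from 4 and 2 samples. That count fell without 5C replicates 2 (32), 5 (49), 6 (53) or 8 (55). Leaving out either DMSO sample leaves 1 here too, so the dependence of this count on each of them cannot be tested. Of the 119 genes that Table S8 lists for RPG3, 115 are in the files, and all 115 were higher with 5C, with a median log2 fold change of 1.53. At an adjusted p below 0.05 (edgeR), 105 of them were higher, and 44 passed both thresholds. The median was 1.37 for the 10 genes of chromosome organization, 1.39 for the 18 of the pluripotent network and 1.38 for the 20 of histone modification. For RPG2, where DMSO has 1 sample and no test was made, all 12 genes of Table S8 were higher over 24 pooled cells of 4 samples with 5C than over 5 cells with DMSO, by a median of 1.16 on the natural-log scale (0.476 to 2.63). The paper chose these genes on the same cells, so their direction is not independent evidence. Outside Table S8, *Slc2a1* was lower with 5C in RPG3 cells by a log2 fold change of -2.70 (SE 0.19, adjusted p = 1.19e-06, edgeR), at 89.3 ± 18.8 CPM in 6 samples and 578 ± 26.8 in 2, and all 17 enzymes of the glycolysis list that passed the filter on low counts were lower too (median -1.33, camera p = 0.00922).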

The global and imprinting demethylation as well as the expression of “chromosome organization”, “pluripotent network”, and “histone modification” related genes of RPG2/3 were more robust in the 5C group than in the control cells, suggesting the importance of thoroughly DNA demethylation and its underlying regulatory mechanisms in the early stage for SSC reprogramming (Figs. 6D–H and S6H, S6I, Table S8).

### Global methylation and *de novo* establishment of imprinting in the late stage of SSC reprogramming

Though RPG2/3/4 were enriched with pluripotent characteristics in the early stage of SSC reprogramming, early-passage gPSCs were more similar to RPG2/3 than to RPG4, according to transcriptome- and DNA methylome features, suggesting that RPG2/3 were more likely to be the initial cells for the late stage of reprogramming (Fig. S7A and S7B). 

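Across the 16909 genes with at least 1 CPM in any of the sums, Pearson's r of ln(CPM/10 + 1) between gPSC p1 and the summed class was 0.851 for RPG1, 0.945 for RPG2, 0.9596 for RPG3 and 0.897 for RPG4, and 0.841 for SSC1-4. Genes are not independent replicates, and gPSC p1 is 1 library, so no test was made. Taken per library of the class, r was 0.922 ± 0.0233 (SD, n = 3) for RPG2, 0.941 ± 0.0183 (n = 8) for RPG3 and 0.882 ± 0.000925 (n = 2) for RPG4. The difference between RPG3 and RPG4 was larger than either spread and that between RPG2 and RPG3 was not. The RPG3 library of day 12 replicate 2, with 7 cells, had 0.900 and the other 7 between 0.936 and 0.9603. Over genes with at least 10 CPM r was 0.781 for RPG1 and 0.851 for RPG4, and Spearman's rho was 0.802 and 0.847. The order of the 4 classes was the same in all 7 settings computed. From the transcriptome together with DNA methylome features, which are not analysed here, the paper proposes RPG2/3 as the initial cells of the late stage.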

To reveal the DNA methylation dynamics during late stage of SSC reprogramming, SSCs, early- and late-passages gPSCs/5C-gPSCs, and ESCs cell were collected to perform bulk PBAT bisulfite sequencing. Global DNA methylome clustering showed that late-passage 5C-gPSCs were more similar to ESCs compared to gPSCs and early-passage 5C-gPSCs (Figs. 7A, S7C and S7D). Interestingly, we also observed that the global methylation level of 5C-gPSCs significantly increased from early-passage to late-passage during prolonged culture, reaching levels equal to ESCs; however, gPSCs did not acquire this methylation level resembling ESCs even at 25 passages (Figs. 7B, S3F and S7E). Furthermore, *de novo* DNA methyltransferase DNMT3B, DNA methyltransferase DNMT1 and its cofactor UHRF1 also markedly increased their expression in 5C-gPSCs than in gPSCs during prolonged cultivation (Fig. 7C), setting the stage for DNA methylation establishment during the late stage of SSC reprogramming. This indicates that the DNA methylation superiority in 5C-gPSCs over gPSCs persists even in prolonged culture (Figs. 7A–C, S3F, and S7D–E).

Next, DNA methylation dynamics of parental ICRs were carefully investigated. Indeed, in gPSCs the methylation of most maternal ICRs (including *Igf2r*, *Snrpn*, *Impact*, *Peg3*, *Peg10*, and *Plagl1*) declined and remained low in prolonged culture, whilst imprinting methylation at the same ICRs was elevated in 5C-gPSCs, giving the 5C-gPSCs a more ESC-like maternal imprinting pattern than gPSCs (Fig. 7D and 7E). As for paternal ICRs, both gPSCs and 5C-gPSCs maintained nearly 50% DNA methylation levels during the prolonged cultivation (Figs. 7D and S7F). Moreover, when we examined ICRs using individual bisulfite-converted reads, CpG sites in 5C-gPSCs and gPSCs were either near fully methylated or unmethylated in a read-dependent manner (such as *Peg3* and *H19*), indicating the conversion of both maternal and paternal ICRs from the biallelic unmethylation in SSCs to ESC-like monoallelic methylation status in 5C-gPSCs and gPSCs (Fig. S7G). Impressively, allele split further verified the re-methylation of maternal ICRs (*Impact*, *Peg10*, and *Snrpn*) of one of the two alleles in one cell during the late stage of reprogramming, showing the *de novo* establishment of imprinting status in SSC reprogramming (Fig. 7F and 7G).

The poor developmental potential of CiPSCs inspired us to examine their DNA methylome and imprinting status (Fig. S7H; Table 1). Compared to ESCs, early passage CiPSCs (p5) were globally hypomethylated on distinct genomic features, including both paternal and maternal ICRs, suggesting extreme methylation erasure or incomplete epigenetic reprogramming in CiPSCs (p5) (Figs. 7H, 7I and S7E). These demethylation features of paternal ICRs (including *H19*, *Rasgrf1*, and IG) and maternal ICRs (including *Igf2r*, *Gnas1a*, *Peg1/Mest*, *Gnas*, *Peg3*, *Snrpn*, *Peg10*, and *Peg13*) were observed in three CiPSC lines (Fig. S7I). Moreover, DD regions and the included miRNAs encoded locus in two CiPSC lines (R-1 and K-2, p5) remained de-methylated even with long-term expansion in 2iL (p25), which provided hints for the correlation between aberrant DNA methylation loss of the whole genome or imprinting locus and the defective pluripotency of CiPSCs (Fig. S7J and S7K), which was similar to that of gPSCs, emphasizing the pivotal role of precise epigenetic reprogramming during cell fate transitions, and their biological functions.

Together, SSCs were first globally DNA demethylated and then re-methylated to an ESC-like pattern during spontaneous reprogramming with 5C induction, especially at imprinted genes acquiring mono-allelic methylation. That is, in an individual 5C-gPSC, for the ICRs of imprinting genes, one allele was fully methylated whereas the other allele was completely unmethylated. This effect was attained in a reversed germline differentiation trajectory and correlated with the true pluripotency of 5C-gPSCs (Fig. 7J).

## Discussion

In mammals, germ cells carry the genetic inheritance of each individual and the epigenetic information required to produce the next generation. The cell fate reprogramming of germ cells is a fascinating question in reproductive and developmental biology. Previous studies have reported that SSCs have the potential to spontaneously reprogram to pluripotent stem cells (Kanatsu-Shinohara et al., 2004; Guan et al., 2006); however, the underlying mechanisms are largely unknown. In this study, using single-cell transcriptome and DNA methylome sequencing we provide a high-resolution landscape that uncovers the unique reprogramming trajectory and regulatory networks in SSC reprogramming.

Building on this data, we developed a five-chemical combination that targeted metabolic and epigenetic regulatory pathways to improve reprogramming efficiency about 80–100 times, which was more effective than previous reported genetic manipulation by gene overexpression (*Oct4*), gene knockdown (*Dnmt1*, *Dmrt1*, *Trp53*, or *Zeb1*) or signaling pathway inhibition (TGF-b) (Takashima et al., 2013; An et al., 2017). This supported our purpose to control the epigenetic remodeling and metabolic regulation that is critical for SSC reprogramming, which has not been explored in any previous attempts to improve SSC reprogramming efficiency. Moreover, we defined a large proportion of SSCs with fibroblast, meiosis, early-pluripotency, and neural features as the failed branches which helps explain the low efficiency of SSC reprogramming.

gPSCs and gPSCs derived from chemical induction in our study can both produce mice by tetraploid complementation but had not achieved in gPSCs established by Kanatsu-Shinohara et al. We speculated that some probabilities led to this capability: (1) The gPSCs developed by Kanatsu-Shinohara et al. were tetraploid complementation competent, but the number of embryos reconstructed by gPSCs may not be enough, as viable 4N-mice from ESCs was not reported in that study (Kanatsu-Shinohara et al., 2004); (2) SSC reprogramming in our study occurred after long term cultivation without splitting, rather than regular SSC cultivation protocol as Kanatsu-Shinohara et al. used, suggesting the importance of unique reprogramming trajectory and regulatory network underlying the present reprogramming environment. Most importantly, the low efficiency to obtain 4N-comp mouse from gPSCs and severe mortality of gPSC 4N-comp mouse suggested the incomplete reprogramming of gPSCs from SSCs. Whereas, the significant differences between 5C-gPSCs and gPSCs to producing 4N-comp mice also highlights the fully reprogramming of 5C-gPSCs as well as the critical role of 5C induction in SSC reprogramming.

Interestingly, compared with the primitive streak-like intermediates and two-cell like (2C-like) cells during OSKM-iPSCs and CiPSCs, respectively (Takahashi et al., 2014; Zhao et al., 2018), we identified spermatogonia-, PGC-, and epiblast-like cells as key intermediate stages during SSC reprogramming, this contrasts with the appearance of other intermediate cells in somatic cell reprogramming. Here, we show that gPSCs progress backwards through the normal developmental pathway, rather than adopting a novel cell type conversion program, for example, only 2C-like cells but not a developmental route appear in chemical reprogramming. Indeed, *Rhox5* has been shown to be modulated by DNMT3L in PGC development (Neri et al., 2013), coincidentally, we show that *Rhox5* is also functionally required in SSC reprogramming. This strongly supports a ‘reversed trajectory’ for the reprogramming of SSCs to gPSCs, exactly mirrored the normal *in vivo* developmental trajectory, as they pass through the same intermediate stages and even have the same molecular requirements, but in the reversed order. This contrasts with normal somatic reprogramming, where many reprogramming factors are essential for reprogramming, but are dispensable in differentiation (Zhuang et al., 2018).

DNA methylation signatures at imprinted genes are only removed with the switch from monoallelic methylation in the inner cell mass (ICM) and E6.5 epiblasts to hypomethylation in E13.5 PGCs. This allows the removal of the parental epigenetic ‘memory’ and subsequent imprinting re-establishment in spermatogonia and immature oocytes, which establish biallelic methylation of both alleles at most ICRs (Seisenberger et al., 2012; Gu et al., 2019). Along with the erasure and acquisition of global methylation during the early and late stage of SSC reprogramming, respectively, imprinted locus in SSCs were symmetrically methylated on both alleles and converted to an asymmetric re-methylated status on one of the two alleles in 5C-gPSCs. This newly identified imprinting re-methylation of one of the two alleles in the late stage of SSC reprogramming has not been previously observed in any *in vivo* developmental processes or *in vitro* reprogramming, as DNA re-methylation on both alleles in spermatogonia and immature oocytes, and imprinting maintenance in somatic cell differentiation as well as reprogramming (Reik et al., 2001). Moreover, it was interesting as 5C treatment was only applied to SSCs undergoing reprogramming in the early stage (Fig. 2C; days 0 to 19), yet implying the indirectly impact of the 5C combination even in the late stage of reprogramming (Fig. 7D and 7E). This provides a new angle to understand as well as a novel strategy to manipulate reprogramming of imprinting genes (Fig. 7J).

Previous studies have shown that genomic imprinting plays a pivotal role in the growth, viability, and various physiological functions of mammalian embryos (Tucci et al., 2019). We showed that imprinting defects were much less in 5C-gPSCs than gPSCs, and provided an explanation for the reduced developmental and growth disorders observed in embryos and pups derived from 5C-gPSCs than gPSCs. Accordingly, CiPSCs had limited developmental potential and global imprinting loss. Due to the importance of correct imprinting in PSCs, it was important to further dissect the underlying regulatory mechanisms behind *de novo* establishment of imprinting status during SSC reprogramming. Potentially, this may bring insights into the mechanisms beyond accurate imprinting erasure and re-establishment, which remains somewhat unclear. Additionally, fine-tuned control of imprinting may help overcoming epigenetic disorders to improve other cell fate decisions, and rescue imprinting aberrations from uniparental disomy. Indeed, in addition to the epigenetic disorders of CiPSCs, recent studies have revealed that the mutation rate in somatic cells is much higher than that originated from germline cells (Moore et al., 2021; Yang et al., 2021), suggesting that SSC reprogramming would be a safer strategy to obtain pluripotent stem cells with less mutations than somatic cells reprogramming.

Overall, we systematically dissect SSC reprogramming at single cell resolution, and based on the rational application of chemicals we can drastically improve the efficiency up to 80- to 100-folds, and in the process our approach also repairs the poor developmental potential of gPSCs. The conversion of SSCs to pluripotent stem cells is accompanied by epigenetic reprogramming which mirrored *in vivo* germ cell development. Finally, this unique trajectory and regulatory network of SSC reprogramming described here expands our understanding of cell fate reprogramming, such knowledge paves the way to obtain high-quality iPSCs without genetic manipulation for future clinical applications in regenerative medicine.

## Materials and methods

### Animal model and ethics statement

C57BL/6 and KM mice were from the laboratory animal center of Southern Medical University, *Oct4*-EGFP and CAG-EGFP transgenic C57BL/6 mice and DBA/2 mice were purchased from Nanjing Biomedical Research Institute of Nanjing University. *Oct4*-EGFP transgenic mice express Enhanced Green Fluorescent Protein (EGFP) under the control of the POU protein domain, class 5, transcription factor 1, promoter and distal enhancer. ICR mice were purchased from Guangdong Medical Laboratory Animal Center.

### Establishment of gPSCs, CiPSCs, and cell culture of PSCs

B6D2F1 SSCs were derived from the 5.5 days postpartum (dpp) male mice generated by mating *Oct4*-EGFP or EGFP transgenic C57BL/6 female with DBA/2 male. SSCs derivation and expansion were performed according to the previously study (Wang et al., 2021), with culture medium containing 20 ng/mL mouse epidermal growth factor (EGF) (R&D), 10 ng/mL human basic fibroblast growth factor (bFGF) (R&D), 10 ng/mL rat glial cell line-derived neurotrophic factor (R&D) and 10^3^ U/mL ESGRO (Sigma-Aldrich). gPSCs were established by following Ko et al.’s protocol (Ko et al., 2009), briefly, approximately 4,000 single cells of SSCs were plated on one well of 6 µg/mL fibronectin (Millipore) coated 24-well plate containing mitomycin C-inactivated mouse embryonic fibroblast (MEF) feeder cells in SSC culture medium, the medium was changed every 3 days. OG(+) colonies could be observed within 2 to 4 weeks.

R-1 CiPSCs were established from MEF of *Oct4*-EGFP transgenic mice (C57BL/6 background) as previous study (Zhao et al., 2015). K-2 CiPSCs (C57BL/6 background) were gifted from Liu lab (Cao et al., 2018). D-1 CiPSCs were reprogrammed from MEF of *Oct4*-EGFP transgenic mice (B6D2F1 background) with an efficient protocol (Zhao et al., 2018). ESCs were established from *Oct4*-EGFP blastocysts (B6D2F1 background) according to previous protocol (Ying et al., 2008). gPSCs, 5C-gPSCs, ESCs, and CiPSCs were maintained on feeder layers in ground state ESC culture medium N_2_B_27_ supplemented with 2iL (3 µmol/L CHIR99021, 1 µmol/L PD0325901, and 10^3^ U/mL ESGRO). SSCs and PSCs were maintained at 37°C in an atmosphere of 5% CO_2_ in air.

### Isolation and collection of SSCs, reprogramming cells and gPSCs for single-cell profiling

Four thousand two hundred forty-seven and 1,089 single cells during SSC reprogramming and SSCs as well as PSCs were collected for scRNA-seq and scTrio-seq2, separately. SSC- and PSC-like colonies were selected and digested in 0.05% trypsin for 3 min, followed by inactivation of trypsin by DMEM (ThermoFisher) (containing 10% FBS). After centrifugation, these cells were suspended in DMEM (containing 10% FBS) for further sample selection by using a mouth pipette to transfer single cells into prepared lysis buffer with an 8-nt barcode.

### scRNA-seq library preparation and sequencing

The preparation of single cell RNA-seq library was performed using the modified single-cell tagged reverse transcription sequencing (STRT-seq) protocol (Dong et al., 2018). Briefly, the single cell was lysed and add 2.85 μL reverse transcription (RT) mix containing 500 U SuperScript II reverse transcriptase (Invitrogen), 4 U RNase inhibitor (TAKARA), 30 mmol/L MgCl_2_, and 5 µmol/L TSO primer, followed by incubation at 25°C for 5 min, 42°C for 60 min, 50°C for 30 min and 70°C for 10 min. Then the cDNA amplification and purification by 0.8× AMPure XP beads (Beckman) was performed. Biotin PCR was further carried out and enriched. Finally, the single cell RNA-seq library was prepared according to the Hyper Prep Kits with PCR Library Amplication/Illumina series (KAPA). The libraries were checked and sequenced with 150 bp pair-end reads on Illumina Hiseq 4000 (Novogene).

### Processing of scRNA-seq data

We firstly extracted cell barcodes and UMI sequences from read 2 of raw fastq data by UMItools (v1.0.0) (Smith et al., 2017) and attached them after the read name of read 1. After TSO and polyA sequence removal by local scripts, the ‘clean’ reads were aligned to the mouse mm10 reference genome using STAR (2.7.2b) (Dobin et al., 2013), gene features were assigned by featureCounts (v2.0.0) (Liao et al., 2014). We used UMItools to generate UMI count expression matrix.

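The counts before quality control covered 4544 barcodes of the 49 STRT-seq libraries. Applying the stated minimum of 2000 genes and maximum of 5% mitochondrial UMIs left 4464 cells, and 0 cells differed from those in the authors' cell annotation. By group, 4339 of 4416 barcodes were left in the original condition, 48 of 48 in gPSC p1, 32 of 32 in gPSC p15 and 45 of 48 in ESCs. The lowest number of genes in a remaining cell was 2012. For scTrio-seq2, 724 of 768 barcodes were left with 5C and 365 of 392 with DMSO. No doublet caller was run, since single cells were picked by hand. Leaving out the 5% of cells with the most UMIs in each library (237 cells) was tried as an alternative.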

For the quality control of scRNA-seq data, cells with detected gene numbers fewer than 2,000 or the fraction of mitochondrial reads more than 5% were excluded from further analysis, additionally, genes expressed in less than 3 cells were filtered out of the analysis.

### Dimensional reduction and cell clustering

Seurat (v3.1.3) (Butler et al., 2018; Stuart et al., 2019) was used for principal component analysis (PCA) and UMAP dimensional reduction of scRNA-seq data. Cell clusters were detected by shared nearest neighbor (SNN) modularity optimization-based clustering algorithm using Seurat function ‘FindClusters’ with default parameters. Cell types were assigned based on the expression of canonical marker genes and the differential expressed genes (DEGs) of each cluster. For scRNA-seq of 5C and DMSO-induced SSC reprogramming, cell types identification by scPred with a machine-learning probability-based prediction method (Alquicira-Hernandez et al., 2019). In detailed, scRNA-seq data of SSC reprogramming from control system were used to build reference object and train cell-type classifier with default parameters. The query data of 5C and DMSO scRNA-seq were then aligned to reference and classified with the ‘scPredict’ function, respectively. The prediction processes were repeated 500 times with different random seeds for each dataset, and the cell-type predicted the most times for each cell was assigned as cell type labels.

### Single-cell trajectory analysis

We used three different algorithms to infer the trajectory of SSC reprogramming, including PAGA (partition-based graph abstraction) (Wolf et al., 2019), RNA velocity (La Manno et al., 2018), and Monocle2 (Trapnell et al., 2014). PAGA was performed in SCANPY (1.4.4) (Wolf et al., 2018) by converting Seurat object into a loom format. SNN graph and UMAP embedding calculated in Seurat were used to map the coarse-grained structures. For RNA velocity, command line interface of velocyto.py was used to generate spliced and un-spliced expression matrices from aligned bam files, and then the RNA velocity of each cell were estimated by velocity.R and visualized in UMAP plot. Monocle2 trajectories were constructed according the default workflow, top 2,000 highly variable genes identified from Seurat procedure were used to construct the trajectory of all clusters in the early stage of SSC reprogramming related to Fig. S2B. Top 100 DEGs of each cluster were used to construct trajectory of successful reprogramming branch (including SSC1-4 and RPG 1-4) related to Fig. 1G.

### Identification of differentially expressed genes and GO analysis

Differential expressed genes (DEGs) of all clusters were found by Seurat ‘FindAllMarkers’ function with parameter ‘logfc.threshold = 0.5’. Only DEGs with adjusted *P*-value < 0.05 were remained. DEGs among clusters were found by Seurat ‘FindMarkers’ functions with the same criterion. Gene ontology (GO) enrichment analysis was performed using Metascape (Zhou et al., 2019).

### Gene signatures

For better identify and describe the characteristic of cells, we constructed gene sets and scored cells based on their expression of these genes, as previous described by Schiebinger et al. (2019). In detail, the signature used in Fig. S2D was constructed from top 100 upregulated DEGs of SSCs (SSC signature), ESCs (pluripotency signature) and other corresponding clusters. In Fig. S2H, ‘Glycolysis/Gluconeogenesis’ signature was derived from KEGG pathway mmu00010, ‘DNA transmethylase & demethylase’ signature included *Dnmt1*, *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Tet1*, *Tet2*, *Tet3*, and *Tdg*. The pluripotency signature was defined by the expression of a set of canonical pluripotency genes (Table S2).

### Transcriptional comparison between SSC reprogramming and fibroblast reprogramming (CiPSC and OSKM-iPSC)

RPG1 of SSC reprogramming (this study), cells at day 10 of stage III during CiPSC induction (Zhao et al., 2018), and cells at day 6 of OSKM-iPSC reprogramming (Schiebinger et al., 2019) initiating their expression of pluripotent-related genes were designated as key intermediate states in each reprogramming process. Stages 1 and 2 of each reprogramming process were divided by the above-mentioned intermediate states. DEGs and GO term analysis were performed and compared among these three distinct reprogramming processes in stages 1 and 2, respectively.

### Immunofluorescence and alkaline phosphatase staining

For immunofluorescence staining, the cells were cultured on coverslips and fixed with 4% paraformaldehyde for 30 min and then permeated with 0.3% Triton X-100 for 15 min followed by blocking with 5% BSA (Sigma-Aldrich) at room temperature. Afterwards, cells were incubated with primary antibodies at 4°C overnight and secondary antibody at room temperature for 1 h. The nuclei were counterstained with 10 μg/mL Hoechst 33342 (Thermofisher) for 15 min at room temperature. Images were captured by confocal microscope (ZEISS LSM880). Alkaline phosphatase staining was performed with BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime) according to manufacturer’s instructions. Images were captured with stereomicroscope (Zeiss, Axio Zoom. V16).

The primary antibodies used in this study were listed: Goat anti-GFRa1 (R&D, AF714), Mouse anti-ZBTB16 (Santa, sc-28319), Rabbit anti-DDX4 (Abcam, ab13840), Mouse anti-POU5F1 (OCT4) (Abcam, ab19857), Mouse anti-POU5F1 (OCT4) (Santa, sc-5279), Mouse anti-SSEA1(Sigma-Aldrich, MAB4301), Rabbit anti-NANOG (Abcam, ab70482), Rabbit anti-RHOX5 (Abcam, ab31922), Rabbit anti-PRDM14 (Cell Signaling Technology, 83527), Goat anti-OTX2 (R&D, AF1979), Rabbit anti-DPPA3 (Abcam, ab19878), Rabbit anti-L1TD1(Biorbyt, orb35537), Mouse anti-TFAP2C (Santa, sc-12762), Rabbit anti-DNMT3B (proteintech, 26971-1-AP), Rabbit anti-DNMT1 (abclonal, A16729), Mouse anti-UHRF1 (Santa, sc-373750), and Mouse anti-ACTIN (proteintech, CL594-66009). The secondary antibodies (Jackson ImmunoResearch) used in this study: Goat Alexa Fluor 594 anti-rabbit IgG (111-585-003), Goat Alexa Fluor 488 anti-rabbit IgG (111-545-003), Goat Alexa Fluor 647 anti-mouse IgG (115-605-003), Goat Alexa Fluor 594 anti-mouse IgG (115-585-003), Goat Alexa Fluor 594 anti-goat IgG (705-585-003), and Donkey Cy2 anti-goat IgG (705-225-147). Enhanced chemiluminescence peroxidase-labeled anti-mouse or rabbit antibodies (ZSGB-BIO, ZB-2305 or ZB-2301) were used for western blotting analysis. The intense analysis was performed by ImageJ (National Institutes of Health).

### Teratoma formation

Teratoma formation was performed as previously described (Zhao et al., 2009). In brief, 1 × 10^6^ cells of gPSCs (gPSC-1 p10) and 5C-gPSCs (5C-gPSC-1 p10) were suspended at 100 µL PBS, respectively. These cells were subcutaneously injected into the inguen of 8-week-old male NSG mice. Six to 8 weeks later, injected mice were sacrificed and teratomas were fixed with 4% paraformaldehyde. Paraffin sections were stained with hematoxylin and eosin.

### Extracellular lactic acid analysis and 2-DG treatment

Extracellular lactate content was measured by the Lactate Assay Kit (Sigma-Aldrich). Standard curves were plotted as manufacturer’s instruction. Supernatants without insoluble material during SSC reprogramming were collected for subsequent reaction with Lactate Enzyme mix and Lactate Substrate Mix at room temperature avoid from light for 30 min. Absorbances at 450 nm (*A*_450_) of each sample were measured by an automated micro plate reader (TECAN®infinite M200). SSCs were treated with 2-DG (Target Mol) during reprogramming, and the concentration of 2-DG was applied as previously described (Kanatsu-Shinohara et al., 2016).

### Chemical screening

Epigenetics Compound library (Target Mol) and some in-house chemical collections were applied for the chemical screening (Table S4), each individual compound at 10 µmol/L concentration was added into each well with three repeats for the first-round screening. From 10 days after treatment, the number of OG(+) colonies was counted under a fluorescence microscope to evaluate the reprogramming efficiency of each chemical. After the first-round screening, concentration test and compound combination were further performed for a high-efficient combination.

### Diploid blastocyst injection and tetraploid embryo complementation

The generation of mice by diploid blastocyst injection and tetraploid embryo complementation was carried out as previously described (Zhao et al., 2009). For diploid blastocyst injection, 10 to 15 pluripotent stem cells (B6D2F1 genetic background, black coat color) were injected into each diploid blastocyst collected from ICR female mice. For tetraploid embryo complementation, two-cell stage embryos were collected from oviducts of ICR females (white coat color) and electrofused by Electro Cell Manipulator (BTX, EMC2001) to produce one-cell tetraploid embryos that were then cultured in M2 medium (Sigma-Aldrich). Eight pluripotent stem cells were injected into each tetraploid blastocyst. Every 16 injected blastocysts were transplanted into one ICR pseudopregnant recipient female. Embryos derived from diploid- and tetraploid-blastocyst injection were dissected on E12.5 and the day of birth (E19.5), respectively. Fluorescence and bright field images of chimeric embryos were captured by stereomicroscope (Zeiss, Axio Zoom.V16).

### Determination of the SSLP by PCR

The SSLP determination was performed as previously described (Zhou et al., 2001). Sequences for the primer pairs were found on the Mouse Genome Informatics website. DNA was extracted from mouse tail tips with DNA Isolation Mini Kit (Vazyme). PCR Products were separated by 3% agarose gels and visualized by ethidium bromide staining. Primers were listed in Table S4.

### Integrative and comparative analysis of scRNA-seq data of SSC reprogramming and *in vivo* germ cell development

In order to compare the transcriptional signature of SSC reprogramming process and *in vivo* mouse germ cell development, the Harmony (v1.0) algorithm (Korsunsky et al., 2019) was used to integrate these two datasets through Seurat function ‘RunHarmony’ with default parameters. scmap (v1.1.6) (Kiselev et al., 2018) was used to perform cell types projection between datasets of the successful branch of SSC reprogramming and *in vivo* germ cell development.

### Derivation of transgenic SSC lines

Gene knockdown was performed by using CRISPR/CasRx system for targeting *Rhox5*, *Prdm14*, and *Otx2*. Lentivirus packaging and transfection were performed as previously described (Konermann et al., 2018; Wessels et al., 2020). Stably transfected SSCs were purified by the addition of puromycin (Thermofisher) and zeocin (Thermofisher) at a final concentration of 0.4 and 15 μg/mL for about 1 week, respectively. gRNA sequences were listed in Table S4.

### Quantitative PCR (q-PCR) analysis

PSCs were lysed in Trizol reagent (TIANGEN), and total RNA was isolated using Chloroform extraction and treated with DNase. cDNA was synthesized using HiScript® II Reverse Transcriptase (Vazyme). q-PCR was performed using 2× RealStar Green Fast Mixture (GenStar) on LightCycle® Real-Time PCR System (Roche). The data were analyzed using the delta-delta Ct method. Geometric mean of *Rps2* and *Gapdh* was used as an inner control to normalize the expression of target genes. Primers were listed in Table S4.

### Transcription factor analysis

We performed pySCENIC (single-cell regulatory network inference and clustering) (Aibar et al., 2017; Van de Sande et al., 2020) analysis to identify activated TFs and regulatory sub-network of each TF (regulons) for successful branch of SSC reprogramming. For TFs not included in SCENIC’s TFs list, we identified TFs according to TFs list from TcoF-DB (Schmeier et al., 2017) and constructed regulons based on PPI information of STRING database as supplementation. TF-targets network constructed from SCENIC were visualized by Cytoscape (v3.9.1) (Shannon et al., 2003).

### Single-cell Trio-seq2 sequencing

scTrio-seq library was constructed following previously reported modified scTrio-seq2 protocol (Bian et al., 2018). In details, each single cell was picked into lysis buffer containing magnetic beads (Invitrogen). Single cells were lysed and vortexed for 1 min to release RNA, and placed on the magnetic rack for 5 min. Supernatants containing RNA were transferred to a new tube for scRNA-seq, nuclei aggregated with magnetic beads were maintained in the pellet and re-suspended with lysis buffer of scBS-seq for DNA methylation sequencing. Bisulfite conversion was conducted by EZ-96 DNA Methylation-Direct MagPrep kit (Zymo). Four rounds of amplification were performed with Klenow exo- (ENzymics) and scBS-seq-P5-N6-oligo1 (CTACACGACGCTCTTCCGATCTNN-NNNN). After purification by 0.8× AMPure XP beads, the products were used to synthesize the second strand using scBS-seq-P7-N6-oligo2 (AGACGTGTGCTCTTCCGATCTNNNNN). 16 cycles of PCR program were subsequently performed to complete the DNA library construction incorporated with universal primers and index primers (New England Biolabs), followed by twice purification with 0.8× AMPure XP beads. DNA libraries were sequenced on the Illumina Nova platform with 150 bp paired-end reads.

### Post-bisulfite adaptor tagging (PBAT) library preparation

PBAT was performed as the published protocols (Smallwood et al., 2014). Briefly, genomic DNA was extracted using FastPure Cell/Tissue DNA Isolation Mini Kit (Vazyme, DC102). Then 5 ng isolated genomic DNA together with 60 pg unmethylated lambda DNA (ThermoFisher) were subjected to bisulfite conversion, followed by column-based purification (Zymo, D4014). Next, random priming, library amplification and subsequent sequencing were conducted on the bisulfite-converted DNA for single-cell DNA methylation library preparation described above.

### Bisulfite sequence data process

Trim_galore (v0.6.4) was used to remove low quality reads and adaptor sequence, and 9 bp random primers from 5ʹ end of both read 1 and read 2 were also trimmed. Clean reads were then mapped to mm10 genome using Bismark (v0.23.0) with paired-end mode and ‘--non_directional’ option. Unmapped reads were outputted and mapped again by single-end mode. Aligned bam files were merged and sorted by samtools (v 1.11) and PCR duplicates were marked and removed by picard MarkDuplicates (v2.23.6). Methylation calls for each CpG site were extracted by ‘bismark_methylation_extractor’ of Bismark. The thresholds for CpG sites coverage were 1× and 3× for single-cell and bulk DNA methylome, respectively. Only methylation levels less than 10% or greater than 90% were retained for single-cell methylation data. Bisulfite conversion rate (BSCR) was estimated by methylation ratio of lambda DNA, samples with BSCR greater than 98% and detected CpG sites greater than 1,000,000 were kept for further analysis. BedGraph files containing methylated and unmethylated sites were generated by local scripts and converted to bigwig format by UCSC binary tools ‘bedGraphToBigWig’ (v4).

### Methylation levels of genomic elements and differentially methylated promoters

The annotation of known genomic elements was downloaded from UCSC genome browser, including RefSeq genes, CGI, enhancers and so on. The annotations of transposable elements were obtained from RepeatMasker of UCSC table browser. Promoters were defined as the 2-kb upstream and downstream of transcription start sites (TSS) according to RefSeq gene annotation. The methylation level of each genomic element was calculated by the average methylation level of all covered CpG sites (at least 3 CpG sites). The global methylation level of each sample was measured by the average methylation level of all the genomic 1-kb windows (at least 3 CpG sites). The scaled methylation levels of RefSeq genebodies and CGIs (CpG islands) were calculated by the ‘computeMatrix’ command of deeptools (v3.4.3) in scale-region mode and visualized by local scripts. Differentially methylated promoters (DMPs) with methylation difference greater than 30% and *P* value <0.05 were found in every two clusters by multiple *t*-test.

### Clustering of global methylation

To compare the global methylation level of distinct samples, the average methylation levels of all 1-kb tiles covered by more than 80% samples were applied to calculate Euclidean distance among samples by ‘dist’ function of R ‘stats’ package. Distance matrix was used to perform hierarchical clustering by ‘hclust’ function. We also performed multidimensional scaling (MDS) analysis with the Euclidean distance and projected it in two-dimensional space.

### Correlation analysis between gene expression and promoter DNA methylation

To calculate the correlation between gene expression and DNA methylation during SSC reprogramming, average gene expression levels and promoter DNA methylation levels derived from Trio-seq2 data were calculated for each gene in each cluster of successful branch, respectively. Pearson correlation coefficient was then determined by ‘cor’ function with default parameter in R.

### Methylation of allele-specific imprinting control regions

Known imprinting control regions (ICRs) were annotated and the methylation level of each ICR were calculated as previously mentioned. To investigate the allele-specific methylation of ICRs, SNPsplit (v0.4.0) (Krueger and Andrews, 2016) was used to determine the allelic origin of distinct reads via known SNP positions. In detail, SNP information for C57BL/6NJ and DBA/2J (dbSNP142) were downloaded from MGP websites. Dual strain reference genome was generated according to SNPsplit workflow and the strain-specific SNP positions were masked by Ns. Bisulfite alignment was performed by Bismark again and allele-specific alignments were split, the methylation information of each allele was extracted separately. The methylation calls by reads which covering ICRs were extracted from Bismark’s CpG context-dependent methylation files and lollipop methylation diagrams showing methylation information of each CpG site for distinct reads were generated by local script and visualized with ‘ggplot2’ package in R.

## Supplementary information

The online version contains supplementary material available at https://doi.org/10.1093/procel/pwac044.

pwac044_suppl_Supplementary_Materials Click here for additional data file.

pwac044_suppl_Supplementary_Table_S1 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S2 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S3 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S4 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S5 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S6 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S7 Click here for additional data file.

pwac044_suppl_Supplementary_Table_S8 Click here for additional data file.

## Data Availability

The scRNA-seq and WGBS data are deposited in the Gene Expression Omnibus (GEO) under the accession code GSE186260. All other data supporting the findings of this study are available from the Lead Contact upon reasonable request. All codes in this study are available upon reasonable request.

## Abbreviations

2-DG: 2-deoxyglucose
2iL: 2 inhibitors and Lif (ground state embryonic stem cells culture medium)
4N-comp: tetraploid complementation assay
5C: 5 chemicals including SGC707, vitamin C, (-)-epigallocatechin gallate, daphnetin, and tauroursodeoxycholic acid
5C-gPSCs: 5 chemicals induced germline-derived pluripotent stem cells
AP: alkaline ahosphatase
Bleo: bleomycin
BSCR: bisulfite conversion rate
CiPSCs: chemically induced pluripotent stem cells
DD region: *Dlk1-Dio3* region
DEGs: differentially expressed genes
DMPGs: differential methylated promoter genes
EGCG: (-)-epigallocatechin gallate
EGFP: enhanced green fluorescent protein
ESCs: embryonic stem cells
FGC: fetal germ cell
GC: germ cell
GO: gene ontology
gPSCs: germline-derived pluripotent stem cells
ICM: inner cell mass
ICRs: imprinting control regions
iPSCs: induced pluripotent stem cells
MDS: multidimensional scaling
OG(+): Oct4- enhanced green fluorescent protein positive
PAGA: partition-based graph abstraction
PBAT: post-bisulfite adaptor tagging
PGC: primordial germ cell
PND: postnatal day
PSCs: pluripotent stem cells
Puro: puromycin
RPG: reprogramming
SCENIC: single-cell regulatory network inference and clustering
scRNA-seq: single-cell RNA sequencing
scTrio-seq2: single-cell triple omics sequencing 2
scWGBS: single-cell whole-genome bisulfite sequencing
SPG: spermatogonia
SSCs: spermatogonial stem cells
SSCM: spermatogonial stem cell culture medium
SSLP: simple sequence length polymorphism
STRT-seq: single-cell tagged reverse transcription sequencing
TES: transcription end site
TF: transcription factor
TSS: transcription start site
TUDCA: tauroursodeoxycholic acid
UMAP: uniform manifold approximation and projection
UMIs: unique molecular identifiers

# Supplementary material for: The chemical reprogramming of unipotent adult germ cells towards authentic pluripotency and de novo establishment of imprinting
**Source:** Protein Cell. 2022 Nov 17;14(7):479–98. doi: 10.1093/procel/pwac044
**Supplement:** pwac044_suppl_Supplementary_Materials

**Figure S1. Pluripotent stem cells derived from mouse spermatogonial stem cells and sample information of RNA-seq Data, related to Figure 1**

(A) Immunofluorescence of ZBTB16 (red, top) co-stained with OCT4 (green, top), and GFRA1 (red, bottom) co-stained with DDX4 (pink, bottom) in mSSCs (SSC0606 p10). Scale bar, 20  $\mu$ m.

(B) Immunofluorescence of DDX4 (red) and PNA (green) in the testicular paraffin sections from *Kit*<sup>w/wv</sup> mice transplanted with (top) or without (bottom) mSSCs (SSC0606 p10), respectively. Scale bar, 40  $\mu$ m.

(C) Immunofluorescence of OCT4, NANOG, SSEA1 and DDX4 (red) in gPSCs (gPSC-1 p7). Scale bar, 20  $\mu$ m.

(D) Metaphase spread of karyotype showing 40 chromosomes of gPSC-1 (p10). Scale bar, 20  $\mu$ m.

(E) H&E staining of paraffin sections of teratoma, which were formed after subcutaneous injection of gPSC-1 (p15) into nude mice. Endodermal gland structure of gastrointestinal (left); mesodermal muscle fibre (middle); ectodermal cornified layer and keratinocyte (right). Scale bar, 100  $\mu$ m.

(F) Bright field and fluorescence images showing E12.5 embryos of KM mouse and chimaera embryo produced by blastocyst injection of CAG-EGFP gPSC-2 (p10), 4 out of 7 embryos were chimaeras after gPSCs injection. Scale bar, 2 mm.

(G) Bright field and fluorescence images of the E12.5 genital ridges derived from blastocyst injection of *Oct4*-EGFP gPSC-1 (p10), 5 out of 13 pairs of genital ridges were GFP positive after gPSCs injection. Scale bar, 500  $\mu$ m.

(H) Chimaeras produced from B6D2F1 (black coat color) gPSC-1.

(I) Summary of chimeric assays of diploid blastocyst injection using gPSC-1.

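After quality control, each library of the original condition held between 87 and 96 cells with a median of 95. By day, the cells left were 95 on day 0, 87 on day 8, 93 on day 10, 283 of 288 barcodes on day 12 and 566 of 576 on day 14. On day 16 they were 571 of 576, on day 18 656 of 672, on day 20 846 of 864, on day 23 669 of 672 and on day 27 473 of 480. Batch B1 gave 3404 of these cells and batch B2 gave 935. Median UMIs per library were 18054741 on day 12, 25249991 on day 14, 21704323 on day 16, 23323368 on day 18, 28057674 on day 20, 29270913 on day 23 and 28809380 on day 27. Days 0, 8 and 10 have 1 library each, of 16884872, 21665603 and 25075561 UMIs, so no spread between libraries can be given there.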

(J) Sample information of reprogramming cells (original condition), gPSCs, and ESCs for scRNA-seq analyzed in this study.

(K) UMAP plot showing reprogramming cells from two batches of SSC reprogramming, gPSCs and ESCs.

- 1 (L) Boxplot showing the numbers of genes (top) and UMIs (bottom) detected in each
- 2 single cell.
- 3 (M) UMAP plot showing reprogramming cells from day 0 to day 27.
- 4 (N) Violin plots showing the expression levels ( $\log(\text{TPM}/10+1)$ ) of specific genes in
- 5 each cluster.
- 6

**Figure S2. Transcriptomic signatures of SSC reprogramming, related to Figure 1**

(A) UMAP plot showing the RNA velocity analysis results of SSC reprogramming, each arrow represents the predicted developmental direction of the individual cell.

(B) Cell trajectory of the early stage during SSC reprogramming inferred by Monocle2. Arrows indicate the developmental orders of these cells.

(C) PAGA results visualized by the temporal information of each cluster during the early stage of reprogramming.

(D) PAGA results visualized by the scores of distinct signatures. The color key from dark blue to bright yellow indicates low to high signature scores, respectively.

(E) UMAP plot showing the transcriptome data of the successful and failed branches of SSC reprogramming.

(F) Enriched GO terms of four representative clusters of failed branches.

(G) Violin plots showing the expression dynamics of KEGG pathway ‘Glycolysis/Gluconeogenesis’ (mmu00010) in the failed branches of SSC reprogramming.

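For single genes in the failed branches, *Slc2a1* changed against SSC1-4 by a log2 fold change of -0.13 in the fibroblast class, -1.35 in the early-pluripotent class (adjusted p = 0.0771, edgeR), -1.37 in the meiotic class (0.00361) and 0.99 in the neural class (SE 0.19, 0.000145). It was at 216 ± 74.6 CPM (n = 12) in the neural class. *Ldha* was higher in the neural class by 0.66 (SE 0.11, 1.32e-05), at 507 ± 195 CPM, as were *Pgk1* by 1.62, *Pfkl* by 1.51 and *Tpi1* by 0.64. *Hif1a* was higher in the fibroblast class by 0.89 (2.95e-05) and in the neural class by 0.39 (0.0274). *Epas1* was higher in the neural class by 1.06 (0.035), at 11.1 ± 17.1 CPM. *Eno1* was lower in the early-pluripotent class by -0.88 (0.00697), and *Pfkl* and *Pfkp* were lower in the meiotic class by -1.66 (0.00611) and -1.47 (0.0232).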

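When the 674 RPG cells were pooled over libraries, as cells rather than libraries, Pearson's r of the pluripotency score was 0.512 with the glycolysis score (Spearman's rho 0.494) and 0.785 with the DNA methylation score (rho 0.744). No p is given for the pooled values, since cells of 1 library are not independent. Thinned to 50000 UMIs per cell, which left out 30 cells, the mean r within libraries, taken on Fisher's z scale, was 0.649 and 0.642. Per library, the 2 values were 0.208 and 0.429 in day 12 replicate 2 with 15 RPG cells, 0.145 and 0.0812 in day 14 replicate 5 and 0.536 and 0.557 in day 14 replicate 6. They lay between 0.644 and 0.874 and between 0.789 and 0.881 in the other 7 libraries, of days 18, 20 and 23.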

(H) Pearson correlation between signature score of pluripotency-related genes and glycolysis- as well as DNA transmethylation & demethylation-related genes based on gene expression in each single cell amongst RPG1/2/3/4. Genes sets used in each signature could be found in Table S2.

(I) Venn diagram showing DEGs in the stage 1 and stage 2 of three reprogramming processes, corresponding to Figure 1M.

(J) Bubble plots showing GO terms down-regulated in stage 1 (top) and stage 2 (bottom) of three reprogramming processes, corresponding to Figure 1M.

**Figure S3. The Developmental Potential of PSCs Estimated by Tetraploid  
Complementation, the Methylation Level of SSCs and PSCs, related to Figure 3**

(A) E12.5 embryos (left) produced by tetraploid complementation (4N-comp) of ESCs, 5C-gPSC-S2, and gPSC-S2, respectively, and their corresponding E12.5 genital ridges (middle and right). Scale bar, 2 mm (left), 500  $\mu$ m (middle and right).

(B) ESC (top) and gPSC-S2 (bottom) 4N-comp pups and their corresponding placentae. Note, \* Pups survived beyond 4 days postnatal; # Pups died within 4 days postnatal.

(C) Bright field, fluorescence images of E3.5 *Oct4*-EGFP blastocysts flushed from an ICR female mouse mated with F1-5 ESC (top), 5C-gPSC-S2 (middle), and gPSC-S2 (bottom) 4N-comp mice, respectively. Scale bar, 100  $\mu$ m.

(D) An 11-week-old F1-5 ESC 4N-comp mouse with a uniformly black coat and its F<sub>1</sub> progeny from its mating to an ICR female mouse.

(E) A 16-week-old gPSC-S2 4N-comp mouse with a uniformly black coat and its F<sub>1</sub> progeny from its mating to an ICR female mouse.

(F) The global DNA methylation levels of SSCs (p20), gPSCs (p25), 5C-gPSCs (p25), and ESCs (p10) around the CGI regions and gene bodies of indicated samples. Samples are indicated by colors.

**Figure S4. Sample information and quality control of single cell RNA-sequencing data of 5C induced SSC reprogramming, related to Figure 4**

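By class, the 724 cells treated with 5C were annotated as 350 SSC (48.3%), 75 RPG1 (10.4%), 24 RPG2 (3.31%), 145 RPG3 (20.0%), 11 RPG4 (1.52%) and 39 early-pluripotent cells, and 39 were unassigned. The 365 DMSO cells were annotated as 159 SSC (43.6%), 16 RPG1 (4.38%), 5 RPG2 (1.37%), 140 RPG3 (38.4%) and 11 RPG4 (3.01%), with 9 unassigned. The RPG3 cells of DMSO came from 2 samples. By day, 368, 180 and 176 cells with 5C were collected on days 12, 14 and 16, and 8, 266 and 91 cells with DMSO on days 0, 20 and 24. The cells were picked from colonies, so the shares do not measure the efficiency of either treatment.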

(A) Sample information of DMSO or 5C induced reprogramming cells for scTrio-seq2 (transcriptome) analysis in this study.

(B) Boxplot showing the numbers of genes (top) and UMIs (bottom) detected in each single cell collected at different time points, corresponding to Figure S4A.

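A mean of 6176 genes (SD 1348) and 84491.3 UMIs was detected per cell with 5C, and of 5426 genes (SD 1162) and 80186.6 UMIs with DMSO. With at least 2 UMIs per gene, the means were 4829 and 4439 genes. Mitochondrial UMIs made up 1.95% with 5C and 1.70% with DMSO.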

(C) UMAP plots showing the integration of transcriptome data from the original condition (control), DMSO and 5C induced reprogramming cells, cells are colored by clusters (left and middle) and batches (right).

(D) UMAP plot showing the integration of transcriptome data from the successful branch of SSC reprogramming (DMSO and 5C groups), mouse *in vivo* germ cells and gonadal somatic cells from E6.5 to PND5.5. Orange dashed arrow indicates the trajectory of *in vivo* germ cell development, red dashed arrow indicates the trajectory of SSC reprogramming. Cells are colored by batches.

(E) UMAP plots showing the integration of transcriptome data from the successful branch of SSC reprogramming (control group), mouse *in vivo* germ cells and gonadal somatic cells from E6.5 to PND5.5. Grey dots indicate *in vivo* germ cells or gonadal somatic cells, colored dots with black outline indicate reprogramming cells or ESCs (left). Cells are colored by clusters (left) and batches (right). Orange dashed arrow indicates the trajectory of *in vivo* germ cell development, green dashed arrow indicates the trajectory of SSC reprogramming.

(F) Scmap projection of the successful branch between SSC reprogramming (control group) and mouse *in vivo* germ cells. The color key from bright yellow to dark blue indicates low to high ratio of cells projected.

(G) Violin plots showing the expression levels of stage-specific genes during *in vivo* germ cell development.

(H) Immunofluorescence of *Oct4*-EGFP (green) co-stained with DPPA3 (pink) and TFAP2C (red) in domed colonies during SSC reprogramming. Scale bar, 50  $\mu$ m.

**Figure S5. Identification of gene editing in SSC reprogramming, related to Figure 5**

(A) SCENIC TF-targets network of representative regulons highlighted in Figure 5B, target genes related GO terms in Figure 5B were labeled.

(B) q-PCR analysis of the relative expression of *Rhox5*, *Otx2*, and *Prdm14* normalized to the geometric mean of *Rps2* and *Gapdh* of CRISPR-CasRx transfected gPSCs. Unpaired two-tailed Student's *t*-test, \**P* < 0.05, \*\**P* < 0.01.

(C) Relative expression of RHOX5 (top), PRDM14 (middle), and OTX2 (bottom) measured by western blotting of sgNC-, sg*Rhox5*/sg*Prdm14*/sg*Otx2*-transfected gPSCs.

(D) Bright field images of SSCs transfected with CRISPR-CasRx for targeting empty vector and *Rhox5*, respectively. Scale bar, 200  $\mu$ m.

(E-G) Immunofluorescence of ZBTB16 (top, red) co-stained with OCT4 (top, green), GFRA1 (bottom, red) co-stained with DDX4 (bottom, pink) in sg*Rhox5* 2#-, sg*Prdm14* 2#-, and sg*Otx2* 2#-transfected SSCs. Scale bars, 20  $\mu$ m.

(H) Bar plots showing the number of OG(+) colonies reprogrammed from sgNC-, sg*Prdm14*-, and sg*Otx2* transfected SSCs in 5C condition on day 19. Unpaired two-tailed Student's *t*-test, \*\**P* < 0.01.

(I) (Top) Immunofluorescence of *Oct4*-EGFP (green) co-stained with RHOX5 (i, red) and DPPA3 (ii, pink) in OG(+) colonies reprogrammed from sgNC- and sg*Rhox5* 2#-transfected SSCs. Scale bars, 50  $\mu$ m; (bottom) Dot plots showing the relative intensity of RHOX5 and DPPA3 in OG(+) colonies corresponding to (i) and (ii), respectively. Unpaired two-tailed Student's *t*-test, \*\*\*\**P* < 0.0001.

**Figure S6. Quality control of single cell methylome data and methylation signatures at specific elements and regions during SSC reprogramming, related to Figure 6**

(A) Sample information of DMSO or 5C induced reprogramming cells for scTrio-seq2 (DNA methylome) analysis in this study.

(B) Boxplots showing the numbers of CpG, 1X CpG depth, mapping ratio and bisulfite conversion rate (BSCR) detected in DMSO (top)- and 5C (bottom)-induced reprogramming cells.

(C) The DNA methylation level around the CGI regions (top) and gene bodies (bottom) of all genes in DMSO and 5C induced reprogramming cells.

(D) Volcano plots showing the correlation between gene expression and the DNA methylation level of the corresponding promoters in the successful branch of SSC reprogramming. The  $x$  axis represents the differential expression (genes with  $|\log(\text{fold change})| \geq 1$ , adjusted  $P < 0.01$  were designated as differential expressed genes, DEGs) between comparison groups, and positive values indicate the higher expression in RPG2/3/4. The  $y$  axis represents the DNA methylation difference of promoter (genes with absolute methylation difference  $> 30\%$  and  $P < 0.05$  were designated as differential methylated promoter genes, DMPGs) between the comparison groups, and negative values indicate the lower methylation in RPG2/3/4. Red dots indicate the DEGs with differentially methylated promoters (DEGs & DMPGs). Blue dots indicate the DEGs without differentially methylated promoters (only DEGs).

(E) Pearson correlation coefficient between gene expression and promoter DNA methylation levels during SSC reprogramming process of DEGs & DMPGs in (Figure S6D) and genes in Figure 6B ( $n = 119$ ). Histogram in the top showing the distribution of genes. Genes were ordered by Pearson correlation coefficient.

(F) Multidimensional scaling (MDS) analysis on the DNA methylome data of SSC reprogramming cells, SSCs, mouse *in vivo* germ cells and sperm, corresponding to Figure 6C. Clusters are indicated by colors.

(G) Unsupervised hierarchical clustering based on the DNA methylome data of SSC reprogramming cells, SSC, mouse *in vivo* germ cells and sperm.

(H) Boxplots showing the DNA methylation dynamics of indicated genomic features during DMSO and 5C induced reprogramming processes, respectively.

(I) Boxplots showing the DNA methylation dynamics of representative maternal ICRs during DMSO and 5C induced reprogramming processes, respectively. The DNA methylation level of maternal ICRs in sperm was the reference for other samples.

**Figure S7. DNA methylation dynamics at specific elements and regions during the late stage of SSC reprogramming, related to Figure 7**

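With gPSC p15 in place of p1, Pearson's r across genes was 0.840 for RPG1, 0.932 for RPG2, 0.935 for RPG3 and 0.882 for RPG4, and with ESCs 0.842, 0.933, 0.947 and 0.886. The 3 lines correlated with each other at 0.954 (p1 and p15), 0.969 (p1 and ESC) and 0.944 (p15 and ESC). RPG2 and RPG3 correlated at 0.968. The class sums held 81269879 UMIs for RPG1, 15248999 for RPG2, 76287874 for RPG3 and 11633551 for RPG4. Thinned to the 10833720 UMIs of gPSC p15, r with p1 was 0.852, 0.945, 0.959 and 0.897. Per library, RPG1 had 0.843 ± 0.0113 (SD, n = 7) with p1.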

(A) Heatmap showing the Pearson's correlation between RPG1/2/3/4 and gPSCs (p1 and p15) based on transcriptome data.

(B) Unsupervised hierarchical clustering of ESCs, RPG1/2/3/4, and different passages of gPSCs and 5C-gPSCs based on DNA methylome data.

(C) The DNA methylation level around the CGI regions and gene bodies of all genes in gPSCs, 5C-gPSCs, and CiPSCs.

(D) Three-dimensional MDS analysis of SSCs, ESCs, gPSCs, 5C-gPSCs and CiPSCs based on DNA methylome data. Clusters are colored by samples.

(E) Boxplots showing the DNA methylation level of the indicated genomic features in SSCs, ESCs, different passages of gPSCs, 5C-gPSCs and CiPSCs.

(F) Boxplots showing the DNA methylation level of representative paternal ICRs in sperm, SSCs, ESCs, different passages of gPSCs and 5C-gPSCs.

(G) Lollipop methylation diagrams showing the DNA methylation level of representative maternal ICR (*Peg3*) and paternal ICR (*H19*) in SSCs, ESCs, p25 gPSCs and 5C-gPSCs by sequencing reads in single CpG site resolution.

(H) E12.5 embryos (left) produced by tetraploid complementation (4N-comp) of two CiPSC lines, respectively, and their corresponding E12.5 genital ridges (middle and right). Scale bar, 2 mm (left), 500  $\mu$ m (middle and right).

(I) Boxplots showing the DNA methylation level of representative maternal and paternal ICRs in ESCs and different passages of CiPSCs.

(J) Line plot showing the mean methylation levels of *Dlk1-Dio3* region in ESCs (p10), R-1 CiPSCs (p5 and p25), K-2 CiPSCs (p5 and p25), respectively. Grey shadows indicate gene regions, the red shadow indicates IG-*Gtl2* ICR region.

(K) Box plots showing the mean DNA methylation levels across gene bodies (from transcription start site (TSS) to transcription end site (TES)) and the 50-bp flanking regions of each miRNA encoded locus in *Dlk1-Dio3* region in ESCs and CiPSCs. One dot represents a miRNA encoded locus, the same loci in distinct PSCs are connected by grey lines. Paired two-tailed Student's *t*-test was performed between ESCs and CiPSCs.

Figure S1

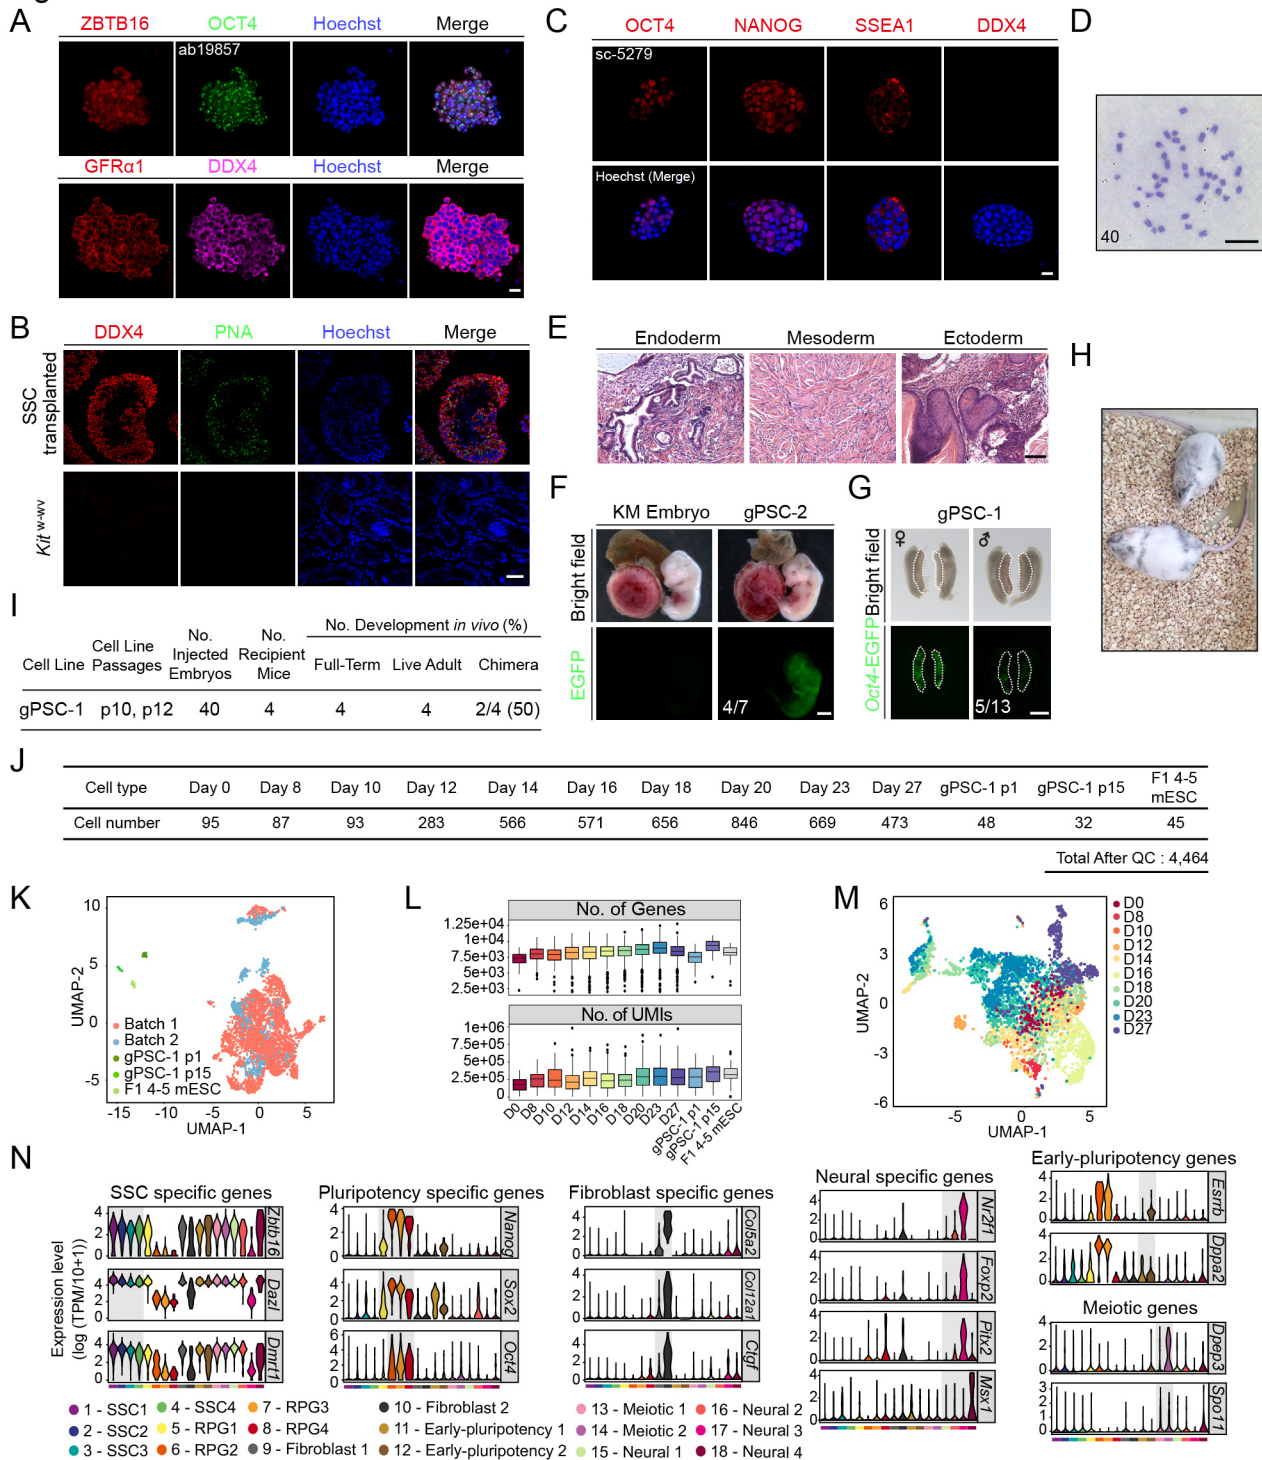

Figure S2

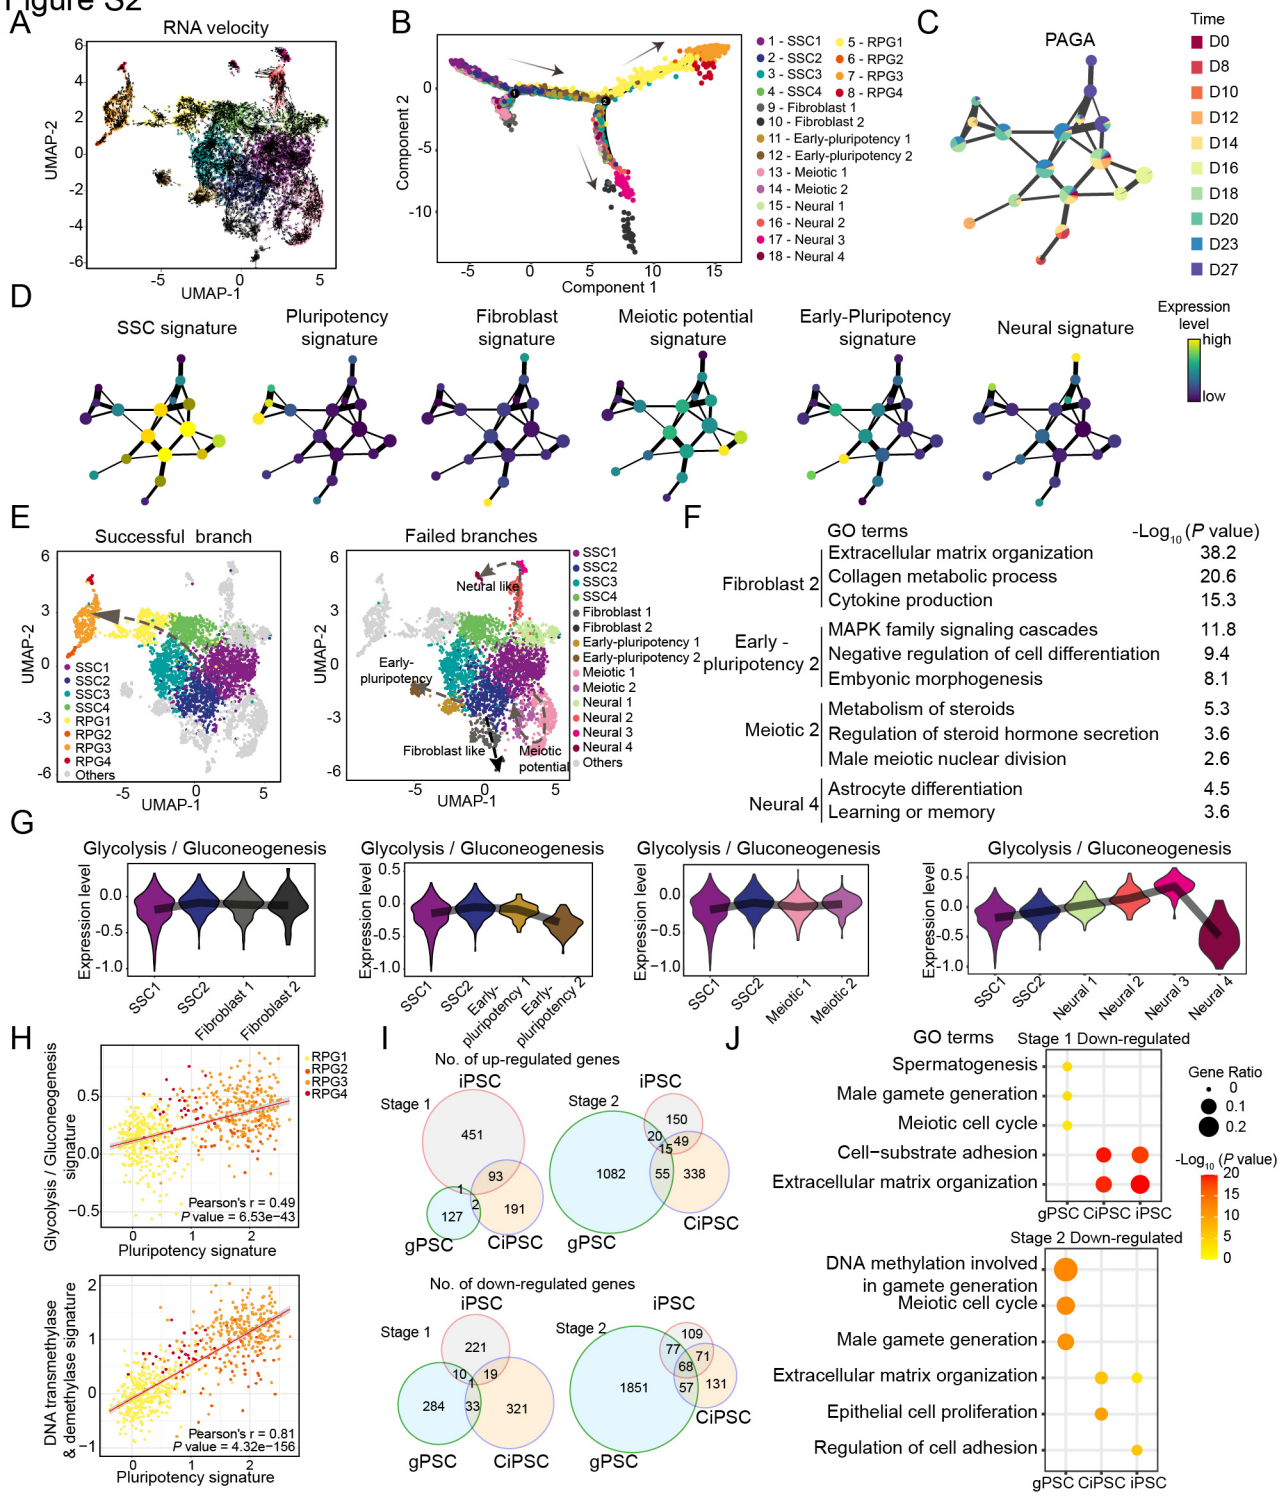

Figure S3

A

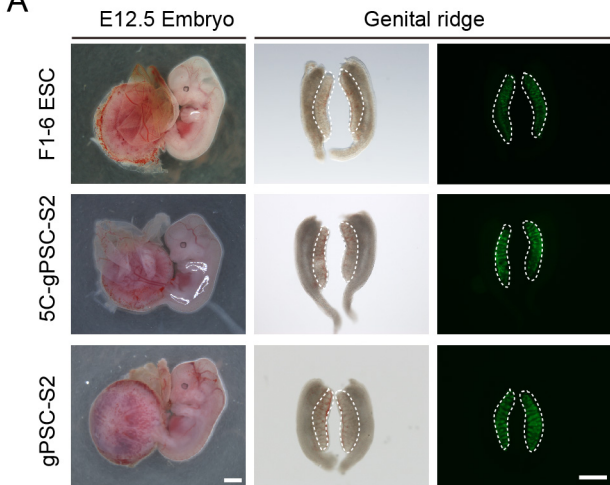

B

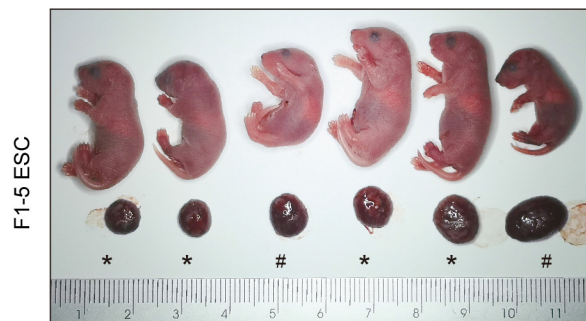

C

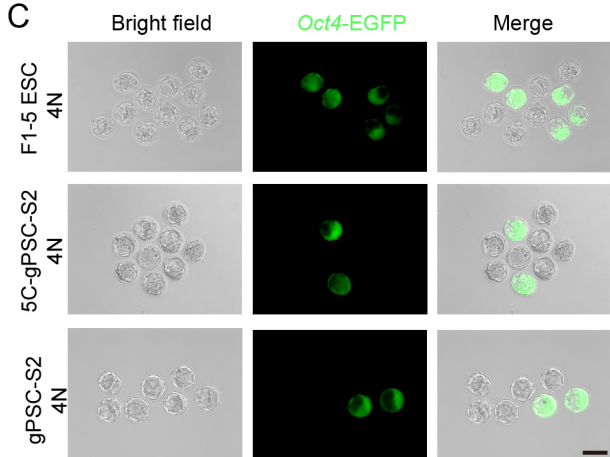

D

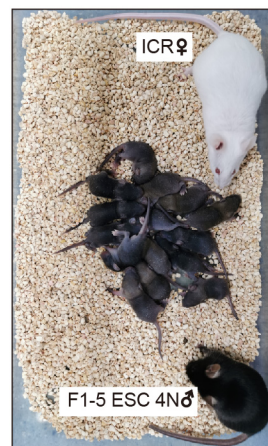

E

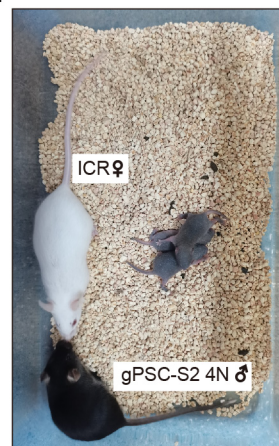

F

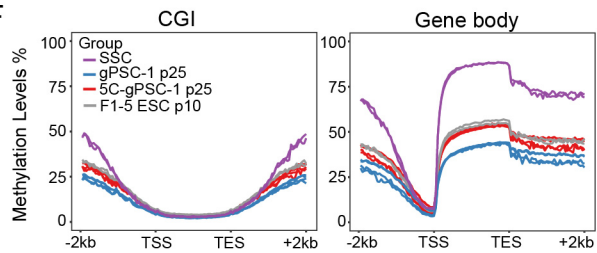

Figure S4

A

| DMSO        | Day 0 | Day 20 | Day 24 |
|-------------|-------|--------|--------|
| Cell number | 8     | 266    | 91     |

  

| 5C          | Day 12 | Day 14 | Day 16 |
|-------------|--------|--------|--------|
| Cell number | 368    | 180    | 176    |

Total After QC : 1,089

B

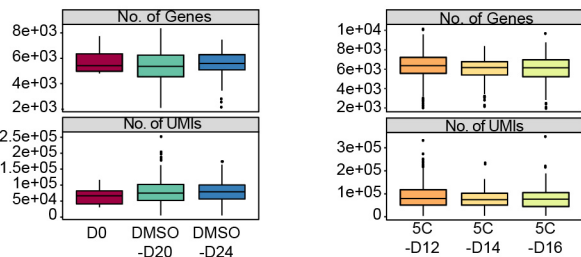

C

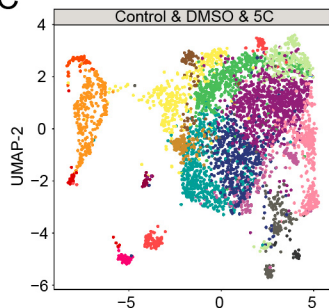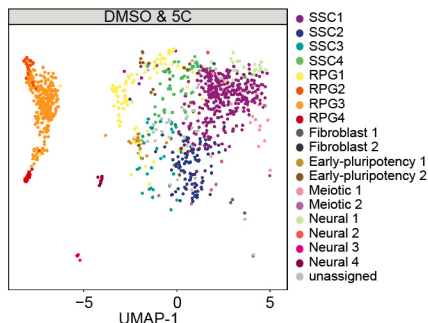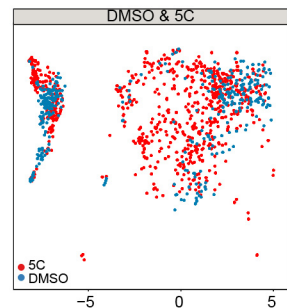

D

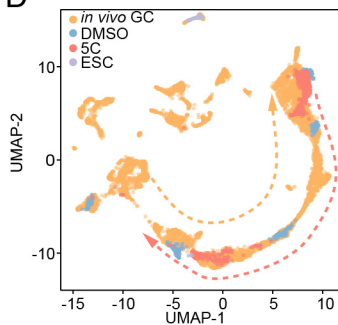

E

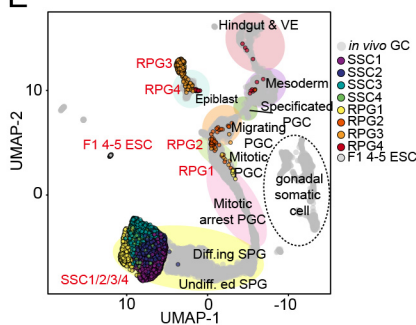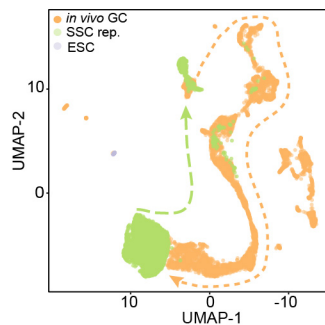

F

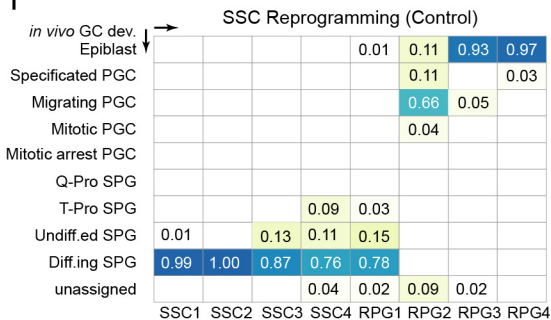

G

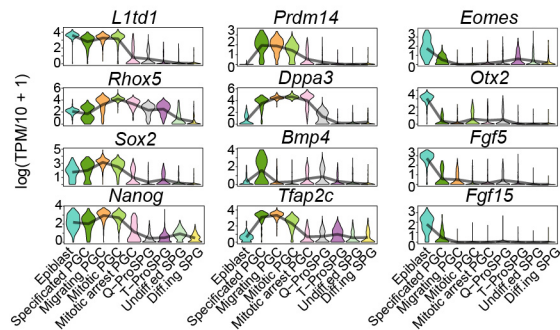

H

*Oct4*-EGFP *DPPA3* *TFAP2C* Merge(Hoechst)

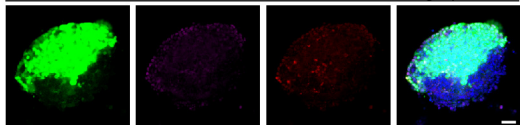

Figure S5

A

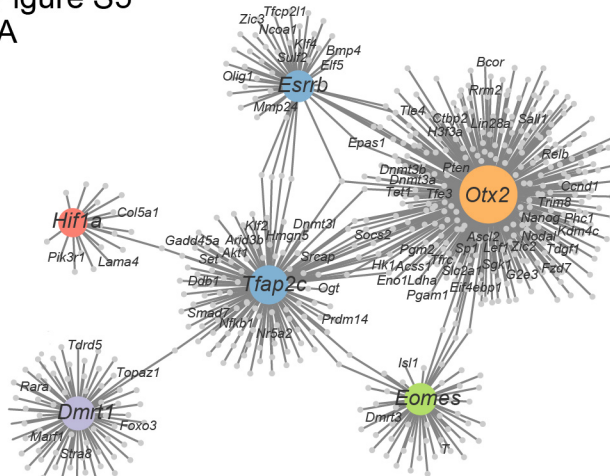

B

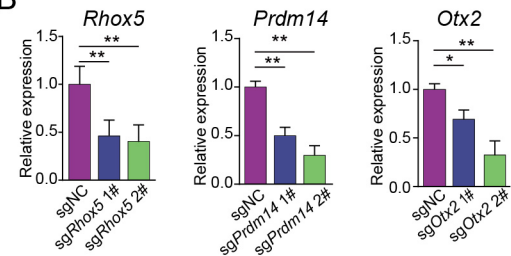

E

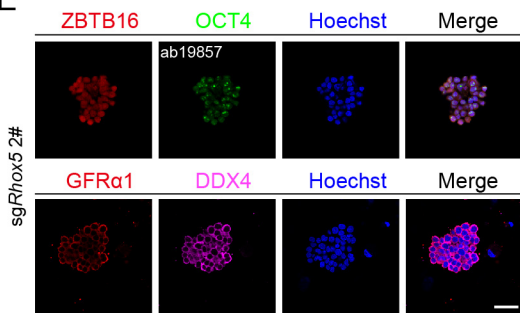

F

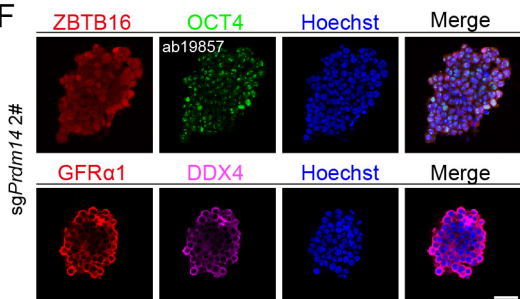

C

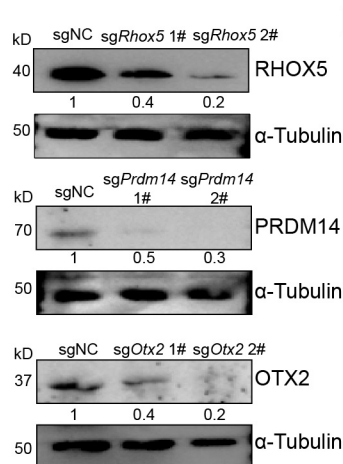

D

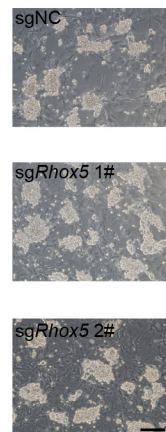

G

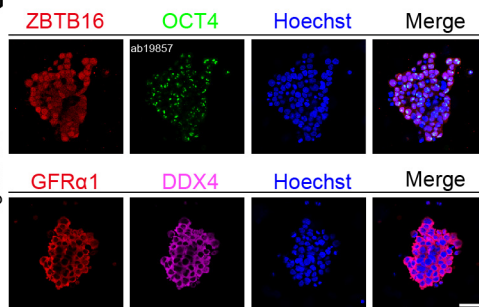

H

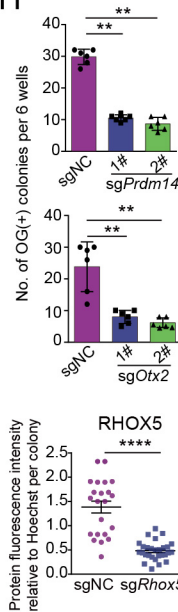

I

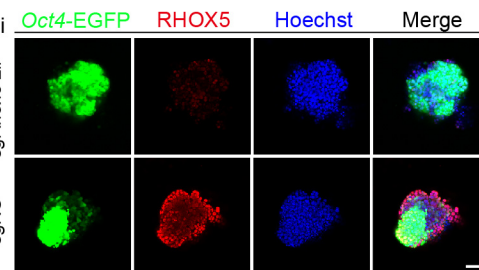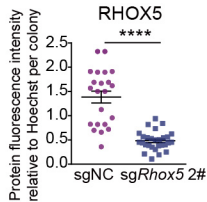

ii

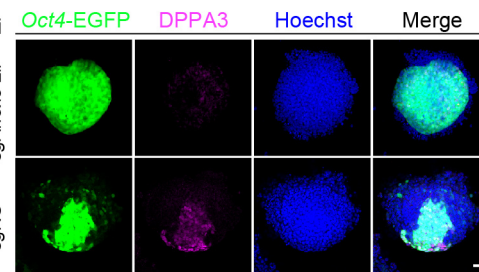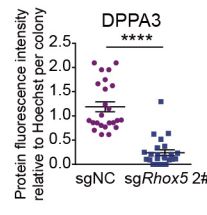

Figure S6

A

| Numbers of single cells for<br>scTrio-seq2 (DNA methylation) |     |      |      |      |      |  |
|--------------------------------------------------------------|-----|------|------|------|------|--|
| DMSO                                                         | SSC | RPG1 | RPG2 | RPG3 | RPG4 |  |
| Cell number                                                  | 6   | 6    | 3    | 4    | 2    |  |

  

| 5C          | RPG1 | RPG2 | RPG3 | RPG4 |  |
|-------------|------|------|------|------|--|
| Cell number | 8    | 9    | 9    | 10   |  |

Total After QC : 57

B

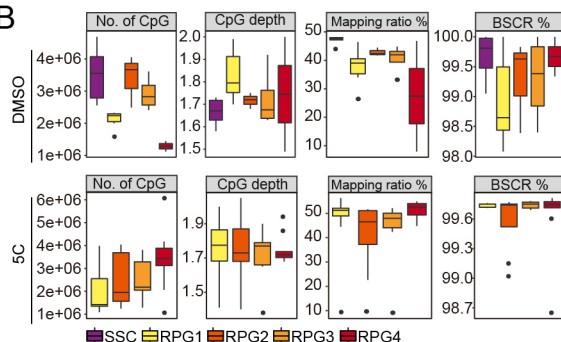

C

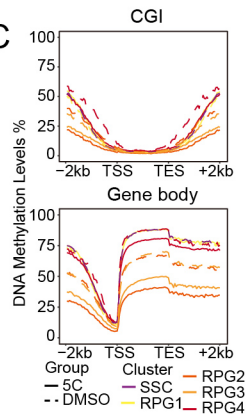

D

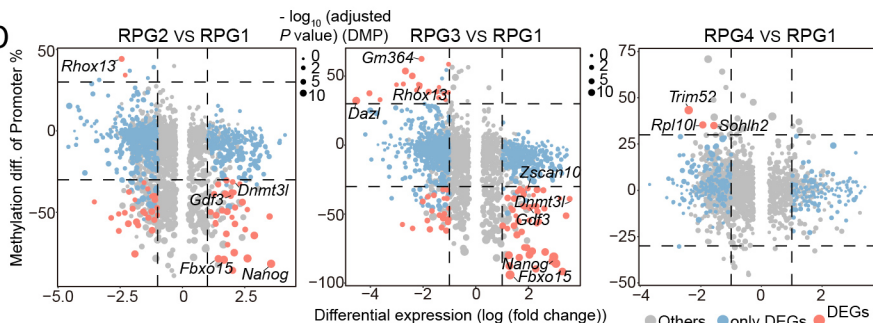

E

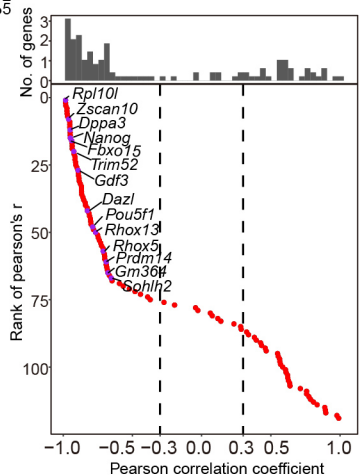

F

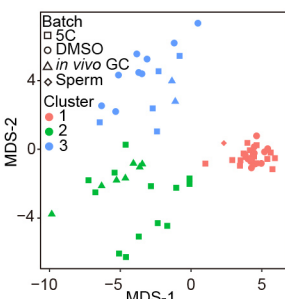

G

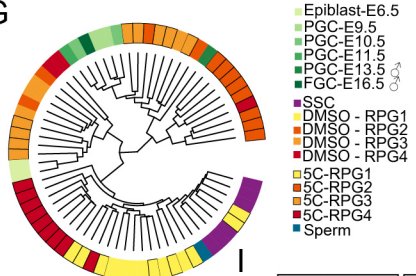

H

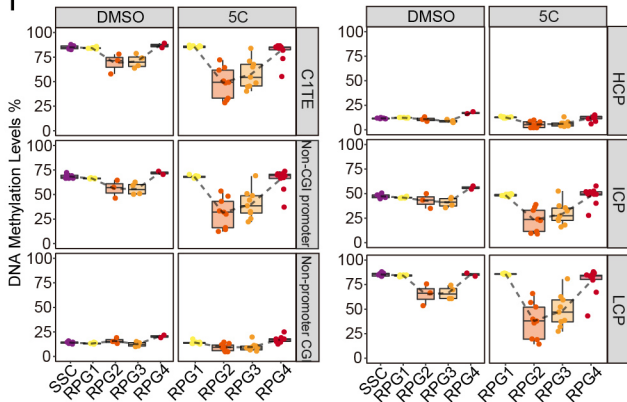

I

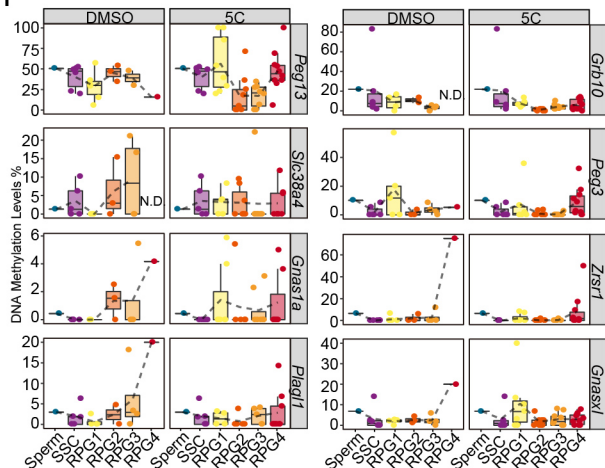

Figure S7

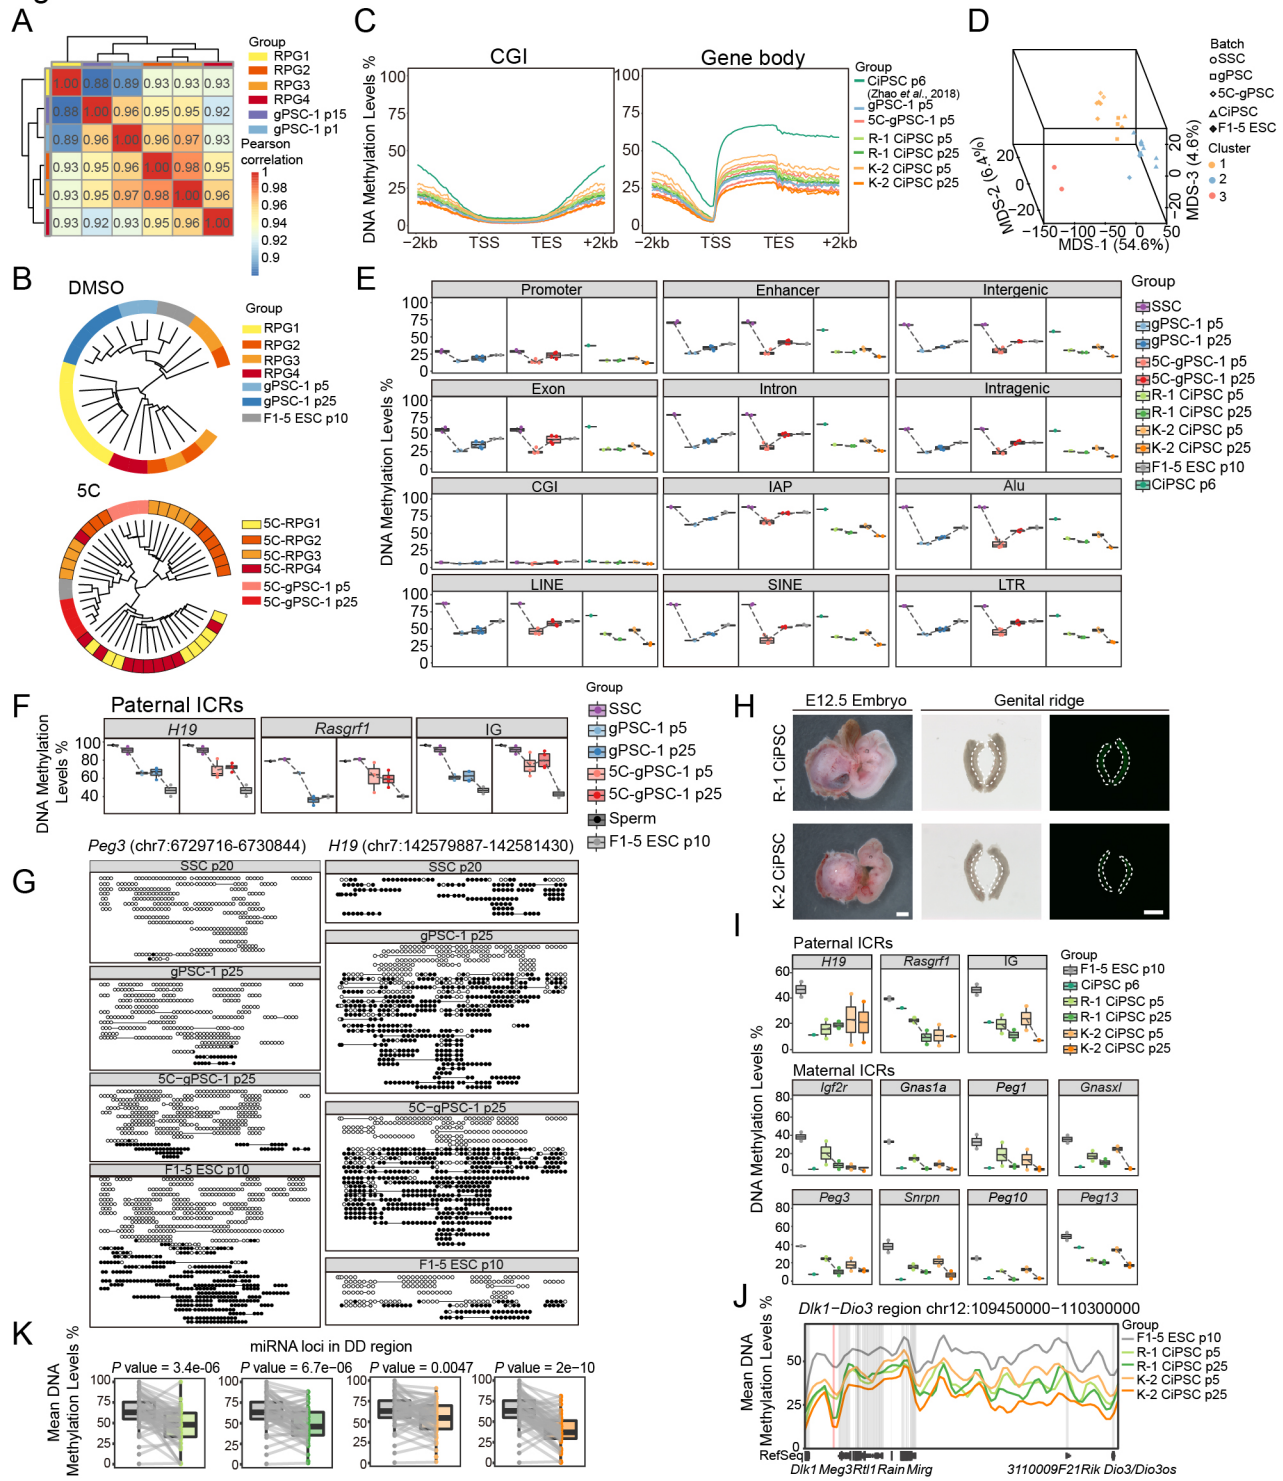

**Table S1.** Sample Information of 4,464, 1,089, 57 Cells for scSTRT-seq and scTrio-seq2 (transcriptome), scTrio-seq2 (DNA methylation), respectively, related to Figures 1C and 6A, Figures S1J, S1K, S4A, S4C, and S6A.

**Table S2.** DEGs and GO Terms of Four Clusters in the Successful and Failed Reprogramming Branches, respectively, related to Figure 1H and Figure S2F. Genes sets used to calculate gene signatures in Figure S2H.

**Table S3.** DEGs and GO Terms of Two Stages amongst SSC Reprogramming and Two MEF-reprogramming Processes, related to Figures 1M and 1N, Figures S2I and S2J.

**Table S4.** Candidate compounds for chemical screening, Primers for SSLP, Genotyping and q-PCR. Guide RNAs for Gene Knockdown, related to Figures 2A, 3B, 3C, 3O, and 5D, Figure S5B.

**Table S5.** GO Terms of 836 Stage-specific Genes of *in vivo* Germ Cell Expressed in the Corresponding Clusters of SSC Reprogramming, related to Figure 4C.

**Table S6.** DEGs and SCENIC Analysis of Each Cluster in the Successful Reprogramming Branch, related to Figures 5A, 5B and 5C, Figure S5A.

**Table S7.** DEGs and DMPGs of RPG1/2/3/4, related to Figure S6D and S6E.

**Table S8.** GO Terms of Up-regulated Genes of RPG2 and RPG3 from 5C Group than that from Control and DMSO Groups, related to Figure 6H.

How the deposited data were processed for this re-analysis (not part of the article)

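Transcriptomes of single cells were measured by modified STRT-seq in 49 libraries, of which 46 came from SSC reprogramming in the original condition on days 0 to 27, 2 from the line gPSC-1 at passages 1 and 15 and 1 from mouse ESCs, and by the RNA arm of scTrio-seq2 in 8 samples treated with 5C and 5 treated with DMSO. The condition and replicate of every sample were taken from its label. Methylomes by scTrio-seq2 and bulk PBAT were not analysed here.

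The authors deposited raw UMI counts per gene and cell. According to the paper's methods, UMItools v1.0.0 extracted barcodes and UMIs, STAR v2.7.2b aligned the reads to mm10, featureCounts v2.0.0 assigned them to genes and UMItools counted molecules. The authors also deposited a cell annotation with the cluster, the batch, the library and the percent of mitochondrial UMIs of each cell, computed with Seurat v3.1.3, and Table S1 gives the classes that they predicted with scPred for the scTrio-seq2 cells. Coordinates are those of GENCODE vM21 on GRCm38, the assembly that mm10 names, counted from 1. Counts, cells and classes were used as deposited, and no counts were changed.

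The depth was 15975410 to 34609591 UMIs per library in the original condition, 10833720 to 14807169 in the gPSC and ESC libraries, 5881566 to 10724925 per 5C sample and 3889964 to 8062911 per DMSO sample. The sums per library and class that entered the tests held 7179664 to 15777564 UMIs in RPG1, 433094 to 34168335 in SSC1-4, 3534500 to 6415415 in RPG2, 1570976 to 17474953 in RPG3 and 2518163 to 4966558 in RPG4. Intervals at the 95% level are exact binomial for shares and exact Poisson for counts, and a count of 0 is given with the limit that 3 counts would set. All of these cover counting error only.

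The replicate was the library or sample, and never the cell. Counts were summed per library and class with at least 5 cells. Genes were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3, with only the 2 classes compared in the fit and no block or covariate. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute natural-log fold change of at least 1. With 2 libraries in RPG4 and 2 DMSO samples in RPG3 and RPG1, the spread is estimated mainly across genes. Lists were tested two-sided with camera in limma 3.58.1, with estimated correlation between genes, on logCPM with a prior count of 2, in 1 fit over all classes, and a list was called at an adjusted p below 0.05. Medians of lists are of edgeR's log2 fold changes, and under the alternatives of differences in logCPM. Single genes against SSC1-4 were tested in the same fit of all classes. Other values were computed in Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. DESeq2 1.42.0 was used as an alternative.

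The genes named in the text are those the paper names for the experiment, and for each comparison the 3 called genes with the largest fold change in each direction that changed the same way in every library holding both classes, or whose groups did not overlap for 5C against DMSO. For imprinting, the genes of the regions that the paper names were taken, together with *Xist* and *Ddx4*. By this rule *Trim58*, with 1 UMI in RPG1, and *Chrdl1* and *Nr2e1* led the genes lower in RPG1 than in SSC1-4. *Tbc1d4*, *Iqch* and *Pde1c* led those lower in RPG2 than in RPG1, at least 56.4-fold, 48.5-fold and 37.9-fold lower with a limit of 3 counts over RPG2. In RPG3, *Gm5751* (-5.73), *D930032P07Rik* (-5.68) and *Gpr142* (-5.54) were the lowest against RPG1 on the log2 scale. *Sp8* and *Dmrta1* were at least 446.7-fold and 182.3-fold higher in RPG4 than in RPG1, and *Nutm1*, *Rnf212* and *Fgf18* at least 72.0-fold, 56.4-fold and 41.8-fold lower. In 5C RPG3 cells, *Rnaset2b*, *Ptgs1* and *Xkr6* were at least 45.7-fold, 42.6-fold and 31.0-fold higher than in DMSO and *Ndufa4l2* was lower by -5.98. In 5C RPG1 cells, *Ptprg*, *Sez6* and *Dmrtb1* were at least 20.7-fold, 12.4-fold and 11.0-fold higher and *Gm27216* lower by -7.27. In 5C SSCs, *L1td1*, *Parm1* and *Bhlhe40* were at least 68.4-fold, 57.9-fold and 54.7-fold higher, *Cartpt* was lower by -9.24, and *Pyy* and *Nr2e1* were at least 133.4-fold and 125.3-fold lower.

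The lists were the 18 glycolytic enzymes, fixed by hand, the 8 DNA methylation genes of the paper's methods, the spermatogenesis (12) and glycolysis (9) genes of Table S3, the 10 *Rhox5* related genes and 43 *Prdm14* and 52 *Otx2* targets of Table S6, and 6 pluripotency genes for the score, also fixed by hand. The paper places the KEGG genes and its pluripotency genes in the sheet of gene sets of Table S2, which is cut off in the text as read and is not analysed here. The median log2 fold change of the pluripotency genes over SSC1-4 was 1.38 in RPG1, 3.97 in RPG2, 3.99 in RPG3 and 2.81 in RPG4. In RPG3 against RPG1 the *Rhox5* related genes had a median of -1.06 and in RPG2 of -0.81 (camera adjusted p = 0.293 and 0.148), and in RPG1 against SSC1-4 the *Otx2* targets had 0.14 (0.0702).

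The alternatives set in advance were DESeq2 or its size factors, no filter on low counts, a log2 fold change of at least 1, at least 10 cells, sums per batch and day, the batch as a covariate, each batch alone, the library or sample number as a block, leaving out the 5% of cells with the most UMIs, leaving out each library of a class with 2 to 5, camera with a preset correlation, fry, the list without its 3 most abundant members, and for correlations other scales, gene filters and thinning. Fold changes on the scale of ln(CPM/10 + 1), pooling the scTrio-seq2 cells into the folds, and correlations within each batch were added after the values had been seen. No alternative replaced a reported value.

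Libraries pair the classes that they share. For RPG3 and RPG1, the deviations of both classes from their means correlated at 0.14 to 0.374 in 7 of 7 libraries. The pipeline was tested on simulated counts in which 177 to 197 of the tested genes were changed by a log2 fold change of 2. It recovered 72.1% of the changed genes for RPG1 against SSC1-4 (16210 genes tested), 50.3% for RPG2 (13998), 67.2% for RPG3 (13242) and 39.2% for RPG4 (15030) against RPG1. For 5C against DMSO the shares were 40.8% in RPG3 (11006), 50.3% in RPG1 (8822) and 69.7% in SSCs (11883). Between 0 and 1 unchanged genes were called in each. Of 200 random lists, 11 had a camera p below 0.05 (5.5%). The simulated genes were drawn independently, without correlation between genes and without effects of batch or library. These rates therefore do not cover data with such correlation or effects.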

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

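Of the tests in the paragraphs on single libraries, on *Xist* and on transcripts shared between the classes of a library, all were chosen after the results were seen while the test of the day of collection for the difference between RPG3 cells and SSCs was set beforehand. In 80 groups of 4 to 10 libraries, 15 had a library further from the others than Dixon's 95% value (18.75%), where chance gives about 1 in 20.

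In RPG1, *Rhox5* was at 191 CPM in day 18 replicate 5, against 13.3 to 85.6 in the other 6 libraries. *Nanog* was at 29.2 CPM there, against 7.08 to 13.3, and *Bmp4* at 15.3, against 0.957 to 3.38. In day 18 replicate 3, *Sox2* was at 171 CPM, against 26.6 to 78.6, and *Epas1* at 16.1, against 2.98 to 8.38. RPG3 cells counted as RPG1 would lower the germ cell gene *Ddx4*, which was at 347.7 CPM in replicate 5 and 351.0 in replicate 3, with 375.5 (SD 10.53) in the other libraries. The share of RPG3 cells needed for *Rhox5* (15.1%) would bring *Ddx4* to 323.1 CPM, that for *Sox2* (56.1%) to 185.2 and that for *Epas1* (22.0%) to 300.8, all below the level found by more than the spread, which argues against miscounted cells. For *Nanog* (7.85%) and *Bmp4* (7.42%) the expected 348.4 and 349.8 CPM cannot be told apart from the level found. Transcripts of RPG2-4 carried into the other cells of a library are the other technical explanation. Relative to RPG2-4 and to their share of the library's UMIs, *Rhox5* in replicate 5 was at 0.2918 and *Nanog* at 0.1758. These lie within the 0.116 to 0.567 and 0.0718 to 0.342 of other classes, so carry-over could account for both standing out. Both lay above the 0.121 of the 27 marker genes of RPG3 in the same cells. Carry-over at that level therefore does not account for the whole of either. *Sox2* in replicate 3 was at 0.9739, above the -0.286 to 0.799 of other classes, which argues against carry-over as its whole source. Replicates 3 and 5 are the only RPG1 libraries of day 18 and of batch B2 with at least 5 cells. The others are of days 20 and 23 and of batch B1. Day and batch thus set both replicates apart from the others, but not from each other. No biological explanation was tested. *Ldha* in RPG1 was at 676 CPM in day 23 replicate 2 and at 607 to 623 in the other 6 and no explanation for it was tested.

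In the fibroblast class, *Col12a1* was at 163 CPM in day 27 replicate 5 against 16.6 to 31.2 in the other 4 libraries, and *Ctgf* at 418 against 7.28 to 33.1. All fibroblast cells of that library (100%, 6 of 6) belong to the fibroblast 2 cluster, against 0 to 23.3% in the others, so the makeup of the class is a candidate explanation. In the meiotic class *Dpep3* was at 82.5 CPM in day 16 replicate 6 against 3.89 to 29.1 in the other 5, and no explanation was tested.

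In the RPG3 cells of day 12 replicate 2, *Epas1* was at 161 CPM against 27.5 to 62.7 in the other 7 libraries, *Slc2a1* at 197 against 542 to 714, *Ldha* at 746 against 1150 to 1437, and the correlation with gPSC p1 was 0.900 against 0.936 to 0.9603. The sum rests on 7 cells, and it is 1 of 3 RPG3 libraries of batch B2. RPG2 cells counted as RPG3 would bring *Prdm14*, for which 55.0 CPM would be needed to account for *Slc2a1* and 40.8 for *Ldha*. It was at 1.413 CPM, and *Otx2* at 146 against 6.96 in the RPG2 cells of the library, which argues against that. Day 12 is the earliest day with RPG3 cells, so an early state of these cells stays open as an untested biological explanation. *Prdm14* in RPG3 was at 22.2 CPM in day 23 replicate 2 against 0.723 to 8.16 in the other 7, and *Fgf15* at 87.0 in day 18 replicate 3 against 16.6 to 48.7, without a test of the reason.

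The change between 5C and DMSO differed between RPG3 cells and SSCs for 345 of 13878 genes by an interaction test (edgeR, adjusted p below 0.01 and the same fold threshold; 3224 at an unadjusted p below 0.05). Of the 35 genes called in both classes, 91.43% changed in the same direction. The DMSO sums of RPG3 cells came from replicates 1 and 2 and those of SSCs from replicates 3, 4 and 5. A difference between these DMSO samples can thus give such an interaction too. SSCs had RPG2-4 cells beside them in 6 samples with 5C, whereas the 3 DMSO sums of SSCs had none. Transcripts carried over from RPG2-4 therefore also stay open for these genes. Treatment is confounded with the day of collection, 12 to 16 for 5C and 20 and 24 for DMSO, which also holds 8 cells of day 0. In SSCs of the original condition, early against late libraries (8 against 13) moved the genes called for 5C by -0.1237 of their 5C change in the median, that is, the opposite way, and 33.1% changed the same way. The day as seen in the original condition therefore does not account for the SSC genes, while a day effect peculiar to either treatment, and the choice of colonies, stay open. An interaction with depth was not tested.

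*Xist*, which the paper does not discuss, was at 35.1 CPM in gPSC p1, 73.8 in gPSC p15 and 40.7 in ESCs, against 0.296 in the SSCs of day 0, each from 1 library. Female cells among the collected cells would carry *Xist* without Y-linked transcripts. Cells with at least the median level of Y-linked transcripts held 52.9% of the *Xist* UMIs in gPSCs, 63.6% in ESCs and 48.7% in RPG3 cells, and a *Xist* UMI was present in 67.5% of gPSC cells and 71.1% of ESCs, which argues against female cells as the main source. Cells with more *Xist* than Y-linked UMIs, a rule chosen after seeing the cells, were 11 of 80 gPSC cells, 5 of 45 ESCs and 12 of 261 RPG3 cells. A low level of *Xist* in male pluripotent cells is a hypothesis that the values leave open. Antisense transcription at the locus (*Tsix*) was not separated, since the paper's methods do not say that reads were counted by strand.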

How the results depend on the processing

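The alternatives chosen after the values were seen are the fold changes on the scale of ln(CPM/10 + 1), the pooling of scTrio-seq2 cells into fold changes of named genes, the correlations within each batch and the lists and numbers of genes called without a block in the libraries of the block, and all others were set beforehand. A cause was not tested for any change below unless it is given.

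For the numbers of genes called, 160 between RPG1 and SSC1-4, 2323, 2790 and 2220 for RPG2, RPG3 and RPG4 against RPG1, and 274, 91 and 610 between 5C and DMSO in RPG3, RPG1 and SSCs, the following alternatives moved a count by over 1.5 times. DESeq2 called 269 in RPG1 (71 higher and 198 lower, against 76 and 84) and 514 in 5C RPG3 (366 higher and 148 lower, against 139 and 135). No filter on low counts gave 491 in RPG1 (399 higher and 92 lower) and 202 in 5C RPG1 (100 higher and 102 lower), with more genes tested. A log2 fold change of at least 1, a lower threshold, gave 499 in 5C RPG3 and 955 in 5C SSCs. Sums per batch and day, with fewer samples, gave 77, 530, 1346 and 548. The batch as a covariate gave 1253 in RPG2. Batch B1 alone gave 58 in RPG1, and batch B2 alone gave 3, 398 and 539 in RPG1, RPG2 and RPG3, all with fewer libraries. On the scale of ln(CPM/10 + 1), which holds back genes of low expression, the counts were 20, 976, 953 and 987. Leaving out each library in turn gave 41 to 42 in 5C RPG3 (DMSO replicates 1 and 2), 32 to 138 in 5C RPG1 (32, 49, 53 and 55 without 5C replicates 2, 5, 6 and 8, and 138 and 70 without DMSO replicates 1 and 2) and 381 to 616 in 5C SSCs (381 and 401 without DMSO replicates 4 and 5, and 616 without replicate 3). Leaving out a library of RPG2 gave 2082 to 2312. Leaving out a library of RPG4, or a DMSO sample in 5C RPG3 or 5C RPG1, leaves 1 in that group. The counts above without DMSO replicate 1 or 2 in 5C RPG3 and 5C RPG1 come from such fits. Since 1 library shows no spread, these counts do not show how far the results depend on either DMSO sample. For RPG4 no such count is given. At least 10 cells and leaving out the 5% of cells with the most UMIs moved no count by over 1.5 times where they could be run.

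With the library as a replicate block, over libraries that hold both classes, 1 gene was called between RPG1 and SSC1-4 (2 libraries; 891 at an unadjusted p below 0.05), and 0 in the same libraries without the block (624; edgeR). Fewer libraries alone therefore bring the loss. The block gave 3130 for RPG3 (2879 without it in the same 7 libraries), 1690 for RPG4 (946) and, with the sample number as a block, 562 for 5C SSCs (573). The numbers of the 5C and DMSO samples share only a number, with correlations of -0.0104 to 0.0223 between same-numbered samples. Under the block the camera adjusted p of the glycolysis list was 0.817 in RPG1, 0.737 in RPG3 and 0.707 in the neural class. The *Prdm14* targets had 0.157 and the *Otx2* targets 0.0822 in RPG3 against RPG1, the *Rhox5* related genes 0.630 and the *Otx2* targets 0.283 in RPG4, and the lists of Table S3 0.356 (spermatogenesis) and 0.428 (glycolysis). The direction given by camera was reversed for the DNA methylation list in RPG1 (median -0.01, adjusted p 0.945), and for the *Prdm14* targets in RPG1 (0.697) and RPG4 (0.697) and the *Otx2* targets in RPG1 (0.955), whose medians stayed above 0. The fits against SSC1-4 rest on 2 libraries for RPG1 and RPG3 and on 10 for the neural class. The block changed no other call of a list. In libraries with both classes the median changed sign for the glycolysis list in the meiotic class, to 0.28 over 5 libraries. It also did for the DNA methylation list in the neural class (-0.26) and the *Rhox5* related genes in RPG1 (-0.20). In the same libraries without the block the medians were the same. The camera adjusted p was then 0.697, 0.557 and 0.548 for the glycolysis list in RPG1, RPG3 and the neural class, and in RPG3 against RPG1 it was 0.0509 for the *Prdm14* targets and 0.00144 for the *Otx2* targets, so for the *Otx2* targets in RPG3 the block alone changed the call. No paired analysis was possible because no library holds at least 5 cells of both RPG2 and RPG1, because 5C and DMSO share 1 number in RPG3 and RPG1, and because shares, correlations and markers come from no test between groups.

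For the lists, 209 of 249 alternatives kept the direction and the side of the threshold. Camera with a preset correlation of 0.01 called the glycolysis list in RPG2 (0.000129), the fibroblast (0.00269), early-pluripotent (0.000163) and meiotic (7.72e-05) classes, the DNA methylation list in RPG3 (0.00635) and RPG4 (0.0247), the *Otx2* targets in RPG1 (0.000147) and RPG2 (0.00289) and the *Rhox5* related genes in RPG2 (0.0481). Fry called the glycolysis list in RPG2 (0.000163), the DNA methylation list in RPG2 (0.0263), RPG3 (9.84e-19) and RPG4 (5.17e-05), the *Otx2* targets in RPG1 (0.00278) and RPG2 (0.0298), the *Rhox5* related genes in RPG2 (4.62e-06) and RPG3 (4.61e-07) and the *Prdm14* targets in RPG4 (0.000544). Its direction for the DNA methylation list in the neural class was reversed (0.342). At least 10 cells gave 0.0174 and 0.0214 for the *Otx2* targets in RPG1 and RPG2. The batch as a covariate gave 0.0410 for the glycolysis list in RPG2 and reversed the DNA methylation list in the early-pluripotent class (0.743, median -0.06). Sums per batch and day gave 0.171 for the *Rhox5* related genes and 0.0975 for the *Otx2* targets in RPG4. Without the 3 most abundant members the glycolysis list had 0.0594 in RPG4, and without each library in turn 0.0148 to 0.0982 (0.0982 without day 20 replicate 1). DESeq2's size factors changed no call of a list.

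The score correlations of 0.691 and 0.749 kept their sign in 18 of 18 alternatives. In RPG3 cells alone they were 0.156 for glycolysis and 0.115 for DNA methylation, with an exact p of 0.172 and 0.328. Within batch B1 or B2 alone the exact p was 0.0625, the smallest that 5 libraries allow, and for the cells pooled over libraries no p is given. In the other alternatives the exact p stayed below 0.05. The correlations of gPSC p1 with RPG1 to RPG4 moved by more than the spread in 14 of 24 alternatives, with Spearman's rho of 0.802, 0.902, 0.925 and 0.847, and 0.820, 0.919, 0.939 and 0.860 with log2(CPM + 1). They were 0.892 and 0.924 for RPG1 and RPG4 over all genes, 0.781 and 0.851 over genes with at least 10 CPM, and 0.941 and 0.882 for RPG3 and RPG4 as means over libraries. The order from RPG3 over RPG2 and RPG4 to RPG1 was the same in each.

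Of 340 alternative shares by day, 6 were counted as moved, all on day 12 in batch B2 alone. Shares differed between batches on other days too, without being counted. On day 18 all RPG1-4 cells came from batch B2. On day 14, 58 and 24 fibroblast cells came from replicates 2 and 4 of batch B1 and 2 from replicate 5 of batch B2. Of 1206 alternative marker values 33 moved, mostly in RPG4 when all its cells were summed. Of 595 alternatives for the named genes of the comparisons 79 fell below the threshold with the same direction. These include *Dnmt3l* with sums per batch and day (adjusted p 0.125) and *Tet1* with the batch as a covariate (0.0629) in RPG1 against SSC1-4. Of 128 for single genes of RPG2, RPG3 and RPG4 against SSC1-4, at an adjusted p of 0.05, 7 fell below the threshold, 1 rose above it and 1 was reversed, *Dnmt3l* in RPG4 with sums per batch and day (-0.27). Of 340 alternatives for scTrio-seq2 expression 57 moved. The number of cells did not change under the raw counts with the paper's filters.

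Some alternatives could not be fitted. At least 10 cells left fewer than 2 libraries for RPG4 and for 5C RPG1, batch B1 holds no RPG2 library and batch B2 no RPG4 library of 5 cells. All alternatives for 5C RPG2 lack a test, with 1 DMSO sample. Depth limits the classes of few cells most, with 252505 UMIs in the single DMSO sum of RPG2 and 283377 to 450691 in those of RPG1.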

Differences from the paper's values

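Tests chosen only after the values were seen are the fold changes on the scale of ln(CPM/10 + 1), those with the scTrio-seq2 cells pooled in and the numbers of genes called without a block in the libraries of the block.

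The paper's Table S6 lists 19 genes between RPG1 and SSC1-4, and 160 were called here. It lists 776, 909 and 632 genes for RPG2, RPG3 and RPG4 against RPG1, and 2323, 2790 and 2220 were called. The paper tested cells as replicates, and here libraries were the replicates. Of the alternatives set before the data were examined, sums per batch and day came within 1.5 times of the paper's number for RPG2 (530), RPG3 (1346) and RPG4 (548) and not for RPG1 (77), and none of the others did. For RPG2 these were DESeq2, no filter, a log2 fold change of at least 1, at least 10 cells, leaving out the cells with the most UMIs, the batch as a covariate, batch B2 alone and each library left out. For RPG1, RPG3 and RPG4 they were the same with batch B1 or B2 alone and the block, where these could be run. In the libraries of the block without it, an alternative chosen after seeing the values, 946 genes were called for RPG4, within 1.5 times of the paper's number, and 0 and 2879 for RPG1 and RPG3, outside it. On the scale of ln(CPM/10 + 1), also chosen after seeing the values, 20 genes were called for RPG1, 976 for RPG2 and 953 for RPG3, within 1.5 times of the paper's, and 987 for RPG4, outside it. That scale drops 2 of the paper's 19 genes, 58 of its 776, 106 of its 909 and 20 of its 632. On the fitted scale, 18, 710, 828 and 617 of the paper's genes were called (94.7%, 92.2%, 91.2% and 97.6%), and all of those tested changed in the paper's direction.

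*Prdm14* differed between RPG2 and RPG1 by 1.197 on the scale of ln(CPM/10 + 1), where the paper's value is 1.4564. Of the alternatives set before the data were examined, at least 10 cells (1.32) lies within the spread of the paper's value, and leaving out the cells with the most UMIs (1.13) and batch B2 alone (0.769) do not. *Nanog* differed between RPG4 and RPG1 by 1.73 on that scale, and the paper's value is 1.2946. Neither leaving out the cells with the most UMIs (1.73) nor batch B1 alone (1.89) comes within its spread. With the scTrio-seq2 cells pooled in, an alternative chosen after seeing the values, the results were 1.456 and 1.295. With it, 19 of 19, 773 of 773, 908 of 908 and 631 of 632 fold changes of Table S6 lay within 0.001 of the paper's, and it drops none of the paper's genes because it sets no call.

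The correlation of gPSC p1 with RPG1 was 0.851, and the paper's is about 0.89 in Fig. S7A, read by eye. For RPG4 it was 0.897, and the paper's is about 0.93. Over all genes, in place of those with at least 1 CPM, the value for RPG1 (0.892) was within the paper's, and that for RPG4 (0.924) was not. For p15 the correlations with RPG1, RPG2, RPG3 and RPG4 were 0.840, 0.932, 0.935 and 0.882, and the paper's are about 0.88, about 0.95, about 0.95 and about 0.92 in Fig. S7A, read by eye. All genes was also the setting within the paper's values there. Spearman's rho, thinning, genes with at least 10 CPM, log2(CPM + 1) and means over libraries were not within them for any of these 6.

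The paper states that glycolysis activation was mainly in the successful branch, and in the neural class all 18 enzymes were higher than in SSC1-4, by a median log2 fold change of 0.41 (camera adjusted p 0.0073, with a range over the alternatives from 1.83e-13 to 0.707). The paper lists *Hif1a*, *Epas1*, *Slc2a1* and *Ldha* as upregulated up to RPG4, and in RPG4 *Epas1* was lower than in SSC1-4 by -1.11 (adjusted p 0.381, edgeR) while the other 3 were higher. It gives *Dnmt3b*, *Dnmt3l*, *Tet1* and *Tet2* as enriched in the successful branch, which holds for 4 of 4 in RPG2 and RPG3, and in RPG4 *Dnmt3l* changed by 0.32 (0.742) and *Tet2* by 2.22 (0.0630). It gives *Eomes* as exclusive to RPG3/4, and *Eomes* was at 7.93 CPM in RPG3, 9.44 in SSC1-4 and 30.3 in the early-pluripotent class. It gives the *Rhox5* related genes as activated in RPG1, and their median was 0.17 with 6 of 10 higher (camera adjusted p 0.626). It names *Esrrb* and *Dppa2* as markers of the early-pluripotent clusters, and their levels of 5.54 and 12.6 CPM lay within the spread of SSC1-4.

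In Table S7, the group labels of the sheets for RPG3 against RPG1 and RPG4 against RPG1 do not match the sheet names. The expression changes of the sheet named for RPG3 correlate at 0.927 with the change computed here for RPG4 and at 0.871 with that for RPG3 (418 genes), and those of the sheet named for RPG4 at 0.783 with RPG4 and 0.917 with RPG3 (1368 genes). The methods give a smaller number of cells, in words, for STRT-seq than the results do, and the counts hold 4464.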

Other observations

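Tests chosen only after the result was seen are those on transcripts shared between classes, on the glycolysis list in RPG1 by library, on *Ldha* in other classes, on whole fibroblasts and on the fibroblast 1 and 2 clusters, on neural cells with more *Xist* than Y-linked UMIs, on the neural glycolysis list without a block in the same libraries, on thinning and RPG1 cells alone, on the libraries of the early-pluripotent class and on the day for *Slc2a1*, while the tests on the fibroblast and neural classes by sex-linked genes, on the date, on the neural glycolysis list, on the glycolysis list with 5C and on other splits of the samples were set before.

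RPG1 cells and transcripts of other cells. Of the 333 RPG1 cells, 326 came from libraries that also hold RPG2-4 cells. For 27 genes with at least 50 CPM in RPG3 and under 1 CPM in the SSCs of libraries without RPG2-4, the level relative to RPG2-4 per unit of their share of the UMIs was 0.121 in RPG1 (median; 0.0716 to 0.164 over 7 libraries) and 0.120 in SSC, neural and early-pluripotent cells of libraries with RPG2-4 (0.0375 to 0.170 over 7 sums). Only 3 of these sums come from libraries with at least 5 RPG1 cells. Within day 20 replicate 8 the level was 0.1303 in RPG1, 0.114 in SSCs and 0.1704 in neural cells, and within day 23 replicate 1 it was 0.0716 in RPG1 and 0.0375 in SSCs. Transcripts carried over from RPG2-4 cells, in the medium or between barcodes, may therefore account for these 27 genes in RPG1. *Rhox5*, which is not among them, rose by 3.62 on the log2 scale where carry-over at their level corresponds to 2.58. At that level carry-over does not account for all of its rise. Its own level per unit of the share was 0.2344 in RPG1 against 0.241 in the other classes. RPG1 and other cells of such libraries thus cannot be told apart by *Rhox5*. The 76 genes called higher in RPG1, of which 16 are among the 27, had a median log2 fold change of 1.67 where carry-over corresponds to 1.11, or to 1.19 at the level of the other classes, which is not taken from RPG1. For *Dnmt3l*, *Tet1* and *Tet2* carry-over corresponds to 1.22, 1.47 and 1.01 where 1.32, 0.96 and 0.72 were observed, and for the DNA methylation list to 0.22 where 0.14 was observed. *Ldha* rose by 0.89 where carry-over corresponds to 0.17, and it was at 0.3205 or more per unit of the share in every RPG1 library, above the 0.164 and 0.1704 that the 27 genes reach at most, which argues against carry-over as its whole source. For this gene the other classes had a median of 0.7314 and a range from -0.727 to 1.40, so a difference between libraries or days and a change of RPG1 cannot be told apart. Other changes of RPG1 go beyond carry-over too. The spermatogenesis genes of Table S3, chosen by the paper on these cells, fell by 1.269 on the log2 scale in the median. The largest change that dilution gives is -0.1883. The 84 genes called lower fell by 1.726, but a call requires a log2 change of at least 1.443 in size. Their median could therefore not lie within that limit. By library they changed by -2.117 to -1.301 in RPG1 and by -1.269 to 0.09757 in the other classes. By library the spermatogenesis genes changed by -1.762 to -1.066 in RPG1 and by -0.9643 to 0.7304 in the other classes. The glycolysis list rose by 0.3457 where carry-over corresponds to 0.07, and it was at -0.14 and -0.09 in RPG1 on day 18, where RPG2-4 held 65.6% and 71.8% of the UMIs. A difference between libraries or days that the SSCs share is another explanation for this list. In day 20 replicate 8 its median was 0.457 in SSCs and 0.469 in RPG1, and in day 23 replicate 1 it was 0.20 in SSCs and 0.40 in RPG1. With 2 such libraries this and a change of RPG1 cannot be told apart. The *Prdm14* targets rose by 0.2103 where it corresponds to 0.26, which carry-over could account for. Of the 7 RPG1 cells in libraries without RPG2-4, 5 had 179.2, 396.6, 617.6, 944.6 and 1976 CPM of the 27 genes, each over 10 times the 15.97 CPM of SSCs, which goes against carry-over within those libraries. They are shallow, with 5060 to 21048 UMIs and 3 to 13 UMIs of these genes, and the other 2, with 283783 and 189106 UMIs, had 3.52 and 5.29 CPM. With so few cells and counts, carry-over and transcripts of their own cannot be told apart for these cells. A biological alternative, that SSCs beside RPG2-4 cells had begun to change themselves, predicts the same levels and stays open. *L1td1* was detected in SSCs with 5C and in 0 with DMSO. In the 2 samples with 5C whose SSCs had no RPG2-4 cells beside them it was at 20.96 and 4.78 CPM, and in the 6 others at 5.41 to 31.3, so carry-over and a change of the cells cannot be told apart with 2 such samples, and the same holds for the day of collection.

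Fibroblast and neural classes. Of the fibroblast cells 1.36% had *Xist* UMIs and no Y-linked UMI, and in the fibroblast 2 cluster 30.8% (12 of 39, exact interval 17.0 to 47.6) had more *Xist* than Y-linked UMIs, which is consistent with some female cells, such as feeder cells, in that cluster. The rule of more *Xist* than Y was chosen after seeing the cells. The other 27 cells did not have more *Xist* than Y-linked UMIs, with a median of 242 CPM of Y-linked transcripts. In fibroblast 2 *Ddx4* was at 0.0868 and *Dazl* at 0.206 of the SSC level and *Col1a1* at 49.1 times it, and in those 27 cells *Ddx4* was at 0.109 and *Col1a1* at 49.2 times, so whole fibroblasts are a candidate explanation for this cluster, male ones included, and SSCs that had turned into such cells stay open. For the class as a whole and for fibroblast 1, *Ddx4* was at 0.932 and 0.986 of its level in SSCs, which argues against whole fibroblasts in place of germ cells for fibroblast 1, while the value of the class hides fibroblast 2. In the neural class 98.3% of the cells had Y-linked UMIs, as did 98.2% of the fibroblast class, so this share does not tell where Y-linked transcripts are carried over, and by it cells of another animal and SSCs cannot be told apart. By the rule chosen later 1 of 478 neural cells (0.209%) had more *Xist* than Y-linked UMIs, against 0.177% of SSCs, which argues against female cells. In neural 1 and 2, with 271 and 117 cells, *Ddx4* was at 1.065 and 1.08 and *Dazl* at 0.8489 and 0.9821 of the SSC level. This argues against whole cells of another type in place of germ cells for these clusters. Neural 4 cells had *Ddx4* at 0.5296 and *Dazl* at 0.9801 of that level. Neural 3 cells had *Ddx4* at 0.0806 of the SSC level, 287 CPM of *Col1a1* and 439 of *Col3a1*, with 0 cells of more *Xist* than Y. For neural 3 and 4 these are given as values.

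Classes and libraries. The meiotic class made up 86.5% of the cells of day 16. If the processing date rather than the day of culture brought it, libraries of other days with the same date would hold it too, and 0.503% of their cells did (8 of 1590 cells in 17 libraries), which argues against the date. Of the early-pluripotent cells 91.3% lay in 3 libraries (179 of 196), and 94.9% in batch B2, so the class and a library effect cannot be told apart.

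Neural glycolysis. The higher glycolysis list of the neural class could come from differences between the libraries that hold neural cells and SSCs. With the library as a block, over 10 libraries that hold both classes, the median log2 fold change on logCPM was 0.13 (camera adjusted p 0.707). In the same 10 libraries without the block it was also 0.13 (0.548), and over all 12 neural and 36 SSC libraries 0.43, so the choice of libraries lowers it and not the block. The value is lower but not below 0, so a difference between libraries and one between classes cannot be told apart. Without *Pkm*, *Aldoa* and *Gapdh* the adjusted p was 0.00696, which argues against a few abundant members.

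Score correlations. After thinning each cell to 50000 UMIs, the mean r was 0.649 for glycolysis and 0.642 for DNA methylation (exact p = 0.00391 and 0.0117), positive in 9 and 8 of 10 libraries with minima of -0.346 and -0.498. The means stay above the 95th percentile of random lists, taken before thinning (0.545 and 0.501), which argues against depth as their whole source. Within RPG1 cells alone r for glycolysis was 0.232, lower than the 0.691 over all RPG cells, so differences between the RPG classes may account for most of it.

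5C and DMSO. *Slc2a1* was lower with 5C in RPG3 cells together with the whole glycolysis list (17 of 17 genes tested lower, median log2 fold change -1.33, camera p = 0.00922, fry p = 3.98e-05). The day of collection is open as a candidate explanation. Between early and late libraries of the original condition *Slc2a1* changed by -0.39 (adjusted p 0.554, edgeR, 3 against 5 libraries), 0.1446 of the change with 5C. The early libraries are all of batch B2 and the late ones all of batch B1, so day and batch are confounded. Only day 12 replicate 2 lies within the days of 5C, at 197 CPM against 542 to 714 in the others. The few libraries leave the share of the day undecided, so day and treatment cannot be told apart.

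Other splits of the samples. Each count below includes the split as made. No other split called as many genes as RPG1 against SSC1-4 (1 of 40 splits) or RPG2 and RPG3 against RPG1 (1 of 100 each). The same was found for 5C against DMSO in SSCs (1 of 100), where a random grouping of samples is thus an unlikely source. The authors defined the classes on these transcriptomes, so for the classes this outcome was largely set in advance and is no evidence against chance. Members of the lists of Table S3 and of the *Prdm14* and *Otx2* targets were chosen on these cells too. For the medians of lists over 100 splits, no other split reached that of the glycolysis list in RPG1, RPG2, RPG3 and the neural class (1 each). The same holds for the DNA methylation list in RPG2 and RPG3 and for both lists of Table S3 (1 each). It also holds for the *Prdm14* targets in RPG1, RPG2 and RPG3 and the *Otx2* targets in RPG2 and RPG3 (1 each). Chance cannot be excluded for the glycolysis list in the fibroblast (8), early-pluripotent (8) and meiotic (25) classes. Nor can it for the DNA methylation list in the RPG1 (38), fibroblast (31), early-pluripotent (78), meiotic (20) and neural (39) classes. It stays open too for the *Rhox5* related genes in RPG1 (17), RPG2 (5) and RPG3 (4) and the *Otx2* targets in RPG1 (5). These counts are not adjusted over the lists, and camera did not call the *Rhox5* related genes in RPG3. Splits cannot exclude a difference between libraries that goes with the classes.

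Batches. An interaction test called 0 of 16473 genes for a difference by batch in the change between RPG3 and RPG1 (edgeR, 935 at an unadjusted p below 0.05). No other tool was run. Batch B2 holds only 3 RPG3 and 2 RPG1 sums, so this does not show that the batches agree. *Sox2* had the smallest p, with a difference of -1.66 on the log2 scale (adjusted p = 0.290, edgeR). Of the 2666 genes called over both batches together and tested in each, 99.85% changed in the same direction in both. Choosing genes by a call over both batches favours such agreement. Batch B2 alone called 539.

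Imprinted genes, whose regions the paper studies by methylation, were read from 1 library each of day 0 SSCs, gPSC p1, gPSC p15 and ESCs, without a test. *H19* was at 41.8, 0, 0.462 and 0 CPM, where 0 allows up to 0.214 and 0.203. *Snrpn* was at 9.06, 213, 153 and 133, *Peg3* at 13.4, 44.4, 205 and 66.6, *Impact* at 11.4, 148, 160 and 74.5, *Kcnq1ot1* at 88.3, 225, 423 and 116, *Meg3* at 12.3, 73.5, 30.6 and 121, *Igf2r* at 38.7, 20.6, 35.2 and 8.85, *Plagl1* at 18.0, 22.8, 122 and 42.5 and *Peg10* at 0.533, 6.98, 6.37 and 1.49. *Kcnq1ot1* is antisense, and the paper's methods do not say that reads were counted by strand.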
